# Metabolic modelling reveals the aging-associated decline of host–microbiome metabolic interactions in mice

**DOI:** 10.1038/s41564-025-01959-z

**Published:** 2025-03-26

**Authors:** Lena Best, Thomas Dost, Daniela Esser, Stefano Flor, Andy Mercado Gamarra, Madlen Haase, A. Samer Kadibalban, Georgios Marinos, Alesia Walker, Johannes Zimmermann, Rowena Simon, Silvio Schmidt, Jan Taubenheim, Sven Künzel, Robert Häsler, Sören Franzenburg, Marco Groth, Silvio Waschina, Philip Rosenstiel, Felix Sommer, Otto W. Witte, Philippe Schmitt-Kopplin, John F. Baines, Christiane Frahm, Christoph Kaleta

**Keywords:** Computer modelling, Metabolomics, Metagenomics, Gene expression, Symbiosis

## Abstract

Aging is accompanied by considerable changes in the gut microbiome, yet the molecular mechanisms driving aging and the role of the microbiome remain unclear. Here we combined metagenomics, transcriptomics and metabolomics from aging mice with metabolic modelling to characterize host–microbiome interactions during aging. Reconstructing integrated metabolic models of host and 181 mouse gut microorganisms, we show a complex dependency of host metabolism on known and previously undescribed microbial interactions. We observed a pronounced reduction in metabolic activity within the aging microbiome accompanied by reduced beneficial interactions between bacterial species. These changes coincided with increased systemic inflammation and the downregulation of essential host pathways, particularly in nucleotide metabolism, predicted to rely on the microbiota and critical for preserving intestinal barrier function, cellular replication and homeostasis. Our results elucidate microbiome–host interactions that potentially influence host aging processes. These pathways could serve as future targets for the development of microbiome-based anti-aging therapies.

## Abstract (web summary)

A multi-omics approach reveals host–microbiome interactions in aging in mice.

## Main

Aging and aging-related diseases are central contributors to morbidity and mortality in Western societies^1^. Although research has identified specific hallmarks of aging^2^ and revealed the conservation of aging-associated changes across species and tissues^3^, the primary causative factors of aging remain elusive^2^. The microbiome, comprising a diverse bacterial community that resides within and on host organisms, is gaining recognition for its interplay with host aging processes. It is implicated in many aging-associated physiological processes^4^, showing notable shifts in its composition as the host ages and strong correlations with aging-related phenotypes^5^. Microbiome transfer experiments revealed that introducing young microbiota to old hosts extends their lifespan^6,7^ and reverses specific aspects of aging in animal models^8^. However, some studies have also shown beneficial effects of aged microbiota^9^ or signatures specific to healthy aging in centenarians^6^ that indicate that some aging-associated changes in the microbiota might also be compensatory by counteracting aging-associated changes in the host^7^. Pathological changes in the host’s gastroenteric system, such as obstipation, constipation and barrier dysfunction, are comorbidities of many aging-related diseases and often precede the manifestation of these diseases by many years^8^. Moreover, the aging-associated loss of intestinal barrier function, which facilitates the translocation of living bacteria and their products into the bloodstream, is implicated as a driver of systemic inflammaging, a hallmark of aging characterized by a constant low-grade inflammation even without the presence of a detectable pathogen^10,11^.

However, it remains unclear which microbiome changes are causes of aging in the host and which are consequences^12^. The primary reasons for this uncertainty are the high plasticity and complexity of the microbiota, which comprise dozens to hundreds of species^13^, the low species-level conservation of microorganisms across human cohorts^14^ and the myriad of metabolites through which the microbiota and host can interact^15^. One approach to overcome this complexity is constraint-based metabolic modelling^16^. This method builds on in silico representations of the metabolic networks of individual species—so-called genome-scale metabolic networks—and allows the prediction of metabolic fluxes in individual species or entire communities^17^. This approach enables the integration of different types of omics datasets to derive context-specific metabolic networks (that is, networks representing the metabolic state of particular tissues or cells)^18^. Therefore, several studies have used constraint-based metabolic modelling to investigate changes in microbiome–host interactions in various diseases^19^ and identify specific microbial processes linked to therapeutic response^17,20^.

In this study, we used tissue transcriptomic, metagenomic and metabolomic data to elucidate the metabolic mechanisms through which the gut microbiota could contribute to host aging. We extensively characterized microbiome–host interactions at the level of global associations between host transcript levels and microbiome functions and then focused on metabolic interactions using an integrated metabolic model of the host and the microbiota. Our results revealed many known interactions between the host and the microbiota and postulated numerous hitherto unknown ones. Next we investigated how these interactions change in the context of aging. We observed a considerable reduction in microbiome metabolic activity with age, which seemed to be driven by substantial changes in within-microbiota ecological interactions. We subsequently connected aging-related changes in the host with alterations in the microbiota and discovered that aging-regulated gene networks were significantly enriched for both microbiome-dependent genes and microbiota-dependent host functions, as predicted by our models. These functions showed a marked decline with age. Our findings indicate that the microbiome is a major contributor to aging-associated metabolic decline, which we also observe at the metabolome level and thereby pinpoints metabolic pathways through which the microbiome may influence aging in the host.

## Results

### Taxonomic and functional description of the mouse microbiome

We studied the effects of aging in 52 male wild-type C57BL/6J/Ukj mice, separated into 5 age groups between 2 months and 30 months old, representing early adulthood until late age with ~5% survival^21^. We obtained transcriptome sequencing data for the colon, liver and brain, as well as shotgun (167 Gbp) and long-read sequencing data (13.7 Gbp) for faecal samples, which we used to reconstruct 181 metagenome-assembled genomes (MAGs; total 367 Mbp) of bacteria comprising their gut microbiome (Fig. 1a and Extended Data Fig. 1a–e). 

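RNA was sequenced from the colon, liver and brain of each of the 52 mice. There were 10 mice in each of the groups of 2, 9, 15 and 24 months and 12 mice of 30 months. C57BL/6J/Ukj is a substrain of the inbred laboratory strain C57BL/6J that is bred in the authors' animal facility. The paper gives mean ages of 2.5, 9.8, 15.9, 24.8 and 29.1 months for the groups, whereas its Reporting Summary names the youngest group by 3 months. Libraries were made from polyadenylated RNA with a kit that keeps the strand, and were read from both ends with 100 bases in the colon and 75 bases in the liver and brain.
The colon libraries were sequenced in 1 run. The liver and brain libraries of each mouse fell into 2 runs that overlap only in part with age: all 10 mice of 2 months and all 10 of 24 months were in Run 2, and all 10 mice of 15 months were in Run 1. Of the 9-month mice 8 were in Run 1 and 2 in Run 2, and of the 30-month mice 10 were in Run 1 and 2 in Run 2. A direct comparison of 30 with 2 months in these tissues is therefore mostly a comparison between runs, and the run was kept as a term in the models of liver and brain.
The authors deposited, for each library, the number of reads counted on each of 55471 genes listed by Ensembl identifier, without normalization. The aligner, the counting program and the genome build behind these counts are not given in the sources used here. Of the identifiers, 99.6% were found in the GENCODE release M21 annotation of GRCm38, which gives the gene symbols and the coordinates printed beside the results. Each library held between 25559384 and 42156156 counts on genes in the colon (median 32497629), between 10016815 and 50697892 in the liver (median 25159808) and between 18336838 and 52593340 in the brain (median 32127232).
By age group, the colon libraries held 30962806 to 37993476 counts at 2 months (median 33994980.5), 26330539 to 41318051 at 9 months (31810527.5), 25559384 to 42156156 at 15 months (32592018), 26265750 to 32958006 at 24 months (30091360) and 27812497 to 39904372 at 30 months (33992168). The liver libraries held 20418489 to 36725529 counts at 2 months (median 24995000.5), 10016815 to 35039933 at 9 months (21545173.5), 16182282 to 50697892 at 15 months (24086994), 21258504 to 37381903 at 24 months (28144003) and 13583324 to 45124769 at 30 months (25359802). The brain libraries held 26747554 to 38156262 counts at 2 months (median 30976194.5), 21131637 to 40144444 at 9 months (32425495), 21222946 to 52593340 at 15 months (28143026), 24254062 to 38974495 at 24 months (32761763.5) and 18336838 to 47172618 at 30 months (33237131).
The 10 most abundant genes of a library took 7.15% to 10.9% of the counts in the colon, 9.38% to 22.0% in the liver and 3.85% to 4.95% in the brain. Library sizes were scaled by the trimmed mean of M-values (TMM), whose factors ran from 0.937 to 1.05 in the colon, from 0.902 to 1.51 in the liver and from 0.968 to 1.03 in the brain. The highest factor, 1.51, belonged to the liver of mouse 24M.N3, the mouse with replicate number 3 among those of 24 months, where the 10 most abundant genes took 9.38% of the counts. All libraries had the marks of male mice. Xist reached at most 0.724 CPM (counts scaled to the library size) in any library, and the Y-linked gene Ddx3y had at least 33.1, 22.1 and 25.7 CPM in every library of colon, liver and brain. Genes with a high count in 1 tissue separated the tissues: Alb had a median of 75187 CPM in the liver against at most 1.32 in the colon and 195 in the brain, Snap25 a median of 2210 CPM in the brain, and Muc2 a median of 19707 CPM in the colon.

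**Figure D1:**
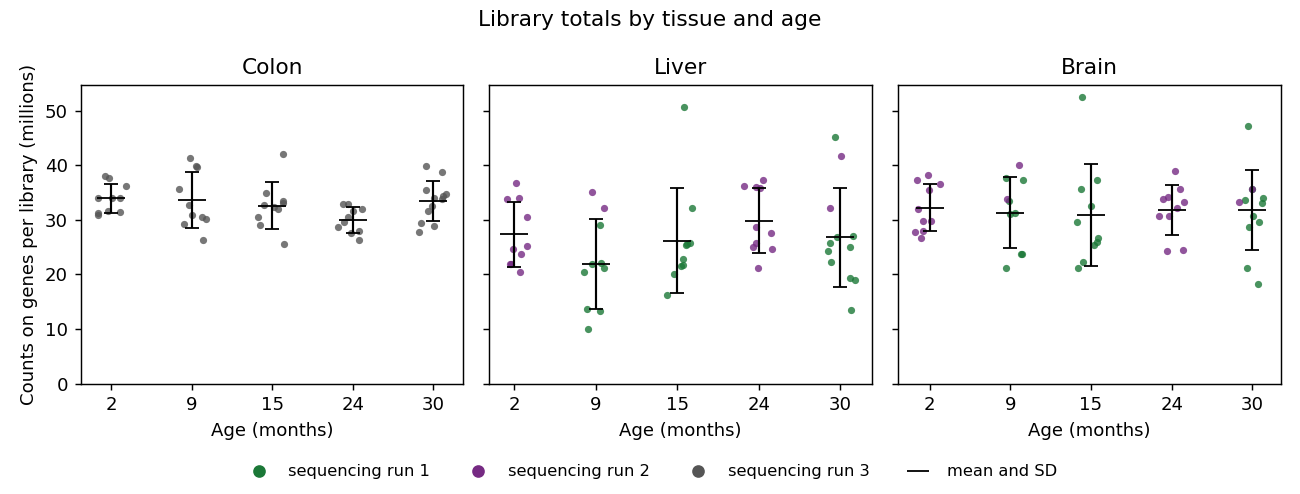
Counts on genes per library by age group in months, for colon, liver and brain. Each point is 1 library, its colour gives the sequencing run, and black marks give the mean and SD of the group; the liver libraries spread most, from 10016815 to 50697892 counts.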

Taxonomic classification with the Genome Taxonomy Database Toolkit (GTDB-Tk)^22^ assigned 175 MAGs to known taxa (with the prefix ‘GCA_’ or ‘GCF_’), whereas 6 MAGs did not have a matching genome (prefixed ‘UNK_’). Of those 181 MAGs, 25 were considered high-quality drafts according to established criteria^23^, and the rest were considered medium-quality drafts. Notably, we used more stringent cut-offs (≥80% completeness and ≤10% contamination) than those suggested in ref. ^23^ for medium-quality MAGs to require less gap filling and thus obtain more reliable metabolic models for downstream analysis (Fig. 1a). Most of the MAGs were attributed to the phyla Bacillota (previously Firmicutes; *n* = 97) and Bacteroidota (*n* = 65). The reconstructed genomes from rarer phyla included Pseudomonadota (previously Proteobacteria; *n* = 9), Cyanobacteriota (previously Cyanobacteria; *n* = 4), Campylobacterota (*n* = 3), Deferribacterota (*n* = 1), Desulfobacterota (*n* = 1) and Verrucomicrobiota (*n* = 1). Regarding overall abundance, the most abundant MAGs, with a coverage depth >1%, belonged to Bacteroidota in the families Bacteroidaceae (*n* = 5) and Muribaculaceae (*n* = 12). The genome sizes of the MAGs ranged from 0.9 Mbp to 6.7 Mbp (Fig. 1a).

**Fig. 1:**
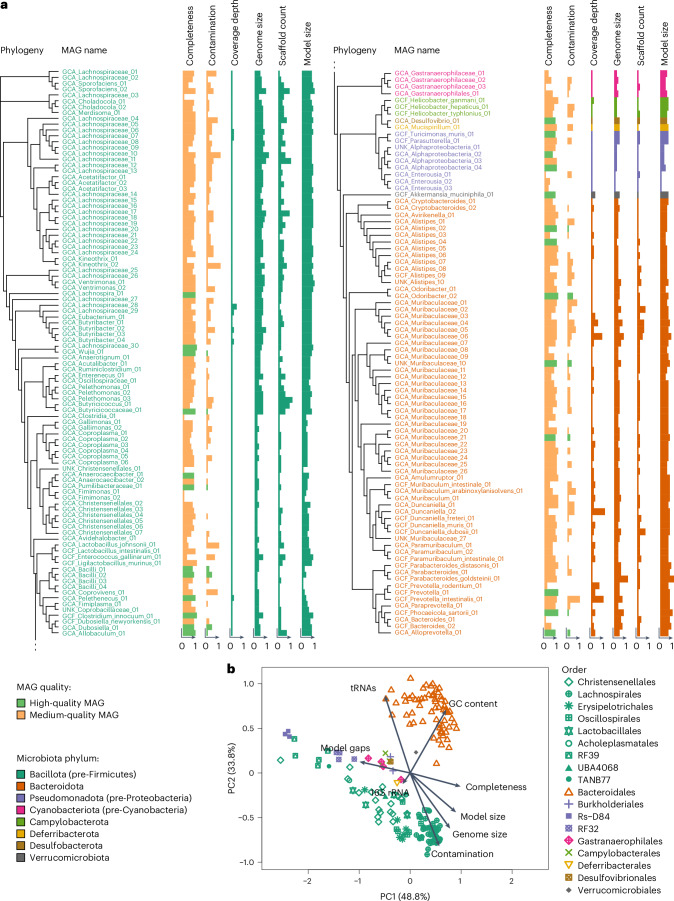
Mouse microbiome and metabolic model characterization. **a**, Phylogenetic tree of the 181 MAGs. See Supplementary Table 1.2 for detailed metadata information. **b**, Principal component analysis of the metabolic models of the mouse microbiota. Metadata associations to PCs are overlaid as arrows; the shapes denote the taxonomic rank order; the colouring of the symbols are according to **a**.

To functionally annotate the assembled MAGs, we used gapseq^24^ to reconstruct their corresponding genome-scale metabolic networks. In a principal component analysis of the networks (Fig. 1b), principal component (PC) 1 mainly separated models by the completeness score (*R*^2^ = 0.15) of the underlying MAGs and the taxonomic rank ‘order’ (*R*^2^ = 0.87). The completeness of the MAGs significantly impacted the prevalence of pathway gaps within the models. Consequently, the occurrence of such gaps (*R*^2^ = 0.55) and the sizes of the models (*R*^2^ = 0.84) or genomes (*R*^2^ = 0.58) partially accounted for the observed differentiation along the first two PCs. PC2 separated the metabolic models by the phylum, GC content (*R*^2^ = 0.29) and contamination score (*R*^2^ = 0.06).

### Microbiome functions correlate with host transcripts

After reconstructing the metabolic models of the bacterial species of the mice, we first determined host functions associated with microbiome functions independent of age. Filtering by association strength and a false discovery rate (FDR)-adjusted *P* ≤ 0.1, we identified 12,732 correlated microbiome reactions and host genes for the colon, 3,425 for the liver and 2,499 for the brain. Enriching these features with gene ontology (GO)^25^ biological processes (host genes), and metabolic subsystems (microbiome reactions), we obtained 1,377 pairs of host–microbiome-associated processes for the colon, 283 for the liver and 167 for the brain; we further summarized these with level 2 GO biological processes and MetaCyc^26^ superpathways (Fig. 2a–c, Extended Data Fig. 2a and Supplementary Tables 2.1–2.4).

**Fig. 2:**
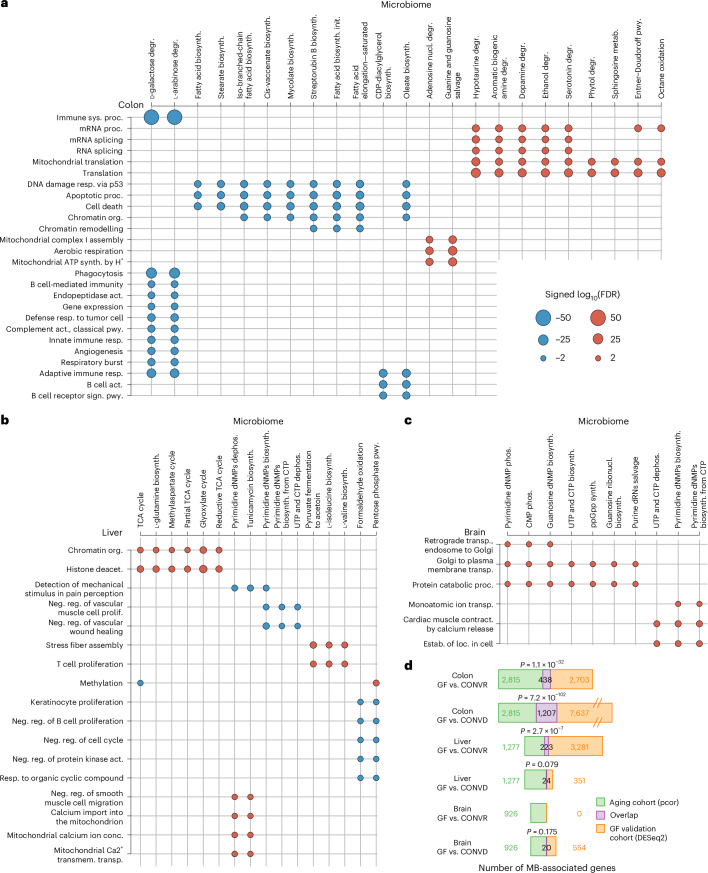
Correlation-derived host–microbiome interactions. **a**–**c**, Interactions between host biological processes and microbiome metabolic subsystems for the colon (**a**), liver (**b**) and brain (**c**). Only processes with the most significant associations (colon FDR ≤ 1 × 10^−10^, liver FDR ≤ 1 × 10^−4^ and brain FDR ≤ 1 × 10^−3^) with at least two interactions are shown. For complete data and full pathway names, see Supplementary Tables 2.1–2.4. **d**, Enrichment of microbiome-associated host genes among microbiome-colonization-responsive genes. FDR-corrected *P* values from upper-tailed (one-sided) hypergeometric tests of the overlap plotted above each bar.

The most strongly correlated host functions for the colon involved innate and adaptive immune processes and protein processing (Fig. 2a, Extended Data Fig. 2a and Supplementary Table 2.1). These included a negative correlation between host immune system processes and microbial galactose and arabinose degradation pathways. Moreover, we observed strong positive correlations between microbial purine metabolism and mitochondrial respiration in the host. Furthermore, we found that microbial pathways involved in lipid metabolism were correlated with host processes involved in tissue homeostasis, such as DNA damage responses and cell death. By directly inferring functions from quality-controlled metagenomic read data (HUMAnN3)^27^, we found fewer, yet comparable, host–microbiome associations (Extended Data Fig. 2b and Supplementary Table 2.7). For the liver, we detected associations between central metabolic pathways of the microbiota and chromatin organization in the host as well as between T cell proliferation and microbial branched-chain amino acid metabolism (Fig. 2b, Extended Data Fig. 2a and Supplementary Table 2.2). For the brain, we found strong correlations between protein catabolic processes and microbial nucleotide metabolism (Fig. 2c, Extended Data Fig. 2a and Supplementary Table 2.3). To independently validate host genes associated with microbiome functions, we determined their regulation in response to microbial colonization. To this end, we generated transcriptomic data from five tissues (colon, liver, brain, gonadal white adipose tissue and quadriceps) of three groups of mice: conventionally raised wild-type mice (CONVR), germ-free (GF) mice and mice conventionalized with faecal material from WT mice (CONVD; *n* = 8 per group). Comparing genes responsive to microbial colonization (comparison CONVR versus GF and CONVD versus GF; Supplementary Tables 2.8–2.12) and those associated with microbiome function, we found a highly significant overlap in colon and liver, but not in brain (Fig. 2d). The lack of significant overlap with microbiome-responsive genes in the brain might be partially due to the relatively small number of microbiome-responsive genes in this tissue (Supplementary Table 2.12).

### Host–microbiome interactions in the metaorganism model

We next aimed to gain a more mechanistic understanding of the underlying metabolic pathways mediating host–microbiome associations with an integrated metabolic metamodel of the host and the microbiome. In this metamodel, the host is represented by three different tissues (colon, liver and brain) connected through the bloodstream and interacting with the microbiome through the gut lumen (Fig. 3a). Each host tissue is represented by a unique instance of the human metabolic reconstruction Recon 2.2 (ref. ^28^), whereas the microbiome is represented by a combined model including all the metabolic reactions occurring in at least one bacterial metabolic model reconstructed from the MAGs (Fig. 3a). Subsequently, context-specific metabolic metamodels representing the metabolic state of each mouse were built based on tissue transcriptomic and metagenomic data using fastcore^29^ (Supplementary Table 3.1).

**Fig. 3:**
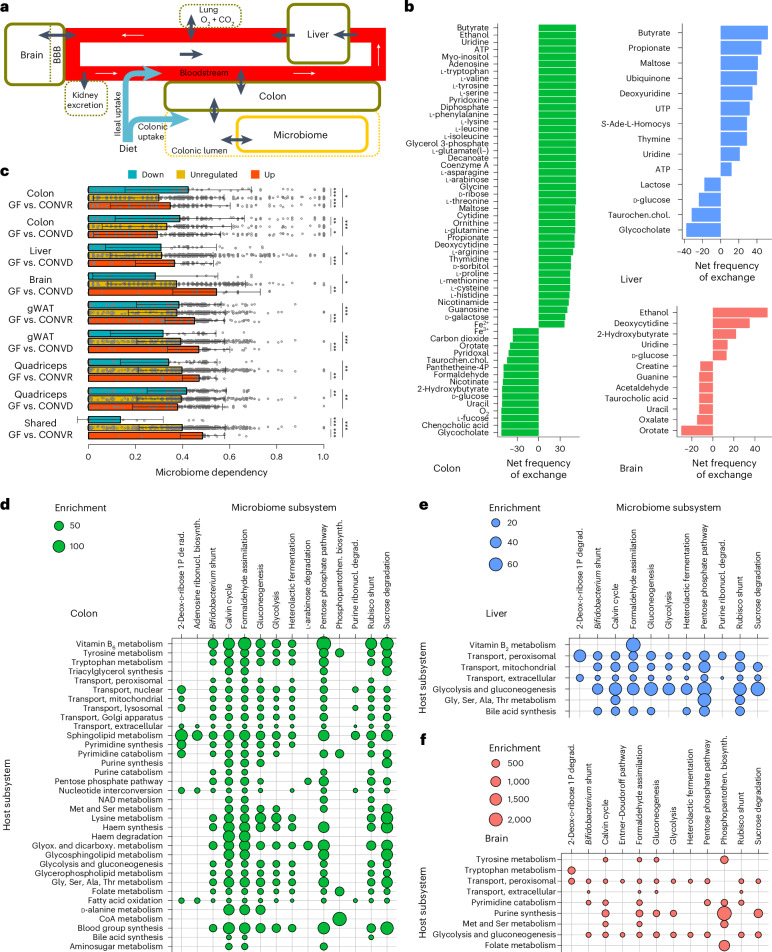
Model-predicted host–microbiome interactions. **a**, Structure of the metamodel. The solid borders indicate compartments of the metamodel. The black arrows indicate metabolite exchanges between compartments. The dashed borders indicate compartments represented only by exchange reactions. The white arrows indicate the direction of metabolic exchanges along the bloodstream. BBB, blood–brain barrier. **b**, Frequency of microbiome dependence of metabolite import (positive) and export (negative) across organs. Metabolites with the highest frequency of exchange across 52 models are shown (Supplementary Table 3.2). For metabolite abbreviations, see Supplementary Table 3.2. **c**, Microbiome dependency of microbiome-responsive host genes in a cohort of GF, conventionalized and conventionally raised mice (*n* = 8 each). The *y* axis indicates sets of genes differentially regulated in tissues and contrasts; the *x*-axis shows the microbiome dependency of corresponding reactions. ‘Shared’ indicates genes regulated in at least three tissues. FDR-corrected *P* values of Dunn’s tests following a group-level Kruskal–Wallis test are shown next to the bar plots of means with error bars representing the standard deviation. Only comparisons with a Kruskal–Wallis test *P* < 0.05 are shown. *P < 0.05; **P < 0.01; ***P < 0.001. Exact *P* values are provided in Supplementary Table 3.11. **d**–**f** Subsystem enrichment of model-predicted interactions between host and microbiome reactions for subsystems connected with at least two host subsystems and an FDR-corrected enrichment *P* < 10^−4^ (one-sided Fisher’s exact test; Supplementary Tables 3.3–3.5). For pathway abbreviations, please see Supplementary Tables 3.3–3.5.

To explore the extent to which the metamodel could reconstitute known host–microbiome interactions, we used it to predict metabolites exchanged between host and microbiota (Fig. 3b and Supplementary Table 3.2). In the colon, we observed many known interactions including a provision of the microbiome with bile acids as well as fucose, a part of mucins^30^, by the host and a microbial production of short-chain fatty acids. Moreover, we observed that the microbiota produced many nucleotides, including nucleotide derivatives such as NAD and coenzyme A. For the liver, we observed a provision of primary bile acids to the microbiota and microbial production of nucleotides and short-chain fatty acids. For the brain, we observed that the host was provided with the microbial fermentation product ethanol and several pyrimidines. The brain and colon provided the pyrimidine precursor orotate and the nucleotide degradation product uracil to the microbiota, while the microbiota provided uridine and deoxycytidine in return. Overall, we found that among the predicted interactions shown in Fig. 3b, 42 (51%) were already supported by previous experimental evidence across all three organs (Supplementary Table 3.9), thereby strongly supporting the ability of the metamodel to capture metabolic microbiome–host interactions.

To elucidate the underlying metabolic pathways connecting the host and microbiota that might mediate the extensive associations we have observed, we sampled elementary flux modes (EFMs)^31^ in the metamodel with the EFMSampler^32^. Each host reaction was defined as an indicator reaction through which EFMs were sampled. By recording the frequency at which microbial reactions occurred in the EFMs of a host indicator reaction, we obtained an interaction matrix of the frequency at which microbiome reactions occurred in the pathways sampled for individual host indicator reactions. Using these interaction matrices, we found that correlated host gene–microbiome reaction pairs (see Fig. 2) had a higher frequency of model-predicted interactions compared with randomly sampled pairs for liver and colon, but not for brain (Extended Data Fig. 3a). These findings suggest a coupling of host metabolic transcription and microbiome metabolic functionality, even though this might be biased by the utilization of the same data basis for determining host–microbiome correlations and reconstructing the metamodel.

To validate the metamodel’s ability to identify microbiome–host interactions, we examined how microbial colonization influenced predicted microbiome-dependent host reactions using gene expression data from our GF mouse cohort. In addition to the colon, liver and brain, we analysed gonadal white adipose tissue and quadriceps to assess whether microbiome dependency in one tissue could inform predictions for others. For each tissue, we identified upregulated, downregulated and unregulated genes, mapped them to reactions and evaluated their predicted microbiome dependency. Upregulated reactions showed significantly higher microbiome dependency than unregulated reactions in seven comparisons, while downregulated reactions showed higher dependency in three (Fig. 3c). Only two instances showed lower dependency in regulated reactions, strongly supporting the ability of the metamodel to capture functional host–microbiome interactions. To show that these results were not due to modelling-inherent biases, we repeated the analysis with gene labels randomized and did not find a single case with a higher number of significant associations across 1,000 randomized repetitions (Extended Data Fig. 3b). We further validated the metamodel by showing a strong correlation between model-predicted microbiome dependence of serum metabolites and microbiome-driven variance of those metabolites in an independent human metabolomics cohort^33^ (Spearman’s *ρ* = 0.43, *P* = 1.5 × 10^−3^; Extended Data Fig. 3c and Supplementary Table 3.10).

To further functionally characterize the host–microbiome-interaction matrix, we performed enrichments for host and microbial metabolic subsystems (Fig. 3d–f). In the colon, we found host pathways associated with energy metabolism, nucleotide metabolism, vitamin metabolism and amino acid metabolism (Fig. 3d) depending on fermentation products, nucleotide metabolism and vitamin biosynthesis pathways of the microbiota. In the liver, energy-producing pathways and bile acid synthesis were prominent on the host side and fermentation pathways on the microbiome side (Fig. 3e). In the brain, microbiome-dependent host reactions were enriched in nucleotide metabolism, folate metabolism and the metabolism of neurotransmitter precursors, such as tryptophan and tyrosine (Fig. 3f). Although most host–microorganism interactions were relatively generic, relying on basic microbial metabolic functions (such as glycolysis and fermentation), we also identified specific interactions, such as colonic nucleotide interconversion dependent on microbial ATP synthesis and colonic coenzyme A catabolism reliant on microbial production of phosphopantothenate, a coenzyme A precursor.

### Aging is linked to reduced microbiome metabolic activity

We next explored functional and taxonomic changes in the aging microbiome. Consistent with previous reports in mice^34,35^, we observed that age was associated with a decrease in the abundance of Bacillota and an increase in Bacteroidota (Fig. 4a), also when inferring taxonomic changes from metagenomic data directly (Extended Data Fig. 4a and Supplementary Table 4.15). To obtain a better functional understanding of these species-level changes, we used community flux balance analysis (FBA)^17^ to predict microbial metabolic activities (Supplementary Methods). In contrast to the metaorganism modelling approach used in the previous section, which does not differentiate between individual microbial species owing to computational limitations, community FBA models each microbial species individually. Summarizing age-associated reactions on the pathway level, we mainly observed negative associations (Fig. 4b) involving many biosynthetic pathways essential for bacterial replication, such as synthesis of amino acids, nucleotides, vitamins and cell wall components. Similarly, for metabolic interactions between the microbiota and the host as well as within the microbiota, we mainly observed strong reductions in both the consumption and production of metabolites (Fig. 4c and Extended Data Fig. 4b), including the production of the short-chain fatty acid butyrate, and increased production of few metabolites, including pro-inflammatory succinate^36^. Consistent with a generally reduced microbial metabolism, we also found that model-predicted and metagenomics-derived microbial growth rates decreased considerably with age (Fig. 4d) and were strongly correlated (Extended Data Fig. 4c). Furthermore, we evaluated the change of FBA-predicted community growth upon removal of single bacterial members, and observed that MAGs suppressed in aging had a beneficial effect on community productivity and growth, while MAGs which were enriched in old mice showed a negative impact (Extended Data Fig. 4d,e).

**Fig. 4:**
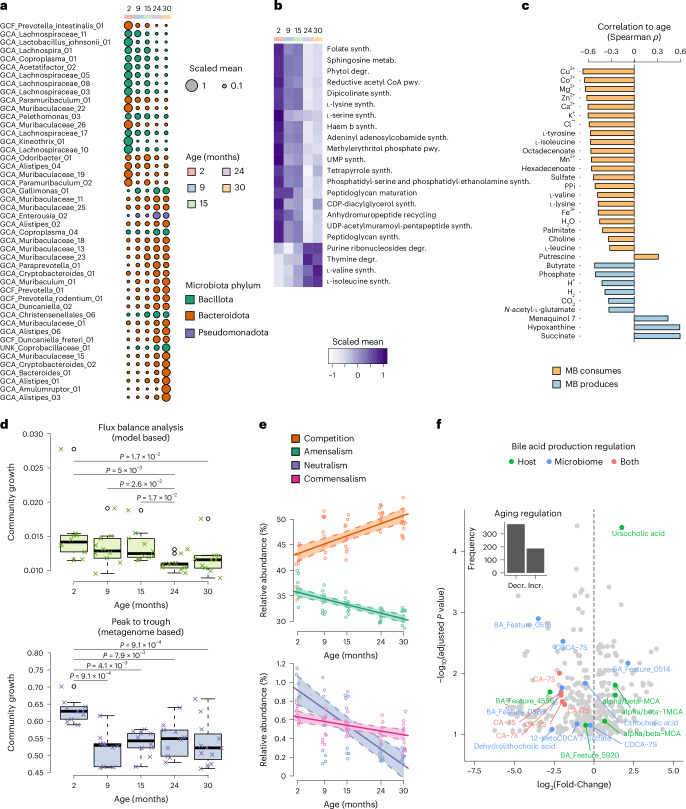
Microbiome alterations associated with host age. **a**, Aging-associated changes in MAG abundance. **b**, Subsystem-level aging-associated changes in microbiome internal reaction fluxes. **c**, Aging-associated changes of host–microbiota metabolic exchange. **d**, Comparison of microbiome community growth rates derived from FBA or the PTR (30 months: *n* = 12; all others, *n* = 10; FDR-corrected *P* values from Dunn’s test following Kruskal–Wallis test). **e**, Aging-associated changes in model-predicted ecological interactions in the microbiota. Linear-model-derived regression with 95% confidence intervals (30 months: *n* = 12; all others, *n* = 10). **f**, Aging-associated changes in faecal metabolite concentrations in mice. All age-associated metabolites are shown (FDR-adjusted *P* ≤ 0.1 from Spearman correlations; log_2_(fold change (FC)) of 3 to 28 months; 3 months: *n* = 15; 9 months: *n* = 16; 15 months: *n* = 15; 24 months: *n* = 17; 28 months: *n* = 18; Supplementary Table 4.12). The origin of bile acids is indicated. ‘Both’ refers to bile acids produced by the host but regulated by the microbiota. Metabolites with the prefix ‘BA_Feature’ have not been fully resolved. incr., increase; decr., decrease; CA-7S, cholic acid-7-sulfate; CDCA-7S, chenodeoxycholic acid-7-sulfate; MCA, muricholic acid; TMCA, tauromuricholic acid. Box plot elements: centre line, median; box limits, 25–75% quantiles; whiskers, 1.5× interquartile range (IQR); points, outliers.

To gain insight into the potential microbiome-intrinsic causes of the observed aging-associated suppression of metabolism, we used community FBA^17^ to predict the frequencies of ecological interactions (Methods). We observed a significant decrease in amensal, commensal and neutral interactions at the expense of increased competitive interactions (Fig. 4e). These shifts in community interactions were also observed at the level of individual microbial ecological strategies derived from the universal adaptive strategies theory framework^37,38^, indicating a shift in the community towards the dominance of ruderals, which are first colonizers of niches and poor interaction partners owing to reduced catabolic diversity^37^ (Extended Data Fig. 4f).

To further explore the predicted loss of microbiome metabolic activity and metabolic cooperativity with age, we performed an untargeted metabolomics analysis of faecal samples from an independent cohort of 82 mice across all age groups. We determined the correlation between the abundance of identified metabolomic features and age and found that 374 of 561 features (67%) showed significant downregulation (FDR-adjusted *P* ≤ 0.1; Fig. 4f). Within this dataset, we specifically annotated bile acids using reference standards because of their previously documented role in host aging^39^. Consistent with the reduction in microbiome metabolic activity with age, we found that the concentrations of host-regulated bile acids were significantly increased (four out of six features). By contrast, the concentrations of microbiome-regulated bile acids were mostly reduced (seven out of eight features). Intriguingly, metabolomic features annotated as cholic acid-7-sulfate, which is produced by the host but regulated by the microbiota^40^, were exclusively downregulated with age. Also, further microbiome-regulated metabolites, including valine, betaine, nicotinamide, enterolactone and 3-hydroxykynurenine, were downregulated with age (Supplementary Table 4.12). Moreover, we found an increase in the pro-inflammatory microbial metabolite d-galactose, for which we observed a strong association with host immune processes in the colon (Fig. 2b), although only significant before FDR correction (Extended Data Fig. 4g).

### Aging decline of microbial metabolism impacts host functions

Next, we investigated how the aging-associated loss of microbiome metabolic function potentially impacted host functions. To this end, we used differential gene expression analysis and GO term enrichment to identify aging-regulated genes and processes. 

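Aging-regulated genes were called in each tissue from the deposited counts with edgeR's quasi-likelihood test, which is two-sided. All 5 age groups entered 1 fit with age in months as a number, so that the coefficient is the fitted log2 change from 2 to 30 months. Genes with too few counts for the design were left out first. In the colon 17703 genes were tested and 4142 (23.4%) had a Benjamini-Hochberg adjusted p of at most 0.05, 2162 of them upregulated and 1980 downregulated. In the liver 7071 of 15025 genes (47.1%) were called, 3665 up and 3406 down, and in the brain 6159 of 18829 genes (32.7%), 3119 up and 3040 down. Most changes were small: the median absolute log2 change of the called genes was 0.38 in the colon, 0.61 in the liver and 0.21 in the brain. Changes of more than 1 on the log2 scale were found for 414 called genes in the colon (276 up, 138 down), 2227 in the liver (1843 up, 384 down) and 289 in the brain (271 up, 18 down).
Among the other ways of processing, the comparison of 30 with 2 months alone moved the counts of liver and brain most, to 1628 and 1003, with 22 mice in place of 52 and only the 2 mice of 30 months in Run 2 to tell age from run. In the colon it called 3941 genes, and the count there moved most without the 2-month mice, to 2297, with 4438 in the liver and 2356 in the brain. Without the 24-month mice 3238, 5976 and 4316 genes were called in colon, liver and brain. DESeq2 on the same design called 4399, 7227 and 6398. Within Run 1, 5171 genes were called in the liver and 1577 in the brain, and within Run 2, 4034 and 5200. When total counts replaced the TMM factors, the liver calls moved from 51.8% upregulated to 75.1% (5084 up, 1688 down) and the brain calls from 50.6% to 62.9% (3797 up, 2244 down).
Single genes were taken from the largest increases and decreases among well-expressed called genes by a rule set before the data were examined. In the colon Tfap2a, Dmrta2 and Scgb1b3 rose. Tfap2a (chromosome 13 from 40715302 to 40738376) changed by 7.01 (SE 0.28, edgeR adjusted p = 2.72e-27) and Dmrta2 (chromosome 4 from 109978053 to 109983687) by 5.88 (SE 0.31, edgeR adjusted p = 6.01e-22). At 2 months Tfap2a had 0.0856 ± 0.0402 CPM (SD, n = 10), and at 30 months 5.41 ± 1.35 (SD, n = 12). Scgb1b3, a member of a tandem family of secretoglobin genes between which reads can be split (chromosome 7 from 31375592 to 31376916), changed by 3.20 (SE 0.47, edgeR adjusted p = 7.50e-07). S100g (chromosome X from 162961992 to 162964599) fell most, with a log2 change of −5.94 (SE 0.52, edgeR adjusted p = 2.23e-13), from 64.6 ± 37.5 CPM (SD, n = 10) to 1.01 ± 0.843 (SD, n = 12). Rps4l (chromosome 6 from 148354656 to 148355598), whose sequence is close to that of Rps4x, changed by −3.93 (SE 0.31, edgeR adjusted p = 4.01e-15) and Pex5l (chromosome 3 from 32949408 to 33143247) by −3.29 (SE 0.26, edgeR adjusted p = 4.68e-15). Scgb1b3 (1.43), S100g (−2.11), Rps4l (−1.29) and Pex5l (−1.35) were still called without the 2-month mice.
In the liver, Sult1e1 (chromosome 5 from 87575969 to 87591594) changed by 8.32 (SE 0.84, edgeR adjusted p = 1.88e-11) and Slc22a26 (chromosome 19 from 7781041 to 7802667), one of a cluster of similar transporter genes, by 8.02 (SE 0.66, edgeR adjusted p = 6.89e-14). Under the same rule, the 3 largest decreases belonged to major urinary protein genes. These are near-identical copies in 1 cluster, so that the counts can be split or shared among them. Mup15 (chromosome 4 from 61435790 to 61439743) changed by −7.98 (SE 1.26, edgeR adjusted p = 7.28e-07), the pseudogene Mup-ps18 (chromosome 4 from 61874700 to 61883296) by −7.37 (SE 1.68, edgeR adjusted p = 2.68e-04) and Mup11 (chromosome 4 from 60658466 to 60662411) by −6.83 (SE 0.91, edgeR adjusted p = 1.68e-08). Mup11 fell from 305 ± 186 CPM (SD, n = 10) at 2 months to 15.5 ± 26.3 CPM (SD, n = 12) at 30 months. Within Run 1 and Run 2, Sult1e1 changed by 9.31 and 7.37, Slc22a26 by 7.96 and 8.16, Mup15 by −9.16 and −7.35, Mup-ps18 by −4.96 and −10.10 and Mup11 by −6.25 and −7.25. The call of Mup-ps18 was lost without the 24-month mice (−3.70).
In the brain the largest increases under the same rule were those of Ngp, S100a8 and Ltf, genes that are abundant in neutrophils and their precursors. The rule leaves out immunoglobulin segments and genes with a mean log2 CPM below 1. Ngp (chromosome 9 from 110419747 to 110423012) changed by 3.96 (SE 0.72, edgeR adjusted p = 1.66e-05). S100a8 (chromosome 3 from 90668978 to 90670035) changed by 3.91 (SE 0.67, edgeR adjusted p = 6.66e-06). Ltf (chromosome 9 from 111019271 to 111042767) changed by 3.90 (SE 0.69, edgeR adjusted p = 1.10e-05). Their levels were uneven between mice: Ngp had 0.916 ± 2.12 CPM at 2 months (SD, n = 10), 11.2 ± 30.6 at 24 months (SD, n = 10) and 3.89 ± 6.78 at 30 months (SD, n = 12). Without mouse 24M.N1, whose brain led all others in a list of neutrophil precursor genes, the changes of Ngp, S100a8 and Ltf were 2.71, 2.68 and 3.05 and all 3 genes were still called; this omission was chosen after the data were seen. Gpr17 (chromosome 18 from 31942997 to 31949636) changed by −1.21 (SE 0.13, edgeR adjusted p = 9.61e-11), Egr2 (chromosome 10 from 67535475 to 67542188) by −1.06 (SE 0.30, edgeR adjusted p = 0.00421) and Cyp11a1 (chromosome 9 from 58006411 to 58027023) by −0.92 (SE 0.09, edgeR adjusted p = 1.80e-12). Gpr17 fell from 73.1 ± 12.6 CPM (SD, n = 10) at 2 months to 30.5 ± 10.4 CPM (SD, n = 12) at 30 months. Within Run 1 and Run 2, Ngp changed by 2.92 and 4.41, Gpr17 by −0.76 and −1.52, Egr2 by −0.82 and −1.23 and Cyp11a1 by −0.90 and −0.92; Egr2 was not called within Run 1. The change of Gpr17 was −0.75 without the 2-month mice and still called. Egr2 (−0.91) was no longer called without the 24-month mice. The call of Egr2 was lost without the 2-month mice (−0.64).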

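A total of 13524 genes were tested in colon, liver and brain. Of these, 819 were called in all 3 tissues, against 467.7 for independent calls with the same number per tissue. The direction was the same in all 3 tissues for 584 genes and mixed for 235. Upregulation in every tissue was found for 446 genes, against 68.7 expected, and downregulation in every tissue for 138, against 49.2 expected. The comparison of 30 with 2 months alone moved these numbers most, to 105 upregulated and 1 downregulated gene. Without the 24-month mice 293 genes were upregulated and 76 downregulated in all 3 tissues, and without the 2-month mice 130 and 25. DESeq2 gave 460 and 168 genes. Scaling by total counts alone moved the split to 588 and 48 genes.
The 5 genes with the largest smallest increase over the 3 tissues were Gpnmb, H2-Q6, Nlrc5, Ifi27l2a and H2-Q7. The log2 change of Gpnmb (chromosome 6 from 49036546 to 49070929), which encodes a membrane glycoprotein of phagocytes, was 1.97 in the colon, 4.92 in the liver and 1.50 in the brain (SE 0.21, 0.39 and 0.13; edgeR adjusted p = 6.97e-11, 3.06e-14 and 6.98e-14). H2-Q6 (chromosome 17 from 35424850 to 35430055) changed by 1.33 in the colon, 1.27 in the liver and 2.86 in the brain (SE 0.16, 0.18 and 0.22; edgeR adjusted p = 3.68e-09, 7.28e-08 and 1.71e-15), and H2-Q7 (chromosome 17 from 35439155 to 35443773) by 1.04 in the colon, 0.99 in the liver and 2.80 in the brain (SE 0.15, 0.14 and 0.21; edgeR adjusted p = 6.74e-07, 1.39e-07 and 3.21e-16). Both are class I histocompatibility genes with near-identical sequences, and the authors' counting can have split reads between them. Nlrc5 (chromosome 8 from 94434356 to 94527272), an activator of such genes, changed by 1.30 in the colon, 1.17 in the liver and 1.84 in the brain (SE 0.18, 0.15 and 0.16; edgeR adjusted p = 9.06e-08, 1.23e-08 and 5.56e-14). Ifi27l2a (chromosome 12 from 103442167 to 103443680), an interferon-inducible gene, changed by 1.10 in the colon, 1.30 in the liver and 1.63 in the brain (SE 0.18, 0.39 and 0.16; edgeR adjusted p = 8.73e-06, 0.00540 and 3.68e-12). In the liver its change rested on few mice. It had 15.8 ± 15.7 CPM at 2 months (SD, n = 10), 37.0 ± 65.0 at 24 months (SD, n = 10) and 10.9 ± 4.78 at 30 months (SD, n = 12), and the comparison of 30 with 2 months alone gave −0.10. The liver change of Ifi27l2a was 0.59 without mouse 24M.N3, 0.40 without mice 24M.N3 and 24M.N10 (both omissions chosen after the data were seen), 0.75 without the 24-month mice and 1.45 without the 2-month mice, and was called in none of these fits.
Angptl4, Nfil3, Mkks, Banp and Gm49331 were the 5 genes with the largest smallest decrease. Angptl4 (chromosome 17 from 33773750 to 33781830), which encodes an inhibitor of lipoprotein lipase, changed by −0.74 in the colon, −2.40 in the liver and −0.55 in the brain (SE 0.27, 0.36 and 0.12; edgeR adjusted p = 0.0427, 2.53e-07 and 2.67e-04). Nfil3 (chromosome 13 from 52967209 to 52981073) changed by −0.83 in the colon, −1.11 in the liver and −0.42 in the brain (SE 0.19, 0.30 and 0.11; edgeR adjusted p = 8.59e-04, 0.00194 and 0.00195). For Mkks (chromosome 2 from 136873780 to 136891389) the log2 change was −0.50 in the colon, −0.87 in the liver and −0.35 in the brain (SE 0.13, 0.14 and 0.11; edgeR adjusted p = 0.00342, 9.01e-07 and 0.00774). Banp (chromosome 8 from 121949750 to 122029258) moved by −0.58 in the colon, −0.59 in the liver and −0.35 in the brain (SE 0.20, 0.21 and 0.12; edgeR adjusted p = 0.0304, 0.0192 and 0.0222). Gm49331 (chromosome 12 from 17902389 to 17904675), a gene model without a given function, moved by −0.32 in the colon, −0.42 in the liver and −0.40 in the brain (SE 0.09, 0.15 and 0.09; edgeR adjusted p = 0.00908, 0.0154 and 4.56e-04). These calls were less stable than those of the increasing genes. Without the 24-month mice Angptl4 (−0.68) was no longer called in the colon, and Banp was not called in any tissue (−0.51, −0.61 and −0.29 in colon, liver and brain). Without the 2-month mice, calls were lost for Angptl4 in the colon (−0.52), Banp in colon, liver and brain (−0.46, −0.48 and −0.22), Gm49331 in colon and liver (−0.33 and −0.29), Mkks in the brain (−0.28) and Nfil3 in liver and brain (−0.56 and −0.27).

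**Figure D2:**
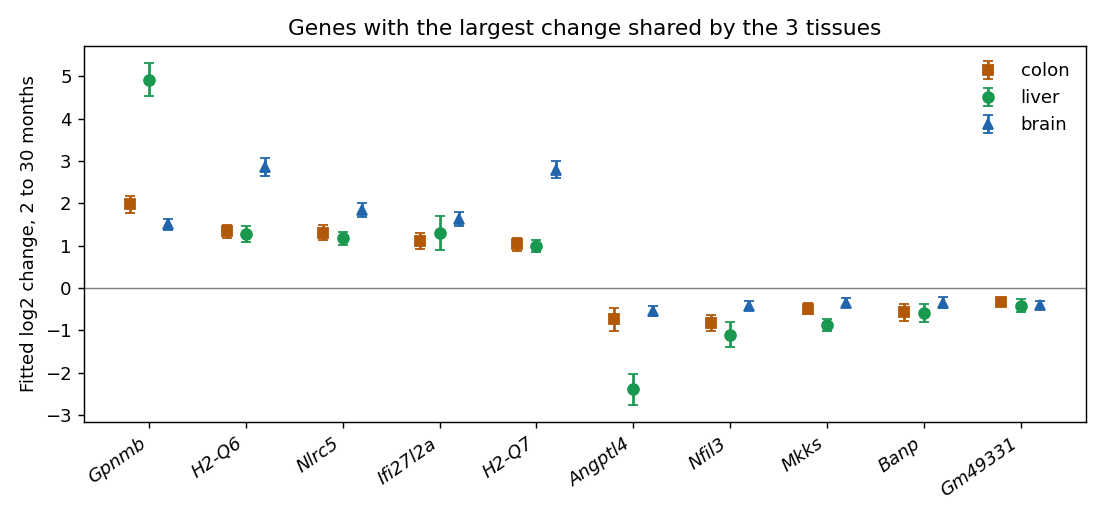
Fitted log2 change from 2 to 30 months with its standard error for the 5 genes upregulated and the 5 downregulated in all 3 tissues. Squares are colon, circles liver and triangles brain; Gpnmb rose most in the liver (4.92), and H2-Q6 (2.86) and H2-Q7 (2.80) rose most in the brain.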

Consistent with our previous work, we found a considerable conservation of aging-regulated genes across tissues^3^ including 157 transcripts that were consistently downregulated and 526 genes that were consistently upregulated. Upregulated genes were mostly enriched for immune-associated processes and downregulated genes in cellular maintenance and tissue regeneration processes (Fig. 5, Extended Data Fig. 5a–d and Supplementary Tables 5.1‒5.9). 

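Processes were tested with gene lists for the processes the paper names. No Gene Ontology annotation was used here; the 23 lists were written from general knowledge before the data were examined, and gave 41 pairs of a list and a tissue. Each pair was tested with camera, a competitive two-sided test that compares the fitted changes of the listed genes with those of all other genes, with a preset correlation between genes of 0.01 and Benjamini-Hochberg adjustment over the 41 pairs. At an adjusted p of at most 0.05, 28 pairs were called, 20 upward and 8 downward: 6 up and 4 down in the colon, 8 up and 3 down in the liver, and 6 up and 1 down in the brain. Of the alternatives, an inter-gene correlation estimated from the data moved this number most. It left 6 calls: MHC class II antigen presentation in liver and brain, interferon and virus response, inflammatory cytokine response and phagocyte and microglia in the brain, and nervous system development in the brain. The rotation test fry, which asks only whether the listed genes change, called 30 pairs, the 28 and 2 more, goblet cell and mucus in the colon and triacylglycerol synthesis in the liver. When ages were permuted within runs on the list score, a test chosen after the data were seen, 29 pairs were called, the 28 and goblet cell and mucus in the colon. The number of camera calls is not far from what permuted ages can give, since 3 of 50 assignments of age, the real one included, reached 28 calls, while under fry the highest other assignment had 15. Beside each list, values of the 2 members with the smallest p are given.
In the liver the 6 immune lists rose. The 11 tested genes of the MHC class II antigen presentation list had a median log2 change of 2.87 and a mean of 2.87 (camera adjusted p = 5.96e-16). Of these genes all 11 were fitted higher with age. Over all tested genes, the test called 11 upregulated and none downregulated, and 11 passed the threshold when adjusted over the list alone. Its median was 2.64 within Run 1 and 3.06 within Run 2. H2-Aa (chromosome 17 from 34282744 to 34287823) changed by 2.88 (SE 0.26, edgeR adjusted p = 8.90e-13), from 35.0 ± 10.5 CPM at 2 months (SD, n = 10) to 142 ± 59.2 at 30 months (SD, n = 12), and H2-Ab1 (chromosome 17 from 34257689 to 34269419) changed by 2.87 (SE 0.26, edgeR adjusted p = 1.13e-12). With the runs fitted apart, H2-Aa changed by 2.64 (Run 1) and 3.06 (Run 2) and H2-Ab1 by 2.74 and 2.96. Over the 42 tested genes of the interferon and virus response list, the median log2 change was 0.87 and the mean 0.91, with a camera adjusted p of 3.57e-10. Of its genes 40 were fitted higher with age and 2 lower; 35 were called upregulated and none downregulated, against 35 called when adjusted over the list alone. Fitted within Run 1 alone the median was 0.97, and within Run 2 alone 0.80. The comparison of 30 with 2 months alone gave 0.19, still called. Gbp2 lies on chromosome 3 from 142620602 to 142638008 and Psmb8 on chromosome 17 from 34197721 to 34201454. These genes changed by 2.90 and 1.30 (SE 0.26 and 0.15; edgeR adjusted p = 5.67e-13 and 8.43e-10). Expression of Gbp2 went from 6.70 ± 0.984 CPM at 2 months (SD, n = 10) to 29.8 ± 18.8 at 30 months (SD, n = 12). Gbp2 changed by 3.01 in Run 1 and 2.84 in Run 2, and Psmb8 by 1.23 and 1.36.
For the T cell activation list (29 tested genes), the median log2 change was 3.25, the mean 3.19 and the camera adjusted p 1.14e-20. Among its genes all 29 were fitted higher with age, and 28 were called upregulated and none downregulated; adjusted over the list alone, 28 passed. Run 1 and Run 2 gave medians of 2.35 and 3.89, and without the 24-month mice the median was 2.14. The smallest p belonged to Ccl5 (chromosome 11 from 83525778 to 83530518), at 4.69 (SE 0.45, edgeR adjusted p = 4.87e-12), followed by Cxcr3 (chromosome X from 101731535 to 101734269), at 2.56 (SE 0.25, edgeR adjusted p = 6.64e-12). At 2 months Ccl5 had 1.18 ± 0.351 CPM (SD, n = 10), and at 30 months 10.4 ± 6.43 (SD, n = 12). Fits within each run moved Ccl5 by 3.73 (Run 1) and 5.38 (Run 2) and Cxcr3 by 2.17 and 2.82. The B cell and immunoglobulin list, with 27 tested genes, moved by a median of 3.41 and a mean of 3.12 on the log2 scale (camera adjusted p = 1.90e-14). Of the list, all 27 were fitted higher with age, 24 were called upregulated and none downregulated, and 24 passed when adjusted over the list alone. Its medians in Run 1 and Run 2 were 2.20 and 4.09. Immunoglobulin constant genes are similar in sequence, and reads can be shared among them. Ms4a1 lies on chromosome 19 from 11249675 to 11266241 and Igkc on chromosome 6 from 70726435 to 70726966. Log2 changes of 4.14 and 3.90 (SE 0.47 and 0.44; edgeR adjusted p = 3.39e-10 and 3.66e-10) were fitted. Expression of Ms4a1 went from 0.663 ± 0.482 CPM at 2 months (SD, n = 10) to 5.96 ± 5.00 at 30 months (SD, n = 12). For Ms4a1 the runs gave 3.01 (Run 1) and 4.94 (Run 2), and for Igkc 2.48 and 4.94. The change of Igkc was 2.54 without the 2-month mice and still called.
Genes of the inflammatory cytokine response list, 38 of them tested, changed by a median of 1.80 and a mean of 1.88 (log2; camera adjusted p = 5.70e-13), and 37 were fitted higher with age and 1 lower. Over all genes 34 of them passed the threshold upward and none downward, and 35 did when adjusted over the list alone. Within the runs the medians were 1.23 (Run 1) and 2.20 (Run 2), and without the 24-month mice the median was 1.18. Ccl3 is annotated on chromosome 11 from 83647844 to 83649355 and Ccl4 on chromosome 11 from 83662584 to 83664683. Their log2 changes were 3.67 and 3.87 (SE 0.39 and 0.45; edgeR adjusted p = 1.08e-10 and 7.81e-10). Expression of Ccl3 went from 0.189 ± 0.128 CPM at 2 months (SD, n = 10) to 1.27 ± 0.646 at 30 months (SD, n = 12). With the runs fitted apart, Ccl3 changed by 3.29 (Run 1) and 3.98 (Run 2) and Ccl4 by 2.79 and 4.73. Camera gave an adjusted p of 2.13e-23 for the phagocyte and microglia list, whose 34 tested genes had a median log2 change of 2.29 and a mean of 2.47. Of them all 34 were fitted higher with age, and 34 were called upregulated and none downregulated, or 34 in either direction when adjusted over the list alone. The medians were 1.79 in Run 1 and 2.63 in Run 2. Besides Gpnmb, Itgb2 (chromosome 10 from 77530252 to 77565708) had the smallest p, with a change of 2.52 (SE 0.21, edgeR adjusted p = 8.55e-14) and 2.12 and 2.84 within Run 1 and Run 2.
The 46 tested genes of the extracellular matrix list had a median log2 change of 0.37 and a mean of 0.41 (camera adjusted p = 0.00692). Of these genes 35 were fitted higher with age and 11 lower. Over all tested genes, the test called 19 upregulated and 4 downregulated, and 23 passed the threshold when adjusted over the list alone. The extracellular matrix call in the liver was lost in the comparison of 30 with 2 months alone (median 0.016), within Run 2 (0.24) and without mice 24M.N3 and 24M.N10 (0.23), and it was kept within Run 1 (0.44). Without mouse 24M.N10 alone its median was 0.22 and it was still called. Dcn, on chromosome 10 from 97479609 to 97518143, moved from 169.6 ± 17.1 CPM (SD, n = 10) at 2 months to 301 ± 34.0 (SD, n = 12) at 30 months, a fitted change of 0.88 (SE 0.06, edgeR adjusted p = 1.62e-15). Mmp14, on chromosome 14 from 54431612 to 54445364, had a change of 0.99 (SE 0.14, edgeR adjusted p = 6.43e-08). Dcn changed by 0.94 in Run 1 and 0.84 in Run 2, and Mmp14 by 1.15 and 0.88.
In the brain the same 6 lists rose. Over the 11 tested genes of the MHC class II antigen presentation list, the median log2 change was 0.73 and the mean 0.68, with a camera adjusted p of 8.29e-10. Of its genes all 11 were fitted higher with age; 11 were called upregulated and none downregulated, against 11 called when adjusted over the list alone. Its median was 0.58 in Run 1 and 0.81 in Run 2. Ctss is annotated on chromosome 3 from 95526786 to 95556403 and H2-DMb1 on chromosome 17 from 34153072 to 34160230. These genes changed by 0.82 and 0.84 (SE 0.06 and 0.09; edgeR adjusted p = 4.19e-16 and 2.82e-10). Expression of Ctss went from 72.4 ± 4.27 CPM at 2 months (SD, n = 10) to 112 ± 14.1 at 30 months (SD, n = 12). Fits within each run moved Ctss by 0.81 (Run 1) and 0.83 (Run 2) and H2-DMb1 by 0.57 and 1.04. For the interferon and virus response list (42 tested genes), the median log2 change was 1.00, the mean 0.94 and the camera adjusted p 1.61e-44. Among its genes all 42 were fitted higher with age, and 41 were called upregulated and none downregulated; adjusted over the list alone, 41 passed. Run 1 gave a median of 1.14 and Run 2 of 0.88. Lgals3bp is annotated on chromosome 11 from 118392751 to 118402092 and Psmb8 on chromosome 17 from 34197721 to 34201454. Log2 changes of 1.16 and 1.37 (SE 0.08 and 0.12; edgeR adjusted p = 1.93e-17 and 7.60e-14) were fitted. Expression of Lgals3bp went from 23.2 ± 2.40 CPM at 2 months (SD, n = 10) to 47.1 ± 6.83 at 30 months (SD, n = 12). For Lgals3bp the runs gave 1.33 (Run 1) and 1.04 (Run 2), and for Psmb8 1.25 and 1.46.
The T cell activation list, with 15 tested genes, moved by a median of 0.47 and a mean of 0.63 on the log2 scale (camera adjusted p = 2.74e-04). Of the list, 13 were fitted higher with age and 2 lower, 10 were called upregulated and none downregulated, and 11 passed when adjusted over the list alone. In Run 1 and Run 2 the medians were 0.29 and 0.48. The smallest p belonged to Cd8a (chromosome 6 from 71373427 to 71379173), at 2.25 (SE 0.30, edgeR adjusted p = 2.96e-08), followed by Il2rb (chromosome 15 from 78479256 to 78495271), at 1.15 (SE 0.18, edgeR adjusted p = 1.63e-06). At 2 months Cd8a had 0.114 ± 0.0989 CPM (SD, n = 10), and at 30 months 0.409 ± 0.235 (SD, n = 12). Cd8a, not tested within Run 1, changed by 2.55 in Run 2, and Il2rb changed by 1.24 in Run 1 and 1.09 in Run 2. Genes of the B cell and immunoglobulin list, 15 of them tested, changed by a median of 0.76 and a mean of 1.06 (log2; camera adjusted p = 0.00146), and 14 were fitted higher with age and 1 lower. Over all genes 8 of them passed the threshold upward and 1 downward, and 10 did when adjusted over the list alone. This list did not hold in every fit: its median was −0.011 within Run 1 and 1.02 within Run 2, it was 0.36 and no longer called without the 2-month mice, and it was 0.45 and still called without mouse 24M.N1. Cd22 lies on chromosome 7 from 30865402 to 30880342 and Ighg2b on chromosome 12 from 113302965 to 113307933. Their log2 changes were 2.35 and 4.44 (SE 0.23 and 0.62; edgeR adjusted p = 5.34e-12 and 7.46e-08). Expression of Cd22 went from 0.303 ± 0.156 CPM at 2 months (SD, n = 10) to 1.51 ± 0.492 at 30 months (SD, n = 12). With the runs fitted apart, Cd22 changed by 2.09 (Run 1) and 2.58 (Run 2) and Ighg2b by 4.65 and 4.23.
Camera gave an adjusted p of 9.66e-22 for the inflammatory cytokine response list, whose 36 tested genes had a median log2 change of 0.63 and a mean of 0.89. Of them 35 were fitted higher with age and 1 lower, and 26 were called upregulated and none downregulated, or 31 in either direction when adjusted over the list alone. Medians of 0.42 in Run 1 and 0.57 in Run 2 were fitted. C4b (chromosome 17 from 34728380 to 34743882) changed by 2.84 (SE 0.12, edgeR adjusted p = 4.47e-26), from 27.4 ± 2.02 CPM at 2 months (SD, n = 10) to 182 ± 42.8 at 30 months (SD, n = 12), and Tlr2 (chromosome 3 from 83836272 to 83841767) changed by 1.12 (SE 0.10, edgeR adjusted p = 5.29e-14). C4b changed by 2.59 in Run 1 and 3.04 in Run 2, and Tlr2 by 1.02 and 1.20. C4b has a close paralog, C4a, with which reads can be shared. The 34 tested genes of the phagocyte and microglia list had a median log2 change of 0.71 and a mean of 1.09 (camera adjusted p = 2.97e-63). Of these genes all 34 were fitted higher with age. Over all tested genes, the test called 33 upregulated and none downregulated, and 33 passed the threshold when adjusted over the list alone. The medians were 0.76 in Run 1 and 0.72 in Run 2. Mpeg1 lies on chromosome 19 from 12460779 to 12465283 and Clec7a on chromosome 6 from 129461591 to 129472779. These genes changed by 0.93 and 3.77 (SE 0.05 and 0.21; edgeR adjusted p = 4.47e-21 and 8.23e-21). Expression of Mpeg1 went from 30.0 ± 1.50 CPM at 2 months (SD, n = 10) to 59.4 ± 9.30 at 30 months (SD, n = 12). Fits within each run moved Mpeg1 by 0.91 (Run 1) and 0.95 (Run 2) and Clec7a by 3.59 and 3.96.
Over the 49 tested genes of the extracellular matrix list, the median log2 change was −0.084 and the mean −0.022, with a camera adjusted p of 0.623. Of its genes 21 were fitted higher with age and 28 lower; 10 were called upregulated and 15 downregulated, against 26 called when adjusted over the list alone. The list was not called in the brain. Col6a2 is annotated on chromosome 10 from 76595762 to 76623630 and Col5a3 on chromosome 9 from 20770050 to 20815067. Log2 changes of 0.42 and 0.64 (SE 0.05 and 0.08; edgeR adjusted p = 9.35e-10 and 1.25e-09) were fitted. Expression of Col6a2 went from 25.4 ± 2.61 CPM at 2 months (SD, n = 10) to 30.9 ± 2.73 at 30 months (SD, n = 12). For Col6a2 the runs gave 0.38 (Run 1) and 0.45 (Run 2), and for Col5a3 0.54 and 0.72.
From genes called per organ and Gene Ontology terms enriched among them, the paper states that the upregulated genes were enriched mostly for immune processes and the downregulated genes for maintenance and regeneration, and it shows the mean expression of such terms by age group and organ in Fig. 5.

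**Figure D3:**
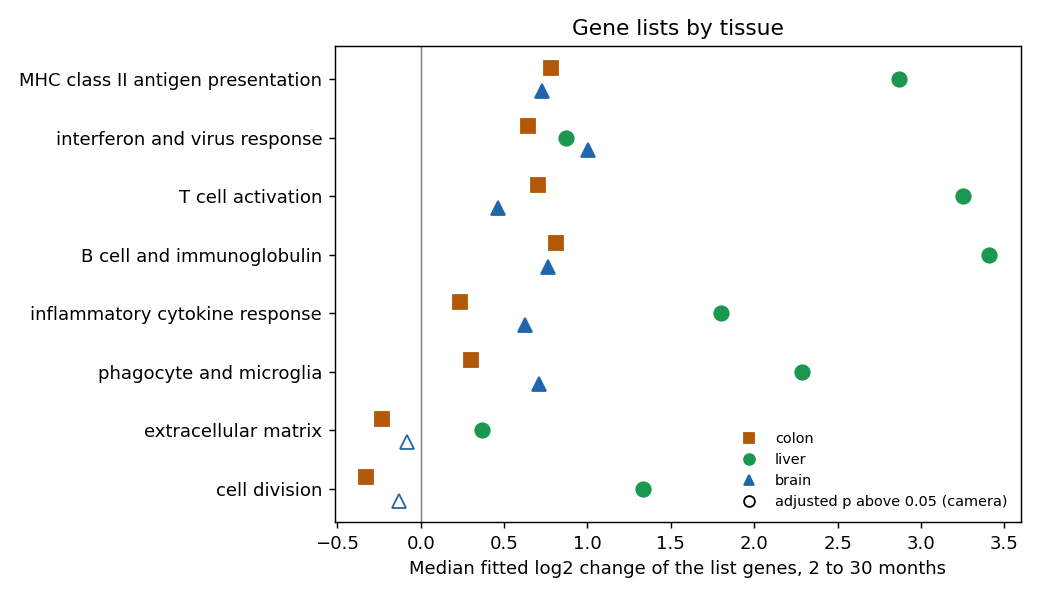
Median fitted log2 change from 2 to 30 months of 8 gene lists in colon, liver and brain. Filled symbols have a camera adjusted p of at most 0.05 and open symbols do not; the liver medians of the T cell (3.25), B cell (3.41) and MHC class II (2.87) lists lie far above those of the other tissues.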

Exploring connections between aging and the microbiome, we found a highly significant enrichment of microbiome-correlated transcripts among aging-regulated genes across all tissues (Fig. 6a). Along with the loss of microbiome metabolic function with age (see Fig. 4), we also found a pronounced loss of host–microbiome associations with age (Extended Data Fig. 6a–e). We found a higher number of GO biological processes for both aging and microbiome-associated genes in the colon than in the liver and brain (Fig. 6b, Extended Data Fig. 6f,g and Supplementary Tables 6.1–6.4). 

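Lists of cell division, extracellular matrix and crypt stem cell genes were tested in the colon, where all 52 libraries came from 1 sequencing run. For the cell division list (48 tested genes), the median log2 change was −0.33, the mean −0.32 and the camera adjusted p 2.70e-12. Among its genes 1 was fitted higher with age and 47 lower, and 35 were called downregulated and none upregulated; adjusted over the list alone, 44 passed. Bub1 is annotated on chromosome 2 from 127801122 to 127831865 and Mad2l1 on chromosome 6 from 66535390 to 66547220. Their log2 changes were −0.52 and −0.42 (SE 0.11 and 0.09; edgeR adjusted p = 4.04e-04 and 5.13e-04). Expression of Bub1 went from 18.9 ± 5.46 CPM at 2 months (SD, n = 10) to 13.7 ± 2.36 at 30 months (SD, n = 12). The list was not called when the correlation between its genes was estimated from the data, with the same median of −0.33.
The extracellular matrix list, with 49 tested genes, moved by a median of −0.23 and a mean of −0.22 on the log2 scale (camera adjusted p = 4.71e-07). Of the list, 7 were fitted higher with age and 42 lower, 1 was called upregulated and 19 downregulated, and 25 passed when adjusted over the list alone. The median of this list was 0.056 without the 2-month mice and it was not called, so that its decrease rests on the youngest group. In this list the smallest p was that of Plod1 (chromosome 4 from 147909753 to 147936767), at −0.46 (SE 0.06, edgeR adjusted p = 1.42e-07), followed by Sparc (chromosome 11 from 55394500 to 55423183), at −0.58 (SE 0.09, edgeR adjusted p = 1.61e-06). At 2 months Plod1 had 34.9 ± 3.49 CPM (SD, n = 10), and at 30 months 24.6 ± 2.32 (SD, n = 12). Sparc (−0.17) was no longer called without the 2-month mice.
Genes of the crypt stem cell and Wnt list, 20 of them tested, changed by a median of −0.031 and a mean of −0.075 (log2; camera adjusted p = 0.246), and 10 were fitted higher with age and 10 lower. Over all genes 1 of them passed the threshold upward and 5 downward, and 6 did when adjusted over the list alone. It was not called under any of the alternatives. Tnfrsf19, on chromosome 14 from 60963875 to 61046490, moved from 8.24 ± 1.21 CPM (SD, n = 10) at 2 months to 6.05 ± 0.940 (SD, n = 12) at 30 months, a fitted change of −0.41 (SE 0.08, edgeR adjusted p = 1.68e-04). Notum, on chromosome 11 from 120653788 to 120661175, had a change of −0.79 (SE 0.17, edgeR adjusted p = 3.40e-04). The calls of Tnfrsf19 and Notum were lost without the 2-month mice (−0.28 and −0.52).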

Notably, tissue homeostasis and organ regeneration processes were downregulated in the colon with age but positively correlated with microbial metabolic pathways. Conversely, aging-induced processes, primarily defence, inflammatory and immune responses, were negatively associated with microbial metabolism (Fig. 6b). 

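All 6 immune lists rose in the colon. Camera gave an adjusted p of 4.97e-07 for the MHC class II antigen presentation list, whose 11 tested genes had a median log2 change of 0.78 and a mean of 0.80. Of them all 11 were fitted higher with age, and 8 were called upregulated and none downregulated, or 9 in either direction when adjusted over the list alone. Its median was 0.43 without the 2-month mice, and it was still called. H2-DMb1 (chromosome 17 from 34153072 to 34160230) changed by 1.27 (SE 0.22, edgeR adjusted p = 1.61e-05), from 11.5 ± 2.67 CPM at 2 months (SD, n = 10) to 31.6 ± 12.2 at 30 months (SD, n = 12), and Ciita (chromosome 16 from 10480059 to 10528418) changed by 1.20 (SE 0.22, edgeR adjusted p = 3.31e-05). Ciita was not called without the 2-month mice, with a change of 0.85. The 42 tested genes of the interferon and virus response list had a median log2 change of 0.64 and a mean of 0.68 (camera adjusted p = 1.31e-26). Of these genes all 42 were fitted higher with age. The test over all genes called 40 upregulated and none downregulated, and 42 passed the threshold when adjusted over the list alone. Tap1 lies on chromosome 17 from 34187553 to 34197225 and Sp100 on chromosome 1 from 85649988 to 85709998. These genes changed by 0.92 and 0.89 (SE 0.12 and 0.13; edgeR adjusted p = 3.70e-08 and 4.46e-07). Expression of Tap1 went from 56.0 ± 15.0 CPM at 2 months (SD, n = 10) to 113 ± 17.8 at 30 months (SD, n = 12).
Over the 29 tested genes of the T cell activation list, the median log2 change was 0.70 and the mean 0.74, with a camera adjusted p of 4.75e-10. Of its genes all 29 were fitted higher with age; 18 were called upregulated and none downregulated, against 24 called when adjusted over the list alone. The smallest p belonged to Prf1 (chromosome 10 from 61297833 to 61304680), at 1.59 (SE 0.24, edgeR adjusted p = 1.29e-06), followed by Cxcr6 (chromosome 9 from 123806475 to 123811760), at 0.82 (SE 0.16, edgeR adjusted p = 7.47e-05). At 2 months Prf1 had 0.374 ± 0.205 CPM (SD, n = 10), and at 30 months 1.04 ± 0.447 (SD, n = 12). Cxcr6 (0.52) was no longer called without the 2-month mice. For the B cell and immunoglobulin list (29 tested genes), the median log2 change was 0.81, the mean 0.95 and the camera adjusted p 6.15e-06. Among its genes 26 were fitted higher with age and 3 lower, and 13 were called upregulated and none downregulated; adjusted over the list alone, 16 passed. Its median was 0.0059 without the 2-month mice and it was no longer called (camera adjusted p = 0.984), so that the rise of this list rests on the youngest group. The immunoglobulin genes Ighm and Ighg2b belong to a family of similar constant regions. Ighm, on chromosome 12 from 113418558 to 113422730, moved from 16.0 ± 2.98 CPM (SD, n = 10) at 2 months to 80.4 ± 35.7 (SD, n = 12) at 30 months, a fitted change of 2.10 (SE 0.33, edgeR adjusted p = 2.66e-06). Ighg2b, on chromosome 12 from 113302965 to 113307933, had a change of 2.38 (SE 0.38, edgeR adjusted p = 4.45e-06). Ighg2b kept its call without the 2-month mice, with a change of 1.54.
The inflammatory cytokine response list, with 38 tested genes, moved by a median of 0.23 and a mean of 0.24 on the log2 scale (camera adjusted p = 0.00102). Of the list, 28 were fitted higher with age and 10 lower, 14 were called upregulated and 1 downregulated, and 15 passed when adjusted over the list alone. It was not called without the 2-month mice (median 0.13). Ccl6 moved against the list. Ccl6 (chromosome 11 from 83587882 to 83593087) changed by −0.72 (SE 0.09, edgeR adjusted p = 4.36e-08), from 446 ± 86.1 CPM at 2 months (SD, n = 10) to 265 ± 50.0 at 30 months (SD, n = 12), and Cxcl13 (chromosome 5 from 95956951 to 95961068) changed by 1.34 (SE 0.19, edgeR adjusted p = 3.63e-07). The change of Cxcl13 was 0.86 without the 2-month mice and still called. Genes of the phagocyte and microglia list, 34 of them tested, changed by a median of 0.30 and a mean of 0.40 (log2; camera adjusted p = 3.72e-07), and 33 were fitted higher with age and 1 lower. Over all genes 17 of them passed the threshold upward and none downward, and 21 did when adjusted over the list alone. After Gpnmb, the member with the smallest p was Cst7, on chromosome 2 from 150570415 to 150578944, with a change of 1.36 (SE 0.30, edgeR adjusted p = 6.30e-04). It had 0.362 ± 0.151 CPM (SD, n = 10) at 2 months and 1.03 ± 0.558 CPM (SD, n = 12) at 30 months. Cst7 (0.72) was no longer called without the 2-month mice.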

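Genes of nervous system development were tested as 1 list in brain and colon. In the brain they fell. Camera gave an adjusted p of 4.68e-09 for the nervous system development list, whose 58 tested genes had a median log2 change of −0.15 and a mean of −0.19. Of them 10 were fitted higher with age and 48 lower, and 3 were called upregulated and 29 downregulated, or 34 in either direction when adjusted over the list alone. The median was −0.13 in Run 1 and −0.14 in Run 2. Dpysl3 is annotated on chromosome 18 from 43320984 to 43438286 and Sox4 on chromosome 13 from 28948919 to 28953713. Log2 changes of −0.40 and −0.72 (SE 0.04 and 0.09; edgeR adjusted p = 1.57e-11 and 8.06e-09) were fitted. Expression of Dpysl3 went from 64.4 ± 4.02 CPM at 2 months (SD, n = 10) to 47.6 ± 3.41 at 30 months (SD, n = 12). With the runs fitted apart, Dpysl3 changed by −0.23 (Run 1) and −0.51 (Run 2) and Sox4 by −0.46 and −0.91. Dpysl3 kept its call without the 2-month mice, with a change of −0.22.
The list score, the mean over its genes of the z-score of log2 CPM across the 52 brain libraries, fell within each run. In Run 2 it was −0.61 ± 0.178 at 24 months (SD, n = 10) and 0.12 ± 0.177 at 2 months (SD, n = 10), a difference of −0.73 (two-sided permutation test, adjusted p = 1.70e-04 over 195 score comparisons). In Run 1 the 30-month mice lay below the 9-month mice, with a difference of −0.44 (exact permutation test, n = 10 and 8, adjusted p = 5.86e-04), and differed from the 15-month mice by −0.40 (permutation test, n = 10 and 10, adjusted p = 7.37e-04). Over both runs the score was higher by 0.49 at 30 than at 24 months (permutation test, adjusted p = 0.00425), but after the run effect was removed this difference was −0.085. The difference between 30 and 2 months over both runs was −0.24 (permutation test, adjusted p = 0.128), and −0.88 after the run effect was removed.
In the colon the list was not called. The 48 tested genes of the nervous system development list had a median log2 change of −0.086 and a mean of −0.080 (camera adjusted p = 0.0746). Of these genes 18 were fitted higher with age and 30 lower. The test over all genes called 3 upregulated and 13 downregulated, and 16 passed the threshold when adjusted over the list alone. The colon list was called downward without a filter on low counts (median −0.11), with the replicate number as a block (−0.13), in the comparison of 30 with 2 months (−0.15) and without the 24-month mice (−0.12). Its median was 0.046 without the 2-month mice. In this list the smallest p was that of Celsr3 (chromosome 9 from 108826320 to 108852969), at −0.79 (SE 0.12, edgeR adjusted p = 1.90e-06), followed by Epha5 (chromosome 5 from 84054761 to 84417382), at −0.81 (SE 0.14, edgeR adjusted p = 2.02e-05). At 2 months Celsr3 had 2.84 ± 0.801 CPM (SD, n = 10), and at 30 months 1.55 ± 0.395 (SD, n = 12). The colon score was −0.10 ± 0.195 at 30 months (SD, n = 12) and 0.35 ± 0.416 at 2 months (SD, n = 10), a difference of −0.45 (permutation test, adjusted p = 0.00899).

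**Figure D4:**
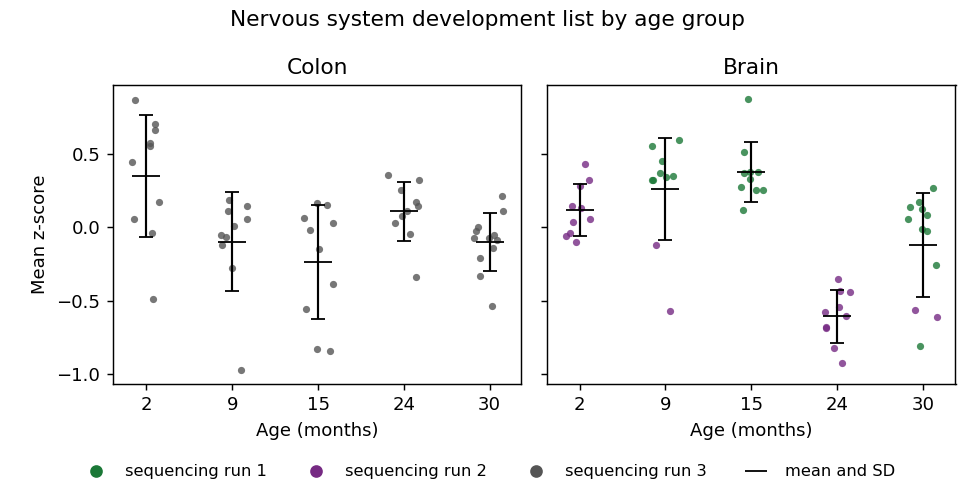
Mean z-score of the nervous system development list by age group in months, in colon and brain. Each point is 1 mouse, its colour gives the sequencing run, and black marks give the mean and SD; within Run 2 the brain scores of 24 months lie below those of 2 months (difference of means −0.73).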

Brain development was negatively correlated with microbial metabolism and downregulated with aging (Extended Data Fig. 6g). On the microbial side, glycolysis, nucleotide synthesis and d-galactose degradation were suppressed with age and mostly negatively correlated with host gene expression (Fig. 6c). In connection with the aging-associated increase in microbial production of the pro-inflammatory metabolite succinate, observed in community modelling (see Fig. 4c), we also identified many aging-associated changes in succinate-metabolizing microbial pathways correlated with host gene expression (for example, oxalate and itaconate degradation).

**Fig. 5:**
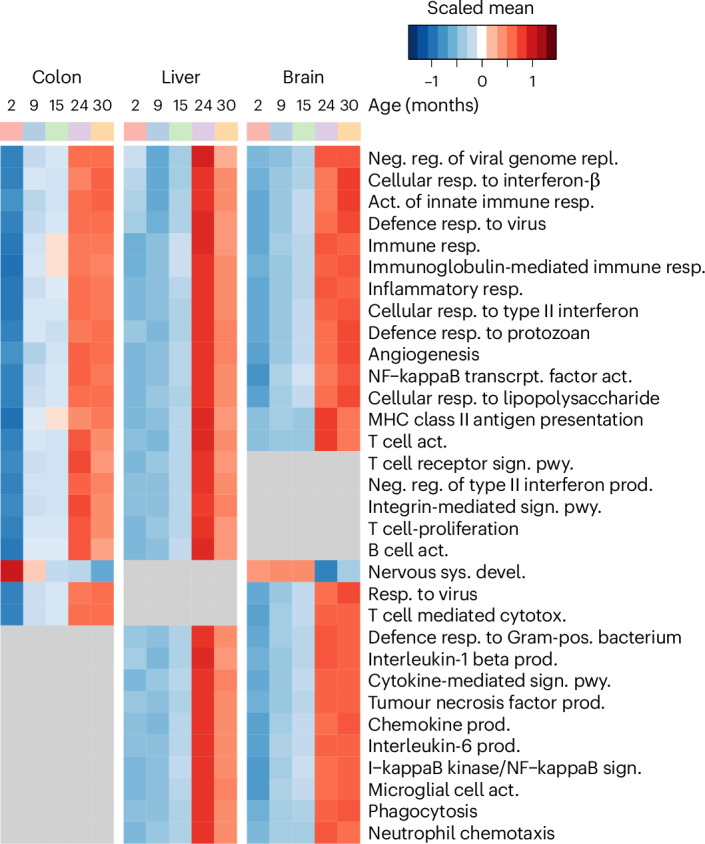
Aging-associated transcriptomic changes across host tissues. Enriched GO biological processes, shared by at least two organs, are shown as the average expression of all associated features, stratified by age group and organ (hypergeometric test FDR cutoff for displayed terms: colon, 10^−4^; liver, 10^−6^, brain 10^−6^; 30 months: *n* = 12; all others *n* = 10). For complete data and full pathway names, see Supplementary Tables 5.4‒5.6.

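List scores were compared between age groups by two-sided permutation tests, within a run or over both runs in liver and brain. Of 195 comparisons, 90 had a Benjamini-Hochberg adjusted p of at most 0.05. In the colon, the interferon score was 0.58 ± 0.651 at 30 months (SD, n = 12) and −1.00 ± 0.784 at 2 months (SD, n = 10), a difference of 1.57 (permutation test, adjusted p = 7.88e-04). The MHC class II score was 0.37 ± 0.809 at 24 months (SD, n = 10) and −0.91 ± 0.474 at 2 months (SD, n = 10), a difference of 1.28 (permutation test, adjusted p = 0.00209). At 24 months against 2 months the T cell score differed by 1.54 (permutation test, adjusted p = 8.97e-04) and the B cell score by 1.38 (permutation test, adjusted p = 1.70e-04). For cell division the difference between 30 and 2 months was −0.83 and did not pass the threshold (permutation test, adjusted p = 0.0904).
In the liver, the MHC class II score in Run 2 was 1.14 ± 0.816 at 24 months (SD, n = 10) and −0.78 ± 0.301 at 2 months (SD, n = 10), a difference of 1.92 (permutation test, adjusted p = 1.70e-04). Within Run 1 it was 0.55 ± 0.379 at 30 months (SD, n = 10) and −0.89 ± 0.160 at 9 months (SD, n = 8), a difference of 1.44 (exact permutation test, adjusted p = 1.71e-04). Only 2 mice of 30 months were in Run 2, and their score differed from that of the 10 mice of 24 months by 0.16 (exact permutation test, p = 0.773, adjusted p = 0.853). The phagocyte score differed by 1.73 between 24 and 2 months in Run 2 (permutation test, adjusted p = 1.70e-04). The cell division score differed by 0.79 between 24 and 2 months in Run 2 (permutation test, adjusted p = 0.197) and by −0.24 between 30 and 2 months over both runs (permutation test, adjusted p = 0.522), neither past the threshold. The latter comparison crosses the runs, and its difference was 0.14 after the run effect was removed.
In the brain, the interferon score in Run 2 was 0.55 ± 0.604 at 24 months (SD, n = 10) and −0.79 ± 0.454 at 2 months (SD, n = 10), a difference of 1.35 (permutation test, adjusted p = 1.70e-04). In Run 1 it differed by 1.46 between 30 and 9 months (exact permutation test, n = 10 and 8, adjusted p = 8.97e-04). The phagocyte score rose by 1.63 from 2 to 24 months in Run 2 (permutation test, adjusted p = 1.70e-04). In Run 1 it rose by 1.45 from 9 to 30 months (exact permutation test, n = 10 and 8, adjusted p = 1.71e-04) and by 1.29 from 15 to 30 months (permutation test, adjusted p = 2.02e-04). Over both runs the cell division score differed by −0.71 between 30 and 2 months (permutation test, adjusted p = 4.46e-04), and by −0.52 after the run effect was removed. This comparison also crosses the runs. With ages permuted within runs, the fall of the score over all ages (−0.35) did not pass the threshold (permutation test, adjusted p = 0.107).

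**Figure D5:**
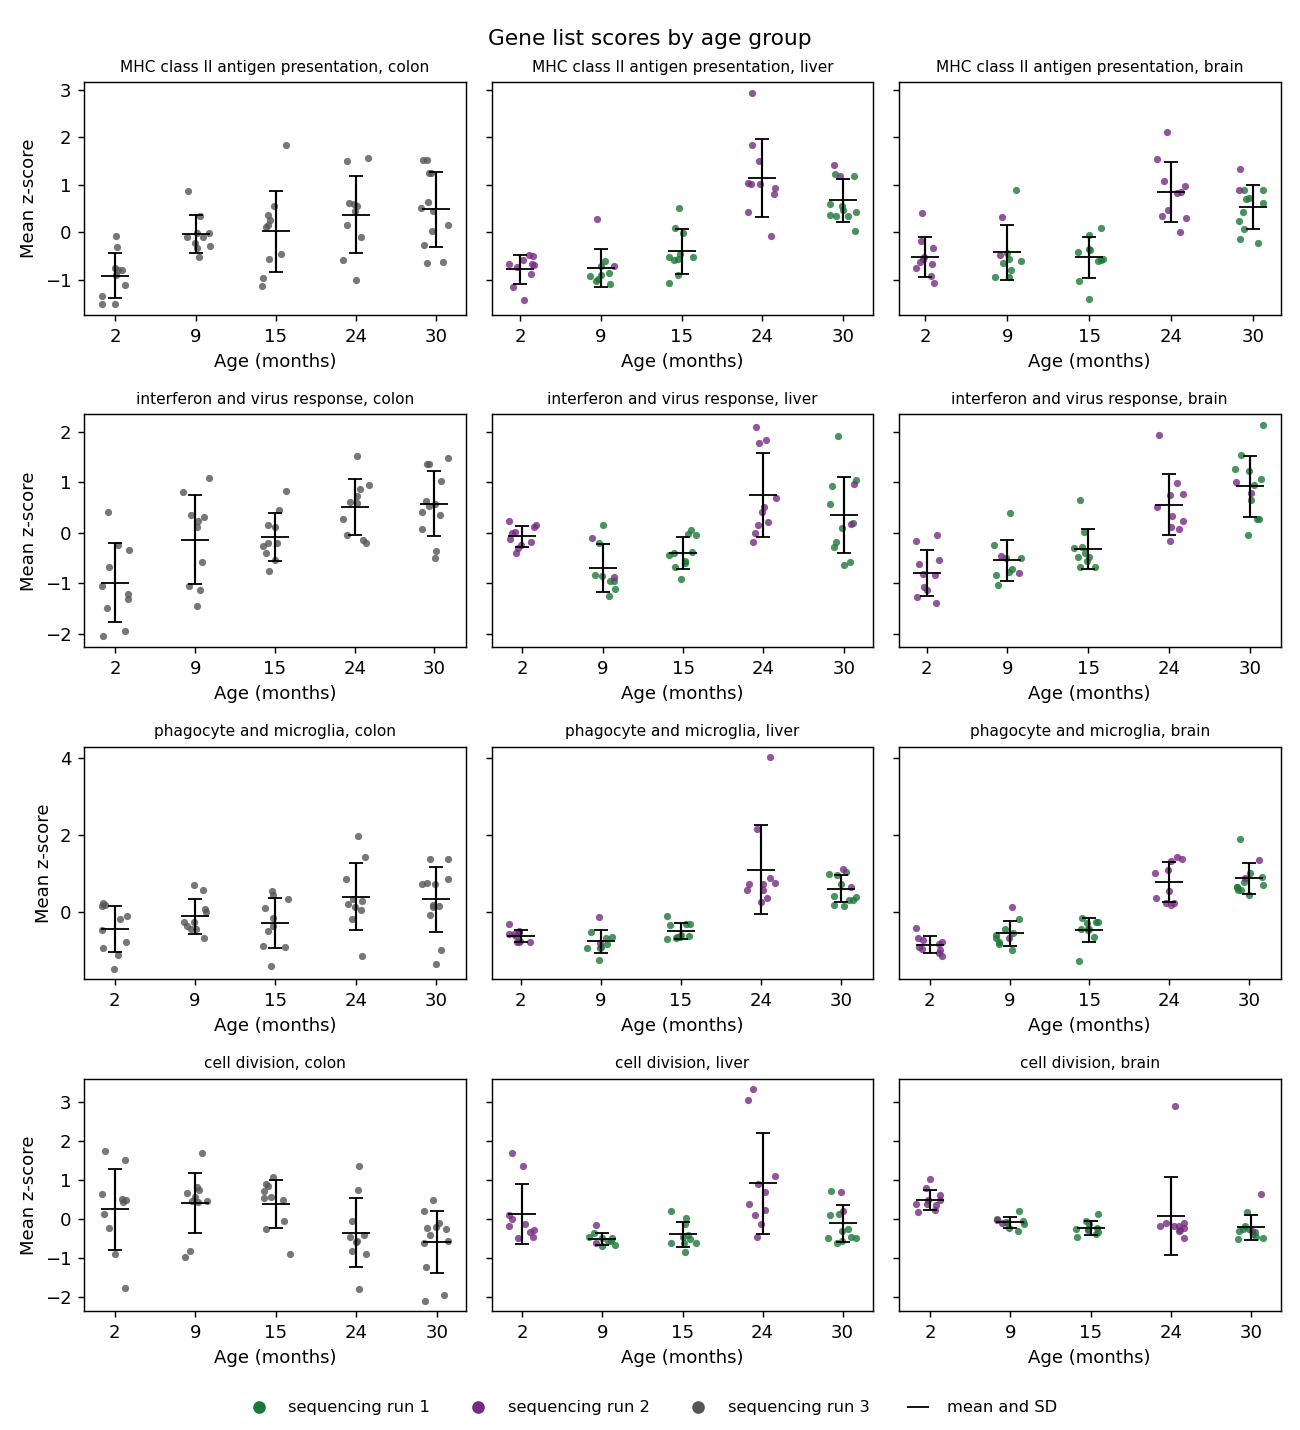
Mean z-score of the MHC class II, interferon, phagocyte and cell division lists by age group in months, in colon, liver and brain. Each point is 1 mouse, its colour gives the sequencing run, and black marks give the mean and SD; in the liver the MHC class II score of Run 2 is higher at 24 than at 2 months by 1.92 on average.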

**Fig. 6:**
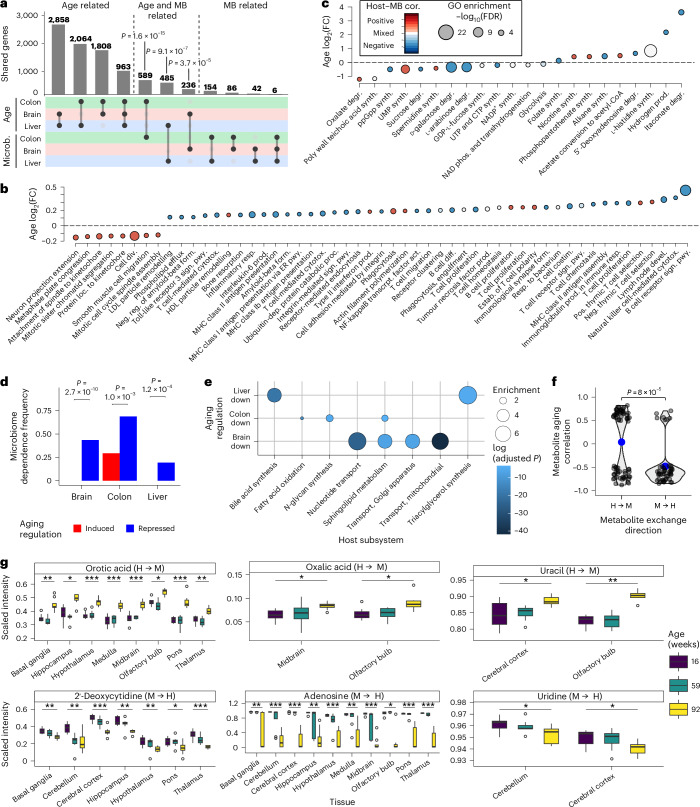
Aging-associated changes in host–microbiome interactions. **a**, Overlap between aging-regulated and microbiome-regulated host genes (*P* values via upper-tailed hypergeometric test). **b**, Colon-specific gene expression changes with age in processes correlated with microbiome metabolic functions (legend shared with **c**). **c**, Aging-dependent changes in microbiome processes correlated with host gene expression. For complete data and full pathway names, see Supplementary Tables 6.1 and 6.4. **d**, Frequency of microbiome dependence of aging-regulated metabolic modules across host tissues (*P* values via one-sided Fisher’s exact test). **e**, Subsystem-level enrichment of indicator reactions of aging-regulated metabolic modules (one-sided Fisher’s exact test). The *x* axis represents enriched host subsystems; the *y* axis represents aging-regulated gene sets. **f**, Aging association of brain metabolites predicted to be exchanged between the microbiome and host. Data from ref. ^41^ (Supplementary Table 6.9). *P* values obtained by two-sided Wilcoxon rank-sum test. **g**, Aging-associated metabolome changes for selected model-predicted microbiota-produced and microbiota-consumed metabolites (*P* values via Kruskal–Wallis test). Data from ref. ^41^ (*n* = 64 mice). Box plot elements: centre line, median; box limits, 25–75% quantiles; whiskers, 1.5× IQR; points, outliers. Significance: *P ≤ 0.05; **P ≤ 0.01; ***P ≤ 0.001. Exact *P* values are provided in Supplementary Table 6.9.

Given the observed reduction in microbiome–host associations, we next aimed to identify the underlying metabolic pathways potentially mediating those changes. To achieve this, we defined aging-regulated metabolic modules among the metamodel’s metabolic reactions using the host–microbiome-interaction matrix obtained from EFM sampling. Metabolic modules were determined according to sampled EFMs (compare with Fig. 3d–f), selecting reactions present in at least 20% of the EFMs for each indicator reaction (Methods). Aging regulation of those modules was then inferred from the over-representation of aging-regulated reactions in each module. In the colon, liver and brain, we identified aging-induced (51, 88 and 99, respectively) and aging-repressed (2,509, 1,702 and 524, respectively) metabolic modules (Supplementary Tables 6.5–6.7), with aging-repressed modules being significantly more dependent on the microbiome across all tissues (Fig. 6d). These modules revealed downregulation of colon metabolic pathways linked to fatty acid oxidation, *N*-glycan synthesis and sphingolipid metabolism, which are central to cellular homeostasis. 

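The metabolic modules themselves were not analysed here; the expression of genes of each pathway was tested in the colon. Over the 39 tested genes of the fatty acid oxidation list, the median log2 change was −0.027 and the mean −0.0040, with a camera adjusted p of 0.795. Of its genes 17 were fitted higher with age and 22 lower; 2 were called upregulated and 3 downregulated, against 3 called when adjusted over the list alone. No alternative called this list. Hadhb, on chromosome 5 from 30155248 to 30184593, moved from 195 ± 11.5 CPM (SD, n = 10) at 2 months to 174 ± 14.3 (SD, n = 12) at 30 months, a fitted change of −0.17 (SE 0.04, edgeR adjusted p = 0.00409). Decr1, on chromosome 4 from 15917240 to 15945507, had a change of −0.20 (SE 0.06, edgeR adjusted p = 0.00754). Hadhb and Decr1 were not called without the 2-month mice, with changes of −0.18 and −0.22.
For the N-glycan synthesis list (46 tested genes), the median log2 change was −0.044, the mean −0.057 and the camera adjusted p 0.0192. Among its genes 12 were fitted higher with age and 34 lower, and 1 was called upregulated and 12 downregulated; adjusted over the list alone, 15 passed. Its call was lost in the comparison of 30 with 2 months alone, with a median of −0.049. St6gal1 (chromosome 16 from 23224740 to 23360350) changed by −0.64 (SE 0.07, edgeR adjusted p = 5.46e-11), from 109 ± 12.5 CPM at 2 months (SD, n = 10) to 69.6 ± 5.06 at 30 months (SD, n = 12), and Rpn2 (chromosome 2 from 157279017 to 157326319) changed by −0.21 (SE 0.05, edgeR adjusted p = 5.43e-04). The sphingolipid metabolism list, with 53 tested genes, moved by a median of −0.014 and a mean of −0.042 on the log2 scale (camera adjusted p = 0.614). Of the list, 26 were fitted higher with age and 27 lower, 8 were called upregulated and 8 downregulated, and 18 passed when adjusted over the list alone. It was called under none of the alternatives. Ugt8a lies on chromosome 3 from 125865271 to 125938619 and Glb1 on chromosome 9 from 114401076 to 114474898. Their log2 changes were −3.37 and −0.23 (SE 0.31 and 0.05; edgeR adjusted p = 9.12e-13 and 3.10e-04). Expression of Ugt8a went from 5.42 ± 1.82 CPM at 2 months (SD, n = 10) to 0.551 ± 0.302 at 30 months (SD, n = 12). Glb1 (−0.15) was no longer called without the 2-month mice.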

In the liver, downregulated modules were enriched in bile acid synthesis and triacylglycerol synthesis, aligning with age-related shifts in bile acid profiles (see Fig. 4f). 

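The bile acid and triacylglycerol lists were tested on liver expression, and the modules were not rebuilt here. Genes of the bile acid synthesis list, 21 of them tested, changed by a median of −0.57 and a mean of −0.59 (log2; camera adjusted p = 1.12e-05), and 3 were fitted higher with age and 18 lower. Over all genes 1 of them passed the threshold upward and 14 downward, and 15 did when adjusted over the list alone. Within Run 1 the median was −0.46 and within Run 2 −0.71; the comparison of 30 with 2 months alone gave −0.38 and no call. The smallest p belonged to Acot8 (chromosome 2 from 164792765 to 164804882), at −0.82 (SE 0.09, edgeR adjusted p = 4.72e-10), followed by Hsd17b4 (chromosome 18 from 50128201 to 50196269), at −0.90 (SE 0.13, edgeR adjusted p = 9.67e-08). At 2 months Acot8 had 20.5 ± 2.66 CPM (SD, n = 10), and at 30 months 10.6 ± 2.17 (SD, n = 12). Acot8 changed by −0.90 in Run 1 and −0.75 in Run 2, and Hsd17b4 by −0.95 and −0.86.
Camera gave an adjusted p of 0.202 for the triacylglycerol synthesis list, whose 22 tested genes had a median log2 change of −0.21 and a mean of −0.16. Of them 6 were fitted higher with age and 16 lower, and 5 were called upregulated and 7 downregulated, or 12 in either direction when adjusted over the list alone. Medians of −0.12 in Run 1 and −0.21 in Run 2 were fitted. The list was called downward under fry, and under camera without a filter on low counts (median −0.22), and not otherwise. Agpat2, on chromosome 2 from 26593057 to 26604417, moved from 279 ± 25.5 CPM (SD, n = 10) at 2 months to 176 ± 32.0 (SD, n = 12) at 30 months, a fitted change of −0.71 (SE 0.10, edgeR adjusted p = 3.47e-08). Agpat3, on chromosome 10 from 78269178 to 78352489, had a change of −0.58 (SE 0.10, edgeR adjusted p = 2.56e-06). Fits within each run moved Agpat2 by −0.65 (Run 1) and −0.74 (Run 2) and Agpat3 by −0.55 and −0.58.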

In the brain, aging-regulated modules were enriched in nucleotide as well as sphingolipid metabolism and transport pathways (Fig. 6e and Supplementary Table 6.8). 

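Brain expression was tested for genes of the same pathways, with no module analysed here. The list test asks for a shift in a common direction, which genes moving both ways can cancel. The 25 tested genes of the nucleoside and nucleotide transport list had a median log2 change of −0.048 and a mean of 0.044 (camera adjusted p = 0.602). Of these genes 11 were fitted higher with age and 14 lower. Over all tested genes, the test called 4 upregulated and 4 downregulated, and 8 passed the threshold when adjusted over the list alone. Its median and test pointed downward and its mean upward, and no alternative called it. Slc29a4 (chromosome 5 from 142692512 to 142722490) changed by −0.29 (SE 0.04, edgeR adjusted p = 7.72e-07), from 19.6 ± 0.987 CPM at 2 months (SD, n = 10) to 17.0 ± 1.42 at 30 months (SD, n = 12), and Slc17a9 (chromosome 2 from 180725263 to 180742280) changed by 0.77 (SE 0.16, edgeR adjusted p = 1.49e-04). For Slc29a4 the runs gave −0.17 (Run 1) and −0.37 (Run 2), and for Slc17a9 0.62 and 0.88. Slc29a4 kept its call without the 2-month mice, with a change of −0.19. Neither gene was called within Run 1.
Over the 49 tested genes of the nucleotide synthesis and salvage list, the median log2 change was 0.0044 and the mean 0.011, with a camera adjusted p of 0.884. Of its genes 26 were fitted higher with age and 23 lower; 9 were called upregulated and 8 downregulated, against 17 called when adjusted over the list alone. Here the test pointed downward while median and mean lay just above 0. Adssl1 is annotated on chromosome 12 from 112620045 to 112641360 and Uck2 on chromosome 1 from 167222883 to 167285320. These genes changed by 0.48 and −0.30 (SE 0.06 and 0.04; edgeR adjusted p = 3.14e-09 and 8.05e-08). Expression of Adssl1 went from 21.7 ± 2.45 CPM at 2 months (SD, n = 10) to 28.1 ± 3.74 at 30 months (SD, n = 12). With the runs fitted apart, Adssl1 changed by 0.52 (Run 1) and 0.46 (Run 2) and Uck2 by −0.28 and −0.30. For the sphingolipid metabolism list (55 tested genes), the median log2 change was −0.023, the mean −0.012 and the camera adjusted p 0.602. Among its genes 25 were fitted higher with age and 30 lower, and 11 were called upregulated and 11 downregulated; adjusted over the list alone, 23 passed. In this list the smallest p was that of Neu4 (chromosome 1 from 94020451 to 94028334), at −0.53 (SE 0.05, edgeR adjusted p = 1.03e-11), followed by Sgpl1 (chromosome 10 from 61098642 to 61147703), at 0.20 (SE 0.03, edgeR adjusted p = 1.20e-07). At 2 months Neu4 had 12.4 ± 1.07 CPM (SD, n = 10), and at 30 months 7.90 ± 0.748 (SD, n = 12). Neu4 changed by −0.40 in Run 1 and −0.61 in Run 2, and Sgpl1 by 0.23 and 0.19.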

Given the strong effect of aging-suppressed microbiome metabolism on the brain (Fig. 6d,e), we analysed its impact on the brain metabolome using a public mouse dataset^41^. Correlations between metabolite concentrations and mouse age revealed that metabolites provided from host to microbiota accumulated with age, while microbiota-derived metabolites were depleted (Fig. 6f). This included accumulation of nucleotide precursors such as orotate and uracil, and depletion of salvage pathway products such as adenosine, 2-deoxycytidine and uridine (Fig. 6g).

## Discussion

In this study, we performed a model-based analysis of aging-associated alterations in host–microbiota interactions in mice. We reconstructed 181 MAGs using shotgun and long-read sequencing, converting them into constraint-based metabolic networks. Our investigation revealed extensive associations between microbiome functions and the host’s colon, liver and brain transcriptome. Many correlations involved host immune processes, mitochondrial function and chromatin modification, alongside microbiome-derived metabolites such as d-galactose, known to promote neurodegeneration and inflammation^42^, and leucine, a regulator of T cell function^43^. Associations also highlighted microbial fermentation and nucleotide metabolism, consistent with the roles of microorganism-produced short-chain fatty acids and nucleotides in colonic energy balance^44^ and intestinal barrier function^45^ (Extended Data Fig. 7).

A key aspect of our analysis was the reconstruction of metabolic metaorganism models, adapted from whole-body metabolic models for humans^46^. These models successfully recovered well-documented microbiome–host interactions involving short-chain fatty acids, bile acids and other microbial metabolites. Notably, 51% of the predicted high-confidence interactions were corroborated by existing literature. Furthermore, genes found to be regulated by microbial colonization also showed a higher microbiome dependence in the metamodels, underscoring the metamodel’s ability to infer host–microbiome interactions accurately.

Examining reaction-level dependencies via EFM analysis revealed that the host most often depended on central metabolic reactions of the microbiome. This strategy may reduce reliance on specific bacterial species, broadening the potential pool of interaction partners^47^, consistent with conserved gut microbiome functions across human cohorts^48^. However, the focus on central pathways might also reflect biases in the model’s representation of bacterial metabolism.

Another interesting aspect of the predicted microbiome–host exchanges are metabolites that the host can produce itself, such as nucleotides. The reasons for the existence of such exchanges could include advantages from a division of labour, as frequently observed within microbial communities^49^, a reliance of the host on the microbiota as a metabolic backup system to increase phenotypic plasticity^50^, or evolutionary addiction, whereby mutual dependencies develop owing to the constant exposure of the host to microbially produced metabolites^51^.

Aging-associated changes of the microbiome communities revealed increases in Bacteroidota and decreases in Bacillota species, reflecting human studies linking Bacteroidota persistence to poorer health and Bacillota enrichment to healthier aging^5^. Furthermore, we observed reduced microbiome growth and metabolic activity, specifically for the production of butyrate as key changes in aging. This aligns with findings of decreased serum butyrate levels in aged mice and humans^35,52^. By contrast, metabolic modelling predicted increased production of the pro-inflammatory metabolite succinate^53^, a known indicator of a dysbiotic gut environment^54^, which we found to be associated with key processes deregulated in aging on the host side including, as previously reported, DNA damage response^55^ and protein homeostasis^56^. Reduced microbial growth could underlie increased constipation risk^57^ and longer colonic transit times^58^ observed during aging. Reduced microbial growth and a decreased capacity to turn nutrients into biomass have previously also been observed as a direct effect of increased transit times in a bioreactor setup mimicking the colon^59^.

Our analysis suggested that age-related changes in gut ecology involved increased competition and decreased cross-feeding, reducing dietary resource utilization efficiency. These trends were reflected in faecal metabolomics, in which most metabolic features decreased with age. Host-regulated bile acids increased, while microbiome-regulated bile acids declined. Anti-inflammatory metabolites such as valine, betaine and 3-hydroxykynurenine^60–62^ decreased, while pro-inflammatory metabolites such as d-galactose increased^63^.

Aging-associated inflammation and suppressed cellular replication across host tissues were consistent with our previous findings on conserved aging signatures^3^. 

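Genes of cell division, tested as the same list in each tissue, did not move alike in liver and brain. In the liver they rose. The cell division list, with 46 tested genes, moved by a median of 1.33 and a mean of 1.17 on the log2 scale (camera adjusted p = 0.00193). Of the list, 44 were fitted higher with age and 2 lower, 32 were called upregulated and 1 downregulated, and 37 passed when adjusted over the list alone. The rise was not called in the comparison of 30 with 2 months alone (median 0.13), without the 24-month mice (0.42), without a run term (0.87) or within Run 1 (0.46), while Run 2 gave 1.56. It was also not called without mice 24M.N3 and 24M.N10 (0.42), an omission chosen after the data were seen. Cdc20, on chromosome 4 from 118432901 to 118437352, moved from 1.13 ± 0.909 CPM (SD, n = 10) at 2 months to 1.23 ± 0.732 (SD, n = 12) at 30 months, a fitted change of 2.29 (SE 0.43, edgeR adjusted p = 1.39e-05). Spc25, on chromosome 2 from 69193895 to 69206194, had a change of −1.22 (SE 0.25, edgeR adjusted p = 8.20e-05). Fits within each run moved Cdc20 by 1.65 (Run 1) and 2.63 (Run 2) and Spc25 by −1.69 and −0.91. The change of Cdc20 was 1.32 without the 24-month mice and still called. At 24 months Cdc20 had 5.45 ± 6.83 CPM (SD, n = 10). In the comparison of 30 with 2 months alone its change was 0.97 and was not called. Spc25 was not called within Run 2.
In the brain most of them fell, without a call. Genes of the cell division list, 41 of them tested, changed by a median of −0.13 and a mean of −0.11 (log2; camera adjusted p = 0.190), and 12 were fitted higher with age and 29 lower. Over all genes 1 of them passed the threshold upward and 6 downward, and 7 did when adjusted over the list alone. It was called downward without a filter on low counts (median −0.14), without a run term (−0.12) and, after the data were seen, without mouse 24M.N1 (−0.19). Without the 2-month mice its median was −0.017. The list score, compared between 2 and 30 months by permutation, did fall past the threshold, but this comparison crosses the runs. When ages were permuted within runs, the fall of the score over all ages (−0.35) did not pass the threshold (permutation test, adjusted p = 0.107). Anln (chromosome 9 from 22332012 to 22389188) changed by 0.61 (SE 0.06, edgeR adjusted p = 4.80e-13), from 40.8 ± 3.82 CPM at 2 months (SD, n = 10) to 71.7 ± 7.17 at 30 months (SD, n = 12), and Nuf2 (chromosome 1 from 169497934 to 169531464) changed by −0.39 (SE 0.12, edgeR adjusted p = 0.00891). For Anln the runs gave 0.38 (Run 1) and 0.78 (Run 2), and for Nuf2 −0.39 and −0.38. Nuf2 (−0.31) was no longer called without the 2-month mice. Nuf2 was called in neither run alone.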

Colon-specific changes in the transcriptome, supported by previous studies, included altered gut motility^64^, reduced colonic barrier function^65^ and proliferation^66^, while the liver showed a decrease in mitochondrial biogenesis, as previously observed^67^.

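For gut motility, smooth muscle and enteric neuron genes were tested in the colon. Camera gave an adjusted p of 0.602 for the smooth muscle contraction list, whose 20 tested genes had a median log2 change of −0.017 and a mean of −0.024. Of them 8 were fitted higher with age and 12 lower, and no gene was called over all genes and 0 when adjusted over the list alone. No alternative called it. Myocd lies on chromosome 11 from 65176561 to 65269989 and Mylk on chromosome 16 from 34745210 to 35002420. Log2 changes of −0.32 and −0.13 (SE 0.16 and 0.08; edgeR adjusted p = 0.152 and 0.260) were fitted. Expression of Myocd went from 5.87 ± 1.16 CPM at 2 months (SD, n = 10) to 4.33 ± 1.24 at 30 months (SD, n = 12). Myocd was called in the comparison of 30 with 2 months alone, with −0.43. The 28 tested genes of the enteric neuron list had a median log2 change of −0.45 and a mean of −0.42 (camera adjusted p = 3.03e-09). Of these genes 1 was fitted higher with age and 27 lower. The test over all genes called none upregulated and 20 downregulated, and 23 passed the threshold when adjusted over the list alone. Without the 2-month mice its median was −0.25, and it was still called. The smallest p belonged to Ret (chromosome 6 from 118151745 to 118197718), at −0.66 (SE 0.11, edgeR adjusted p = 4.98e-06), followed by Cartpt (chromosome 13 from 99898489 to 99901091), at −0.90 (SE 0.17, edgeR adjusted p = 4.58e-05). At 2 months Ret had 15.6 ± 3.03 CPM (SD, n = 10), and at 30 months 8.83 ± 1.94 (SD, n = 12). Ret kept its call without the 2-month mice, with a change of −0.42. Cartpt was not called without the 2-month mice, with a change of −0.57. Between 24 and 30 months the enteric neuron score changed by −0.72 (n = 10 and 12, permutation test, adjusted p = 0.0309).
For the barrier, tight junction and mucus genes were tested. Over the 26 tested genes of the tight junction list, the median log2 change was −0.0079 and the mean −0.032, with a camera adjusted p of 0.878. Of its genes 12 were fitted higher with age and 14 lower; 2 were called upregulated and 1 downregulated, against 1 called when adjusted over the list alone. The list was called under no alternative. Cldn4, on chromosome 5 from 134945119 to 134946934, moved from 82.7 ± 30.1 CPM (SD, n = 10) at 2 months to 35.8 ± 12.4 (SD, n = 12) at 30 months, a fitted change of −1.13 (SE 0.20, edgeR adjusted p = 1.89e-05). Vil1, on chromosome 1 from 74409376 to 74435559, had a change of 0.13 (SE 0.05, edgeR adjusted p = 0.0369). Cldn4 (−0.56) and Vil1 (0.10) were no longer called without the 2-month mice. For the goblet cell and mucus list (19 tested genes), the median log2 change was −0.13, the mean −0.11 and the camera adjusted p 0.157. Among its genes 4 were fitted higher with age and 15 lower, and 1 was called upregulated and 2 downregulated; adjusted over the list alone, 3 passed. It was called downward under fry and with ages permuted on the list score, and not under camera. Agr2 (chromosome 12 from 35992907 to 36004087) changed by −0.36 (SE 0.09, edgeR adjusted p = 0.00208), from 2755 ± 383 CPM at 2 months (SD, n = 10) to 2221 ± 336 at 30 months (SD, n = 12), and Muc1 (chromosome 3 from 89229057 to 89233381) changed by 1.04 (SE 0.27, edgeR adjusted p = 0.00359). Muc1 kept its call without the 2-month mice, with a change of 2.00.
For mitochondrial biogenesis, lists of its regulators and of the respiratory chain were tested in the liver. The mitochondrial biogenesis list, with 38 tested genes, moved by a median of −0.30 and a mean of −0.27 on the log2 scale (camera adjusted p = 2.10e-05). Of the list, 3 were fitted higher with age and 35 lower, 24 were called downregulated and none upregulated, and 25 passed when adjusted over the list alone. The median was −0.26 in Run 1 and −0.33 in Run 2. Timm44 is annotated on chromosome 8 from 4259731 to 4275913 and Mterf4 on chromosome 1 from 93299211 to 93305915. Their log2 changes were −0.42 and −0.53 (SE 0.05 and 0.08; edgeR adjusted p = 2.08e-09 and 1.34e-07). Expression of Timm44 went from 51.4 ± 4.04 CPM at 2 months (SD, n = 10) to 35.8 ± 3.67 at 30 months (SD, n = 12). With the runs fitted apart, Timm44 changed by −0.31 (Run 1) and −0.49 (Run 2) and Mterf4 by −0.62 and −0.46. Genes of the oxidative phosphorylation list, 76 of them tested, changed by a median of −0.45 and a mean of −0.44 (log2; camera adjusted p = 2.24e-17), and all 76 were fitted lower with age. Over all genes none of them passed the threshold upward and 70 downward, and 71 did when adjusted over the list alone. It was −0.28 in Run 1 and −0.57 in Run 2, and without the 2-month mice −0.29 and still called. Several genes of this list have processed pseudogenes that can share reads. In this list the smallest p was that of Ndufb3 (chromosome 1 from 58586384 to 58595964), at −0.84 (SE 0.10, edgeR adjusted p = 8.75e-10), followed by Ndufs7 (chromosome 10 from 80249121 to 80256794), at −0.55 (SE 0.07, edgeR adjusted p = 2.50e-08). At 2 months Ndufb3 had 65.0 ± 19.5 CPM (SD, n = 10), and at 30 months 28.7 ± 6.46 (SD, n = 12). Ndufb3 changed by −0.71 in Run 1 and −0.91 in Run 2, and Ndufs7 by −0.31 and −0.71.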

Aging also considerably affected host–microbiome interactions. Aging-regulated host genes were enriched for those correlated with microbiome functions, particularly in downregulated metabolic modules central to cellular homeostasis, such as fatty acid oxidation and nucleotide uptake. These findings align with our correlation analyses showing positive associations between microbial metabolism and host homeostasis and negative associations with inflammation. We previously observed a similar loss of microbiome–host interactions as a key component of pathology in inflammatory bowel disease^20^. The observed loss of host–microbiome interactions across all organs indicates that the microbiome might contribute to crucial aspects of the systemic aging process, such as metabolic decline^68,69^ and the loss of cellular proliferation, along with stem cell exhaustion^2^.

Microbially produced nucleotides emerged as a key metabolic exchange, with model predictions indicating host provision of precursors (for example, orotate) and degradation products (for example, uracil) to the microbiota, which provided nucleotides in return. This exchange aligns with our observation of widespread correlations across all tissues between host gene expression and microbial nucleotide metabolism. Despite host capability for de novo nucleotide synthesis, recent studies emphasize the microbiota’s contributing role, particularly in the colon^45,70^. Bacterial species such as *Escherichia coli* and *Bacteroides* spp. actively excrete ATP, non-lyticly, during growth^71,72^, and bacterial ATP contributes to intestinal barrier function^45^ as well as immune modulation via purinergic receptors^70^. An aging-associated decline in nucleotide co-metabolism could underlie diminished intestinal barrier integrity^45^, linked to age-related diseases^73,74^, reduced systemic proliferative capacity^75^ and impaired mitochondrial function^76^. Furthermore, microbiome involvement in brain nucleotide salvage, crucial for DNA repair and cellular homeostasis^77^, might relate to neurodegeneration^78^.

In summary, we identified pronounced aging-associated changes in microbiome–host interactions, largely driven by reduced microbial metabolic activity. Although limited by its reliance on modelling, our study validated many interactions through independent analysis and literature, offering insights into the systemic aging process. Notably, while metabolic metamodels identify specific metabolite exchanges, transporter promiscuity and modelling limitations may imply the exchange of structurally related compounds in vivo. A further limitation of our study was the exclusive use of male mice, as the logistical challenges of establishing a separate aging cohort for females precluded the inclusion of both sexes. Focusing initially on males ensured consistency by avoiding sex-specific variability. Consequently, sex-specific changes were not investigated in this study but will be considered in future research. Besides chronological age, future work should also incorporate epigenetic clocks and biological age markers such as frailty, loss of motor function and cognitive decline^79^. Finally, our identification of a loss of microbiome metabolic activity indicates a potentially crucial aging-associated change that could contribute to many aging-associated pathologies in the host. Therefore, microbiome metabolic activity could be a target for future microbiome-based therapies. Our modelling approach could play a crucial role in designing targeted interventions aimed at mitigating microbiome-driven aspects of aging.

## Methods

### Mouse strains

#### Main study and metabolomics cohorts

The mice used for the aging study were an in-house strain derived from the C57BL/6J strain (The Jackson Laboratory). These C57BL/6J/Ukj mice lack two common mutations found in the C57BL/6J strain: the DIP686 mutation in the crumbs family member 1 (*Crb1*) gene, which is vital for eyesight in aging mice, and a mutation in the nicotinamide nucleotide transhydrogenase (*Nnt*) gene, which encodes mitochondrial NAD(P) transhydrogenase, protecting against oxidative stress. 

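In the counts, Nnt was hardly covered in any tissue. The annotation holds 2 overlapping models of Nnt on the minus strand of chromosome 13. The first (ENSMUSG00000025453) lies from 119335448 to 119408997 with 7037 exon bases, of which 47.5% are shared with the other. The second (ENSMUSG00000116207) lies from 119335528 to 119408952, and all of its 3339 exon bases are shared; it had 0 counts in every library. Counting programs often drop reads that fall on 2 genes at once. Counts of the first model ran from 3 to 21 in the colon (median 11), from 5 to 32 in the liver (median 14.5) and from 4 to 23 in the brain (median 11), medians of 0.320, 0.615 and 0.340 CPM. No change with age was called: 0.22 in the colon (SE 0.19, edgeR adjusted p = 0.460), −0.34 in the liver (SE 0.20, edgeR adjusted p = 0.160) and 0.12 in the brain (SE 0.18, edgeR adjusted p = 0.642). The sequence of the mutation was not analysed here, since the deposited values are counts per gene.
Crb1 lies on the minus strand of chromosome 1 from 139197056 to 139377100 with 14432 exon bases. It had 0 to 4 counts per library in the colon and 0 to 1 in the liver, too few to test. In the brain it had 45 to 149 counts (median 87.5, or 2.71 CPM) and changed by −0.23 with age (SE 0.08, edgeR adjusted p = 0.0325). This call was lost without the 24-month mice (−0.20), without the 2-month mice (−0.18), within Run 1 (−0.30), within Run 2 (−0.18) and in the comparison of 30 with 2 months alone (−0.011).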

Preserving both these genes is advantageous for metabolic and aging studies in mice.

#### GF mice cohort

The GF mice used for the analysis of host responses to microbial colonization were rederived axenic conventional Jackson Laboratory C57BL/6J, strain 000664 mice (The Jackson Laboratory). The mice were housed in the Experimental Biomedicine facility at the University of Gothenburg, Sweden.

### Animal handling

#### Main study cohort

Male C57BL/6J/Ukj mice were bred in the Central Experimental Animal Facility at Jena University Hospital (Jena, Germany). The mice were housed at 22 ± 2 °C with a 14:10 h day–night cycle and a relative humidity of 55% ± 10%. They were co-housed according to their birth cohort (similar ages) in standard cages (GM500, Type III; Tecniplast Deutschland), and a maximum of two mice from the same cage were used for experiments. The mice had unlimited access to water and food (mouse V1534-300, ssniff Spezialdiäten). Next-generation RNA sequencing of host tissues and metagenomics of faecal samples were conducted in 52 mice of different ages spanning the mouse’s adult lifespan (2–3 months (mean = 2.5 months), 9–10 months (mean = 9.8 months), 15–17 months (mean = 15.9 months), 24–25 months (mean = 24.8 months) and 28–31 months (mean = 29.1 months)). For simplicity, the five age groups are referred to as 2 months (*n* = 10), 9 months (*n* = 10), 15 months (*n* = 10), 24 months (*n* = 10) and 30 months (*n* = 12) throughout the paper (Supplementary Table 1.1). In our study, we focused exclusively on male mice for two primary reasons. First, we aimed to minimize potential confounding factors arising from fluctuations in sex hormones in female mice, which are known to influence metabolic processes across tissues during aging^80^. Second, addressing sex differences in aging would have required a fully stratified experimental design^3^ and, consequently, a separate cohort of female mice. Given that only 10–15% of animals typically reach the age of 30 months, achieving comparable sample sizes and statistical power for the oldest age group alone would have necessitated approximately 100 female mice.

#### Metabolomics cohort

An independent mouse cohort was used for the metabolomics analysis of faecal samples. This cohort comprised 83 male mice in five age groups: 3 months (*n* = 16), 9 months (*n* = 16), 15 months (*n* = 16), 24 months (*n* = 17) and 28 months (*n* = 18) (Supplementary Table 4.11). These mice were bred and housed in the same mouse facility under the same conditions.

#### GF mice cohort

For the analysis of host responses to microbial colonization, tissues of female C57BL/6J mice (*n* = 24) were obtained from the Experimental Biomedicine facility at the University of Gothenburg, Sweden. Throughout the experiment, the mice had ad libitum access to chow and water and were exposed to a 12:12 h light–dark cycle. The mice were divided into three treatment groups: GF (*n* = 8), conventionally raised (CONVR, *n* = 8) and conventionalized (CONVD, *n* = 8). The mice within each group were not all littermates. A CONVR mouse, which was not part of the sampled CONVR group and was ~10 weeks old, served as the donor for the conventionalization process. GF mice were orally gavaged with gut microbiome at 10 weeks of age on average (Supplementary Table 1.1). The gut microbiome used for conventionalization was extracted from the caecum and mixed with reduced phosphate-buffered saline to obtain a final volume of 200 μl.

### Sample collection

#### Main study and metabolomics cohort

The mice were sacrificed by cervical dislocation in three cohorts (randomized by age) on three consecutive mornings. The left hemisphere of the brain was prepped on ice, transferred to liquid nitrogen for storage and used later for RNA extraction. Faeces were collected from the colon by squeezing the colon contents towards the distal end and snap-freezing one pellet in liquid nitrogen; the pellets were used later for metagenomic sequencing (for the first cohort) or metabolite measurement by hydrophilic interaction liquid chromatography ultrahigh-performance liquid chromatography–tandem mass spectrometry (for the second cohort). The colons were rinsed with sterile phosphate-buffered saline and cut longitudinally; a piece measuring the length of one-eighth of the left half of the mid colon was frozen in liquid nitrogen for later use in RNA extraction. A piece with a length of approximately 1 cm was cut from the end of the left lateral lobe of the liver and snap-frozen in liquid nitrogen for later use in RNA extraction. RNA was extracted from tissue samples of the liver, colon and left brain hemisphere using the phenol–chloroform extraction method with 1 ml of Qiazol Lysis Reagent (Qiagen)^81^.

All studies were performed in strict compliance with the recommendations of the European Commission for the protection of animals used for scientific purposes and with the approval of the local government (Thüringer Landesamt für Verbraucherschutz, Germany; license: 02-024/15; TWZ-000-2017). Experiments were performed according to the ARRIVE guidelines^82^.

#### GF mouse cohort

At ~12 weeks of age, all mice were sacrificed for the extraction of brain, colon, liver, gonadal white adipose tissue (gWAT) and quadriceps tissues. RNA was isolated from the brain, colon, liver and quadriceps via the ‘RNeasy mini kit’ (Qiagen) according to the manufacturer’s protocol, while RNA from gonadal white adipose tissue was isolated using the TRIZOL method^83^. Briefly, 1 ml TRIzol was added to 50–75 mg pestle-homogenized tissue followed by vortexing, a 5-min incubation at room temperature and addition of 200 μl chloroform. After mixing, further incubation at room temperature for 2–3 min and centrifugation (12,000 *g*) at 4 °C for 5 min, the clear supernatant was mixed with 500 μl isopropanol followed by incubation at room temperature for 10 min. After further centrifugation (12,000 *g*) at 4 °C for 10 min, the supernatant was discarded and the pellet washed with 1 ml cold 75% EtOH followed by vortexing and centrifugation (7,500 *g*, 4 °C, 5 min). The pellet was dried and dissolved in RNase-free water. All animal protocols were approved by the Gothenburg Animal Ethics Committee (vote #2652-19).

### Metagenomic sequencing

Microbial DNA was extracted from colon contents with the DNeasy PowerSoil Kit (Qiagen) following the manufacturer’s protocol. Next, the DNA was prepared at the Max Planck Institute for Evolutionary Biology (Plön, Germany) with the Illumina NexteraXT Library Kit. All 52 samples were pooled and sequenced for 2 × 150 cycles in paired-end mode on all four lanes of an Illumina NextSeq 500 machine. Demultiplexing was performed with one mismatch allowed in barcodes. The raw read data were merged sample-wise and subjected to quality control for adaptor contamination and base call qualities. Adaptor sequences with an overlap of ≥3 bp and base calls with a Phred+33 quality score of <30 were trimmed from the 3′ ends of reads using Cutadapt (version 1.12). Illumina’s Nextera transposon sequence and the reverse complement of TruSeq primer sequences were used as adaptor sequences.

Subsequently, reads were subjected to quality control using Prinseq lite (version 0.20.4) with a sliding window approach that applied a step size of 5 bp, a window size of 10 bp, a mean base quality of <30 and a minimum-length filter that discarded any reads shorter than 50 bp after all other quality control steps. To filter out host sequences, the remaining sequences were mapped to the mouse reference genome (GRCm38.99) with Bowtie (version 2.2.5). The remaining unmapped reads were then used for MAG assembly.

No significant differences were detected in the total microbial read depth or host contamination between age groups (Kruskal–Wallis test with post hoc Dunn’s test and Benjamini–Hochberg multiple-testing correction conducted with the DunnTest function in the DescTools R package (version 0.99.50); Extended Data Fig. 1b,c).

Long-read sequencing was performed at the next-generation sequencing (NGS) core facility of the FLI Leibniz Institute on Aging (Jena, Germany). The DNA quality was assessed with an Agilent Bioanalyzer 2100 with a DNA 12000 Kit (Agilent Technologies) and quantified with an Invitrogen Quant-iT PicoGreen dsDNA Assay (Thermo Fisher Scientific). The sequencing library was prepared according to the Pacific Biosystems’ manual ‘Procedure & Checklist - 20 kb Template PreparationUsingBluePippin Size-SelectionSystem’ (version 10, January 2018) with the SMRTbell Template Prep Kit 1.0 (Pacific Biosciences). Specifically, DNA from age-matched samples was pooled, fragmented (75 kb) by a Megaruptor (Diagenode) and size selected for >6-kbp fragments with a BluePippin and 0.75% Gel Cassette (programme: 0.75% DF Marker S1 High-Pass 6–10 kb vs3; Sage Science). Each pool was loaded onto a SMRTcell and sequenced on a Pacific Biosystems RSII machine with DNA-Sequencing Kit 4.0 v2, MagBeadBuffer Kit v2, MagBead Binding Buffer Kit v2 and DNA Polymerase Kit P6v2. The sequence output of these eight runs had an average read length of 7.8–9.7 kb with a minimum yield of 750 kbp per SMRTcell. The raw read data were subjected to quality control, processed into circular consensus sequences and subreads, and exported as FASTQ files via the SMRTportal (provided by Pacific Biosciences).

### MAG assembly and annotation

MAGs were constructed as follows (outlined in Extended Data Fig. 1a). Pacific Biosystems circular consensus sequences and subreads were used as is, while Illumina shotgun reads were filtered for low read quality, adaptors and host contamination (Metagenomic Sequencing). A full cohort assembly was done in metaSPAdes (SPAdes version 3.13.1) in hybrid mode with *k*-mer sizes of 21, 33, 55 and 77. Concatenated, quality-controlled, forward and reverse Illumina short read files of all samples were used as input. In addition, the assembly software was informed with the eight Pacific Biosystems long read banks (hybrid mode) in the form of filtered subreads and circular consensus sequences.

The resulting scaffolds were filtered for a minimum length of 1,000 bp and coverage ≥7.7815. The cut-offs were determined by scatter plotting coverage versus length, as described in ref. ^84^. The quality-controlled metagenomic reads were mapped back to the filtered scaffolds with Bowtie (version 2.2.5); the insert size was 0–1,000 bp in the very sensitive, non-deterministic, ‘fr’ stranded mode with end-to-end alignment. Non-unique mappings and unaligned reads were discarded. The scaffold coverage depth was determined with the jgi_summarize_bam_contig_depths script from MetaBAT (version 2.12.1). This coverage depth information was then used to sort the remaining scaffolds into bins, each representing single bacterial genomes, with the binning tools MetaBAT (version 2.12.1), CONCOCT (version 1.1.0) and MaxBin (version 2.2.4). For CONCOCT, the scaffolds were broken up into 10-kbp chunks. Bin refinement was conducted with the combined results of all three binners (252 bins) with DASTool (version 1.1.2); subsequently, quality metrics were calculated by CheckM (version 1.1.2). Bins with a quality estimate of >80% and a contamination estimate of <10% were considered for further analysis and are henceforth referred to as MAGs. In our reporting of medium- and high-quality MAG drafts, we referred to the standards and metrics laid out by The Genome Standards Consortium^23^. Accordingly, a MAG will be considered high quality with a completion >90%, contamination <5% and whether genes for 23S, 16S and 5S rRNA and at least 18 tRNAs are recovered. While 133 of our 181 MAGs fulfil these very strict completion and contamination cut-offs, only 25 of those 133 could be considered true high-quality MAGs only due to some missing rRNA or tRNA genes. The lack of those genes, however, does not impact the quality of our MAG-derived metabolic models. Only 18 of our MAGs showed a contamination score greater than 5%, ranging from 5.1% to 9.8% with a mean of 6.7%, and only 2 of those 18 had a completeness score <90% (Supplementary Table 1.2). We used slightly less strict cut-offs for contamination and completeness to include a larger variety of MAGs in our study. While the metabolic model construction from MAGs can partially compensate for lack of completeness via gap filling and for contamination by pathway-completeness checks, our more loose contamination cut-offs might reduce the accuracy of taxonomic assignments.

The 181 final MAGs were taxonomically annotated with GTDB-Tk (version 2.1.1) and database version r214. The tRNA genes were characterized using tRNAscan-SE (version 2.0.9). The 16S rRNA genes were detected by barrnap (version 0.9) in the ‘kingdom bacteria’ mode. A phylogenetic tree of the 181 MAGs (Fig. 1a) was created from a multiple sequence alignment created by GTDB-Tk (align/gtdbtk.bac120.user_msa.fasta.gz) with the European Bioinformatics Institute’s online Simple Phylogeny tool (ClustalW version 2.1) and visualized with R statistical software. The complete characterization of the MAGs is provided in Supplementary Table 1.2.

For association with age, MAG abundances were calculated via the mean of the scaffold coverage depths across all scaffolds belonging to a MAG, normalized by total sample abundance and then correlated with age in linear models for each MAG across all samples. The *P* values were corrected for multiple testing with the Benjamini–Hochberg FDR method. Significant age-associated MAGs (FDR-adjusted *P* value ≤ 0.05) were plotted (Fig. 4a).

### Microbiome metabolic model construction

Metabolic models were constructed for each of the 181 mouse gut bacteria inferred from our MAGs in samples from the 52 mice. The reconstruction was performed in gapseq (version 1.2) with default settings including gap filling of models (git commit: 159ad378; sequence DB md5sum: bf8ba98)^24^. Gap filled reactions for each model are indicated in the reconstructed models in the Zenodo archive. The nutritional input for the computational models was designed according to the fortified rat and mouse diet (V1534-300; ssniff Spezialdiäten). The diet was reconstructed according to the vendor’s information on its molecular constituents translated into the corresponding metabolites in the models, following the protocol described in ref. ^85^. We assumed an average daily uptake of 3.5 g of food based on reference values^86^. This amount was used to transform the percentages into grams and then millimoles (millimoles per day). Limited information was reported on fibre in the mouse diet; therefore, their values were imputed from the consumed quantities of cereal and grain products of a German human cohort^17^. Because the simulations depicted the intestinal setting, the absorption in the small intestine was considered when calculating the dietary input (see Supplementary Tables 1.3–1.11 for the respective calculations and references).

### Growth rate prediction from metagenomic data

To further validate the model growth rates, CoPTR^87^ was used to estimate growth rates from the MAGs in each sample. This method uses the peak-to-trough ratio (PTR) (that is, the ratio of sequencing coverage near the replication origin and the replication terminus) to estimate the growth of a MAG in a sample^88^. We first indexed the MAGs with the command ‘coptr index –bt2-threads’. Next, using this index, we mapped our quality-controlled metagenomic reads against our 181 MAGs with the command ‘coptr map –threads 4 –paired’. Then, read positions were extracted with the command ‘coptr extract’, and the PTR was estimated with the command ‘coptr estimate’. Default parameters were used for all commands except ‘coptr index’ and ‘coptr map’ for which the number of threads was specified. In addition, ‘–paired’ was set for the ‘coptr map’ command to inform the software about the use of paired-end reads. Community growth was determined for each mouse’s microbiome community by calculating the median growth rate across all MAGs in its sample. We did not weight growth rate predictions by individual species’ abundances to obtain a community-level growth rate. Thereby, we avoided spurious correlations with community growth rates predicted using community FBA as community FBA explicitly incorporates abundance information. Please note that while a previous study found little correlation between PTR estimates and experimentally measured growth rates^89^, this study did not include CoPTR in the benchmark and CoPTR itself was explicitly validated on MAGs.

### Modelling of ecological relationships within the microbiome

The ecological relationships for each pair of bacteria across all species were predicted. To this end, the growth achieved by a single bacterium was compared with that achieved when each bacterium was co-grown with other bacteria. The relationships were characterized using the ecological relationships described in a previous study (Fig. 1 in ref. ^90^) as a reference. Growth was estimated by FBA for single growth and community FBA for combined growth. To achieve this, we used the R packages sybil^91^ and MicrobiomeGS2 (www.github.com/Waschina/MicrobiomeGS2) and the linear programming solver IBM ILOG CPLEX 22.10. The six types of ecological relationships and their frequencies among each microbial community were inferred with the R EcoGS package (https://github.com/maringos/EcoGS). To this end, we considered for each microbiome each potential pair of species. The type of ecological interaction between the pair was determined by comparing individual growth rates with growth rates when both species were combined. Summing pairwise frequencies for each type of inferred interaction, we then obtained the frequency of an interaction in each community. To obtain relative frequencies, the abundance of ecological relations was normalized sample-wise to a sum of 1. Next, a linear model analysis of each ecological interaction type with age was conducted and *P* values were adjusted for multiple testing using the Benjamini–Hochberg FDR method.

### Host–microbiome partial correlations

The transcriptomic data were normalized separately for each organ (colon, liver and brain) using variance-stabilizing transformation informed with age and sequencing batch (blind = FALSE) implemented in the R package DESeq2 (version 1.40.2)^92^. A near-zero variance filter was also applied using the nearZeroVar function of the R package caret (version 6.0-94). The active reactions of each mouse’s microbiome community were predicted as described in ‘Estimation of Functional Capacity of Microbiomes’. 

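The effect of the sequencing run was estimated in liver and brain as the second coefficient of the age model. At a Benjamini-Hochberg adjusted p of at most 0.05, edgeR's quasi-likelihood test called 7168 liver genes (4212 higher in Run 2, 2956 lower) and 11199 brain genes (6059 higher, 5140 lower). The median absolute log2 difference of the called genes was 0.41 in the liver and 0.20 in the brain. Only the groups of 9 and 30 months had libraries in both runs. A fit on these groups alone, with 4 of the 22 mice in Run 2, called 3511 genes in the liver (1513 higher in Run 2, 1998 lower) and 6236 in the brain (2848 higher, 3388 lower), of which 2795 and 6035 were also called in the fit on all ages. Of the genes called with run, 3833 in the liver and 3747 in the brain were also called with age.
To place each library between the runs, the 500 genes with the smallest p for run were taken, and a fit without that library set a scale where the level of Run 1 is 0 and that of Run 2 is 1. On genes chosen in the other tissue, the brain of mouse 30M.N2, labelled Run 1, lay at 0.517, between the other brain libraries of Run 1 (at most 0.210) and those of Run 2 (at least 0.592). On genes of the own tissue, the livers of mice 2M.N1 (0.372) and 9M.N5 (0.509), both of Run 2, also lay between the runs. The brain of mouse 15M.N5, of Run 1, lay beyond its run at −0.707. On genes chosen in the other tissue, the liver of mouse 2M.N1 lay at 0.460. There the liver of mouse 9M.N5 (1.03) and the brain of mouse 15M.N5 (0.0793) each lay with their own run. Leaving out the brain of mouse 30M.N2 changed the number of aging-regulated genes in the brain from 6159 to 6135.

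**Figure D6:**
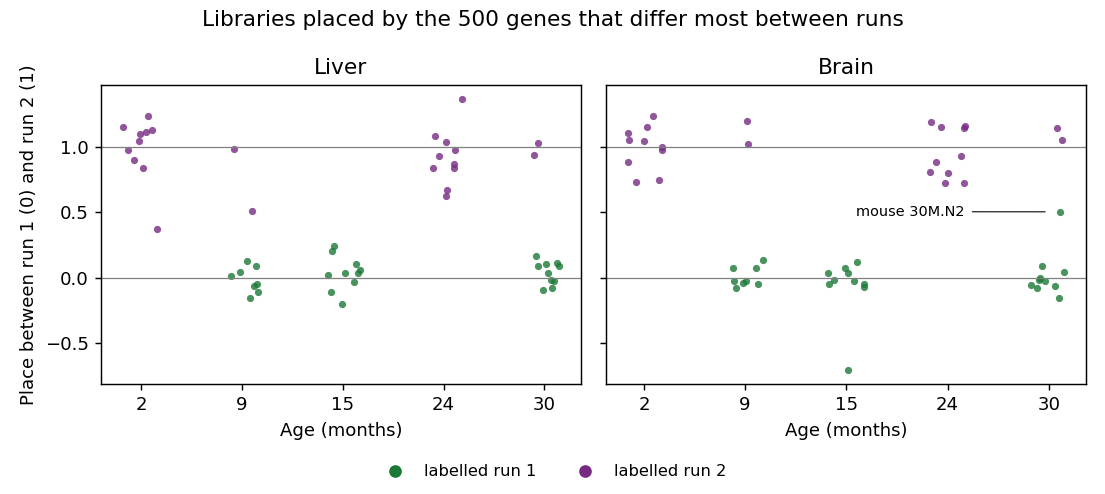
Place of each liver and brain library between the fitted level of Run 1 (0) and that of Run 2 (1), over the 500 genes of its own tissue with the smallest p for run. Each point is 1 library and its colour gives the run in the labels; the brain of mouse 30M.N2, at 0.502, lies apart from the other brains of both runs, and the liver of mouse 2M.N1, at 0.372, from the other livers of Run 2.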

The host transcript abundances were correlated pairwise with microbiome active reactions (each transcript with each reaction), correcting for age and sequencing batch (only for the liver and brain), with Spearman’s partial correlations (implemented in the R package ppcor (version 1.0)^93^). To balance stringent false discovery cut-offs with reasonable result counts, strong correlations with a Benjamini–Hochberg FDR-corrected^94^ *P* ≤ 0.1 and Spearman’s *ρ* ≥ 0.55 were considered for downstream analysis. Correlated feature pairs were obtained for the colon (*n* = 12,732), liver (*n* = 3,425) and brain (*n* = 2,499). They consisted of n unique features for the colon (microbiome, *n* = 1,606; host, *n* = 2,815), liver (microbiome, *n* = 1,359; host, *n* = 1,277) and brain (microbiome, *n* = 1,236; host, *n* = 926). The strong correlations were stratified into either positive or negative correlations according to their correlation values and then annotated with GO biological processes^25^ (host transcripts) or MetaCyc Pathways^26^ (microbiome reactions) using hypergeometric over-representation tests with the phyper function of the R stats package (version 4.3.2; *x* = ‘correlated features enriched for the term’ − 1, *m* = ‘the total of all correlated features,’ *n* = ‘all features’ – ‘correlated features’ and *k* = ‘the total of the features in the term’). Enriched terms (pathways and processes) with at least three features and an FDR-corrected over-representation *P* ≤ 0.05 were reported (Supplementary Tables 2.1–2.3 and Fig. 2). After enrichment, we obtained *n* process pairs for the colon (*n* = 1,377), liver (*n* = 283) and brain (*n* = 167), as shown in Fig. 2 and Supplementary Tables 2.1–2.3. The negative decadic logarithm of the over-representation FDR *P* values was calculated and reported as is for positive correlations and multiplied by −1 for negative correlations. Only process pairs that were associated with at least two other pathways were plotted (Fig. 2) and filtered to highlight the most significant enrichments with FDR *P* value cut-offs of ≤1 × 10^−10^ for the colon (Fig. 2a), ≤1 × 10^−4^ for the liver (Fig. 2b) and ≤1 × 10^−3^ for the brain (Fig. 2c).

For a broader overview of host–microbiome associations, the GO biological processes were grouped by their higher-ranking level 2 GO biological process, and the MetaCyc pathways were grouped by their respective highest-level superpathways (see Supplementary Tables 2.5 and 2.6 for the process and pathway groups). The level 2 GO biological process groups were cellular process, metabolic process, biological regulation, localization, developmental process, response to stimulus, immune system process, multicellular organismal process, viral process, reproduction, homeostatic process and growth. The MetaCyc microbial superpathways were lipids, carbohydrates, utilization, energy metabolism, nucleotides, secondary metabolites, amino acids, other, signalling, carboxylates, cofactors, carriers, metabolic regulators, c1 compounds, electron transfer, noncarbon nutrients, cell structure, biosynthesis, detoxification, interconversion, glycans, tRNA and bioluminescence. The −log_10_(FDR-corrected *P* values) were summed for each level 2 GO and MetaCyc superpathway pair. The values are plotted in Extended Data Fig. 2a and listed in Supplementary Table 2.4.

The pairwise correlations between all host features and all microbiome features were repeated, stratified by organ and age group. Thus, the ratio of significant host–microbiome correlations to all tested pairs was obtained for each organ and age group. These ratios were compared using Pearson’s chi-squared test with Yates’ continuity correction and Bonferroni’s multiple testing correction to identify significant differences between consecutive age groups (Extended Data Fig. 6a–e).

The overlaps of aging-regulated and microbiome-associated transcripts between the three studied organs were determined to identify shared aging-regulated and microbiome-regulated host transcripts. The overlap between microbiome-associated and aging-associated transcripts was statistically evaluated using hypergeometric over-representation tests separately for each organ. The numbers of shared transcripts were plotted (Fig. 6a) for each possible combination for the colon (age associated, *n* = 4,715; microbiome associated, *n* = 2,815; shared, *n* = 589; hypergeometric *P* = 4.9 × 10^−15^), liver (age associated, *n* = 8,285; microbiome associated, *n* = 1,277; shared, *n* = 485; hypergeometric *P* = 1.4 × 10^−6^) and brain (age associated, *n* = 6,505; microbiome associated, *n* = 926; shared, *n* = 236; hypergeometric *P* = 3.7 × 10^−5^). 

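Over the 13524 genes tested in all 3 tissues, overlaps were counted inclusively, a gene called in all 3 tissues also counting for each pair. Liver and brain shared 2481 aging-regulated genes, against 2136.35 for independent calls, 1763 with the same direction and 718 with opposite directions. Colon and liver shared 1582 genes (1359.2 for independent calls), 1141 with the same and 441 with opposite directions. Colon and brain shared 1355 genes (1018.97 for independent calls), 1140 with the same and 215 with opposite directions. The independent numbers assume no relation between the tissues, although the same mice gave all 3. The associations with microbiome reactions were not analysed here.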

Reported *P* values from hypergeometric tests were corrected for multiple testing via Benjamini and Hochberg’s method.

### Validation of microbiome-associated host genes

Differentially expressed genes and transcripts were derived from the GF validation cohort as described in the Supplementary Methods section ‘Differential Gene Expression Analysis’. We identified the overlaps of microbiome-associated transcripts, identified from our main study cohort via partial correlations (see Methods section ‘Host–Microbiome Partial Correlations’), with the differentially expressed transcripts from our GF validation cohort in both treatment contrasts (GF versus CONVR and GF versus CONVD). The number of shared microbiome-associated transcripts between both cohorts was statistically evaluated using hypergeometric over-representation tests stratified by organ and treatment contrast. The numbers of shared transcripts were plotted (Fig. 2d) for each possible combination, for the colon (main cohort, *n* = 2,815; GF cohort versus CONVR, *n* = 2,703; shared, *n* = 438; hypergeometric *P* = 1.1 × 10^−32^ and GF cohort versus CONVD, *n* = 7,637; shared, *n* = 1,207; hypergeometric *P* = 7.2 × 10^−102^), for the liver (main cohort, *n* = 1,277; GF cohort versus CONVR, *n* = 3,281; shared, *n* = 223; hypergeometric *P* = 2.7 × 10^−7^ and GF cohort versus CONVD, *n* = 351; shared, *n* = 24; hypergeometric *P* = 7.9 × 10^−2^) and for the brain (main cohort, *n* = 926; GF cohort versus CONVR, *n* = 0; and GF cohort versus CONVD, *n* = 554; shared, *n* = 20; hypergeometric *P* = 1.7 × 10^−1^). Reported *P* values from hypergeometric tests were corrected for multiple testing via Benjamini and Hochberg’s method.

### Reconstruction of the generic metamodel

A two-step procedure was followed to obtain a metamodel for each mouse. In the first step, a generic metamodel representing the individual organs and the microbiome was assembled. In the second step, a specific metamodel of each mouse was derived by integrating expression and metagenomic data.

In the first step, we joined three times the human metabolic reconstruction Recon 2.2 (ref. ^28^) representing the individual organs with a microbiome metabolic model according to their physiological interactions (Fig. 3a). A mouse-specific metabolic reconstruction was not used, as the human reconstructions are by far the best curated and there is a high overlap in metabolic content between mice and humans^95^. All compartments interfaced with each other via common exchange environments, such as the gut lumen (microbiome and colon) and the bloodstream (colon, brain and liver). Some exchanges along the bloodstream were defined as directional, following the physiological interactions of the organs (see Fig. 3a). Metabolite uptake into the brain was restricted to metabolites known to cross the blood–brain barrier (see Supplementary Table 3.7 for a list). To compile this list of compounds, literature resources^46,96,97^ were used; in addition, we selected the compounds in Recon 2.2 (ref. ^28^), along with those identified on the Virtual Metabolic Human website (www.vmh.life) whose physicochemical properties would allow them to cross the blood–brain barrier^98^. For the microbiome metabolic model, all individually reconstructed MAGs were merged into a single model by combining all microbial reactions of the individual bacterial cellular compartments into a single reaction space. This merged microbiome model could then interact with the human metabolic models via the lumen exchange environment. We decided to use a merged microbiome model instead of species-level metabolic reconstructions to maintain computational tractability of the metamodel for comprehensive downstream analysis (for example, flux variability analysis and EFM sampling).

To better account for organ- and microbiome-specific uptake and secretion of metabolites, exchange reactions of the individual compartments were split into irreversible forwards and backwards directions. To model the dietary uptake of the mice, the molar concentrations of all metabolites in their diet were derived and represented in the model following an established protocol^85^. In addition, information on the absorption of dietary metabolites before entry into the colon was obtained to differentiate between ileal and colonic uptake. The diet was integrated into the model by a direct inflow of absorbed compounds to the bloodstream and unabsorbed compounds to the colonic lumen for microbiome and colonic use.

Following the merging of the human and bacterial metabolic models, several energy-generating cycles (that is, sets of metabolic reactions that can form ATP from ADP without the consumption of other metabolites) were identified and resolved by correcting potential problems in the reversibility of participating reactions (Supplementary Table 3.6). The metamodel can be found under accession MODEL2310020001 in the EBI BioModels database (https://www.ebi.ac.uk/biomodels/)^99^.

### Reconstruction of mouse context-specific metamodels

In the second step, we built a context-specific metamodel for each mouse. To achieve this, StanDep^100^ was applied to the transcriptomic and metagenomic data to derive the core reactions for each tissue required to reconstruct context-specific models using fastcore^29^. Transcriptomic data were preprocessed by transforming counts into fragments per kilobase of transcript per million mapped reads (FPKMs). After removing genes with at least one sample with zero detected expression or a mean FPKM < 0.1 and log_2_ transformation, FPKM values were normalized using Combat^101^ and then transformed back to their original scale. 

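In the deposited counts, 36468 genes in the colon, 32696 in the liver and 39038 in the brain had at least 1 count in some library. A count of 0 in at least 1 library was found for 17950 of these genes in the colon, 18131 in the liver and 19686 in the brain, which leaves 18518, 14565 and 19352 genes counted in every library of the tissue. Among the aging-regulated genes, 49 in the colon, 435 in the liver and 67 in the brain had a count of 0 in at least 1 library. FPKM values were not computed here, so the limit on their mean was not applied.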

To identify core reactions, mouse genes were mapped to their corresponding human orthologues using Ensembl Biomart^102^. The gene expression data of all tissues were combined into a single matrix, and tissue and age groups were used as separating categories for StanDep. StanDep was applied with ‘chi2dist’ as the distance method and ‘complete’ as the linkage method. After screening optimal cluster numbers, predicted core reactions remained stable when using 39 clusters (that is, the Jaccard distance of derived core reactions for StanDep runs with increasing cluster numbers was below 0.05 using at least 39 clusters).

For metagenomic data, we obtained a reaction abundance matrix for each microbiome sample. To this end, reads were mapped to MAGs to derive species-level counts. These were then multiplied with a reaction contribution matrix indicating for each reaction in which species they are present (normalized to a sum of one for each species) and normalizing to a sum of one across all reactions in a sample. Reaction abundances were used as input to StanDep with the age group of the sample as the separating factor, ‘chi2dist’ as the distance method and ‘complete’ as the linkage method. Following the same procedure as for the gene activity data, 15 clusters were identified as optimal for reaction abundance data.

In addition, metabolic exchanges between individual organs and the bloodstream previously measured in pigs were included^103^ by mapping IDs of exchanged metabolites to the corresponding metabolite identifiers in Recon 2.2. If an organ took up or secreted a metabolite, the corresponding uptake or secretion reactions were added to the core reactions. If the kidney took up a metabolite, the corresponding outflow reaction from the blood was added to the core reactions because the kidney was not modelled explicitly. Subsequently, the core reactions for each sample and the generic metamodel were used as input for fastcore to derive a context-specific metamodel for each mouse. To run fastcore, CORPSE (https://github.com/Porthmeus/CORPSE) was used as an interface to the corresponding functions of the TROPPO toolbox^104^.

### Host and microbiome dependence of reactions

To determine microbiome- or host-dependent functions, flux variability analysis with and without the microbiota were conducted. FVA was performed^105^ by maximizing and minimizing flux through each reaction using the ‘flux_variability_analysis()’ function of CobraPy^106^ without optimization of growth (fraction_of_optimum = 0) as for most tissues in mammals there is only negligible cellular replication^107^. Because internal exchange reactions were split into irreversible forwards and backwards steps, they were treated separately by always blocking the corresponding opposing direction. FVA results were summarized by determining admissible flux ranges, by subtracting minimal from maximal flux. Microbiome-dependent exchange reactions in the host were identified by repeating the FVA but blocking each microbiome reaction. An exchange reaction was deemed microbiome dependent if its flux range was reduced to less than 10% when blocking microbiome reactions. To elucidate the metabolites exchanged between the host and the microbiota, the microbiota-dependent uptake and secretion reactions of metabolites for a given organ were counted. If the number of cases of microbiome-dependent secretion subtracted from the frequency of microbiome-dependent uptake was larger than 10, a metabolite was classified as being provided by microbiota to the host or vice versa (20% of samples). For plotting (Fig. 3b), only metabolites with a difference of at least 35 for colon and a difference of at least 12 for brain and liver were shown.

### Identification of reaction-level host–microbiome dependencies

To determine the dependencies of individual host reactions on individual microbial reactions, EFMSampler^32^ was used to sample EFMs with each host and microbial reaction as indicator reaction for sampling. The indicator reaction is used to define the specific reaction in a model through which EFMs should be determined. For each target reaction, EFMSampler was run in eight parallel threads using flux minimization as objective until either 10,000 EFMs were sampled or >200 s had elapsed and the average frequency of occurrence of reactions in EFMs was recorded. Subsequently, occurrence frequencies were averaged across all 52 mice. This yielded a matrix in which each column corresponded to a target reaction and each row indicated the frequency at which all other reactions occurred in EFMs containing that reaction. Thus, a value of ‘1’ indicates microbiome reactions that always co-occur in EFMs of the target reaction and a value of ‘0’ no co-occurrence

To compare EFM-predicted interactions to host–microbiome correlations, scores in the interaction matrix were compared between genes and microbiome reactions with significant associations. To this end, for each significant host gene–microbiome reaction association (FDR-adjusted *P* ≤ 0.1), the maximum interaction score in the sub-matrix containing reactions associated with the host gene and the microbiome reaction were determined and collected across all significant host gene–microbiome reaction associations in a tissue to derive a set of ‘true’ maximal interaction scores. The same analysis was performed 100 times for randomly drawn genes associated with reactions present in the tissue and randomly selected microbiome reactions to obtain ‘random’ maximal interaction scores. Then, true and randomly generated maximal interaction scores were compared using the Wilcoxon rank-sum test.

To analyse the most strongly interacting metabolic processes between the host and microbiome, an interaction was assumed if the microbiome reaction occurred in at least 50% of the EFMs sampled from that host reaction across all metamodels. Then, for each host–microbiome reaction pair, we determined which metabolic subsystems they were associated with and counted each corresponding host–microbiome subsystem pair across all such pairs in the interaction matrix. The enrichment of pairs was then tested using Fisher’s exact test comparing for each pair the number of mutual interactions of reactions belonging to the host and microbiome subsystems to the frequency of interactions across the entire interaction matrix. An enrichment was assumed with an FDR-corrected *P* ≤ 0.05, calculated using the p.adjust function in R.

### Identification of aging-regulated metabolic modules

To identify aging-regulated metabolic modules, we defined sets of reactions associated with each indicator reaction used for EFM sampling. A reaction was assumed to belong to the metabolic modules of an indicator reaction if it occurred in at least 20% of the EFMs sampled for that indicator reaction. Unlike in the analysis of reaction-level dependencies between host and microbiota, we considered both the host and microbiome components of the EFMs; thus, metabolic modules contained both host and microbiome reactions. A metabolic module was considered dependent on the microbiome if it contained at least 20 microbial reactions. To identify aging-regulated metabolic modules, aging-induced and aging-repressed genes (Supplementary Tables 5.1–5.3) were translated into the reactions with which they were associated in the metabolic model. Then, for each metabolic module, we tested whether the corresponding set of reactions was enriched for aging-induced or aging-repressed metabolic reactions using Fisher’s exact test, assuming the entire set of reactions occurring in a tissue as background. Subsequently, we determined host pathways in which indicator reactions of aging-regulated modules dependent on the microbiota were enriched. To this end, we filtered microbiome-dependent aging-regulated modules with an enrichment of aging-regulated reactions with *P* ≤ 0.01. For each module, we determined the corresponding indicator reactions and performed a pathway enrichment based on the subsystem annotation of the Recon 2.2 model using Fisher’s exact test. For transport reactions, we also added a subsystem annotation for the transport of nucleotides (encompassing deoxyribonucleic and ribonucleic acids) and amino acids. All reactions of a tissue occurring in at least one metamodel were used as background or universe in the Fisher’s exact test of that tissue.

## Materials availability

This study did not generate new unique reagents.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information Supplementary results, methods and references.

Reporting Summary

Peer Review File

Supplementary Tables All data tables related to the results and figures in the main text combined into one Excel file.

## Data Availability

Metagenomic raw read and MAG assembly data were deposited in the European Nucleotide Archive (ENA) under BioProject PRJEB73981 (ebi.ac.uk/ena/browser/view/PRJEB73981). Individual accession numbers for each MAG are listed in Supplementary Table 1.2. Gene expression data were published in the GEO database under record GSE262290 (ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE262290) and record GSE278548 (ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE278548). Metabolomics data have been made available at the MassIVE database (massive.ucsd.edu) with identifiers MSV000094409, MSV000094410 and MSV000094436. The metamodel can be found under accession MODEL2310020001 in the BioModels database (ebi.ac.uk/biomodels/MODEL2310020001)^99^. Detailed sample metadata, the microbial metabolic models and supplementary resources are available via Zenodo at 10.5281/zenodo.10844502 (ref. ^108^).

# Supplementary material for: Metabolic modelling reveals the aging-associated decline of host–microbiome metabolic interactions in mice
**Source:** Nat Microbiol. 2025 Mar 26;10(4):973–91. doi: 10.1038/s41564-025-01959-z
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection No software was used for data collection.

Data analysis Code: <https://github.com/sciwitch/MouseMicrobiomeAging>, Data: <https://zenodo.org/records/13899808>

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Metagenomic raw read and MAG assembly data was deposited in the European Nucleotide Archive (ENA) under BioProject PRJEB73981 ([ebi.ac.uk/ena/browser/view/PRJEB73981](http://ebi.ac.uk/ena/browser/view/PRJEB73981)). Individual accession numbers for each MAG were listed in Supplementary Table S1.2. Gene expression data was published in the GEO database under record GSE262290 ([ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE262290](http://ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE262290)) and record GSE278548 ([ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE278548](http://ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE278548)). Metabolomics data has been made available at the MassIVE database ([massive.ucsd.edu](http://massive.ucsd.edu)) with identifiers MSV000094409, MSV000094410 and MSV000094436. The

metamodel can be found under accession MODEL2310020001 in the BioModels database ([ebi.ac.uk/biomodels/MODEL2310020001](https://ebi.ac.uk/biomodels/MODEL2310020001)) 97. Detailed sample metadata, the microbial metabolic models and supplementary resources as well as source code used for data analysis ([github.com/sciwitch/MouseMicrobiomeAging](https://github.com/sciwitch/MouseMicrobiomeAging)) were deposited in a Zenodo record ([doi.org/10.5281/zenodo.10844503](https://doi.org/10.5281/zenodo.10844503)).

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |                |
|--------------------------------------------------------------------|----------------|
| Reporting on sex and gender                                        | Not applicable |
| Reporting on race, ethnicity, or other socially relevant groupings | Not applicable |
| Population characteristics                                         | Not applicable |
| Recruitment                                                        | Not applicable |
| Ethics oversight                                                   | Not applicable |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                           |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | 52 main mouse cohort, 83 metabolomics mouse cohort, 24 germ-free mouse cohort. The animal numbers per age group are based on empirical data and previously published group sizes.                         |
| Data exclusions | No data were excluded from the analysis. For metabolomics, one sample in positive and negative mode each failed and therefore were discarded.                                                             |
| Replication     | A replication – as in animal testing – was not necessary in this case, as we only took and analyzed the organs per age group.                                                                             |
| Randomization   | Animals for the age groups were randomly selected from a large breeding population. However, these animals are phenotypically recognizable due to their age, so blinding was not meaningful in this case. |
| Blinding        | See randomization                                                                                                                                                                                         |

## Behavioural & social sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                   |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
|-------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Study description | Briefly describe the study type including whether data are quantitative, qualitative, or mixed-methods (e.g. qualitative cross-sectional, quantitative experimental, mixed-methods case study).                                                                                                                                                                                                                                                                                 |
| Research sample   | State the research sample (e.g. Harvard university undergraduates, villagers in rural India) and provide relevant demographic information (e.g. age, sex) and indicate whether the sample is representative. Provide a rationale for the study sample chosen. For studies involving existing datasets, please describe the dataset and source.                                                                                                                                  |
| Sampling strategy | Describe the sampling procedure (e.g. random, snowball, stratified, convenience). Describe the statistical methods that were used to predetermine sample size OR if no sample-size calculation was performed, describe how sample sizes were chosen and provide a rationale for why these sample sizes are sufficient. For qualitative data, please indicate whether data saturation was considered, and what criteria were used to decide that no further sampling was needed. |
| Data collection   | Provide details about the data collection procedure, including the instruments or devices used to record the data (e.g. pen and paper, computer, eye tracker, video or audio equipment) whether anyone was present besides the participant(s) and the researcher, and whether the researcher was blind to experimental condition and/or the study hypothesis during data collection.                                                                                            |

|                   |                                                                                                                                                                                                                  |
|-------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Timing            | Indicate the start and stop dates of data collection. If there is a gap between collection periods, state the dates for each sample cohort.                                                                      |
| Data exclusions   | If no data were excluded from the analyses, state so OR if data were excluded, provide the exact number of exclusions and the rationale behind them, indicating whether exclusion criteria were pre-established. |
| Non-participation | State how many participants dropped out/declined participation and the reason(s) given OR provide response rate OR state that no participants dropped out/declined participation.                                |
| Randomization     | If participants were not allocated into experimental groups, state so OR describe how participants were allocated to groups, and if allocation was not random, describe how covariates were controlled.          |

## Ecological, evolutionary & environmental sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                          |                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|--------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Study description        | Briefly describe the study. For quantitative data include treatment factors and interactions, design structure (e.g. factorial, nested, hierarchical), nature and number of experimental units and replicates.                                                                                                                                                                                                                                          |
| Research sample          | Describe the research sample (e.g. a group of tagged <i>Passer domesticus</i> , all <i>Stenocereus thurberi</i> within Organ Pipe Cactus National Monument), and provide a rationale for the sample choice. When relevant, describe the organism taxa, source, sex, age range and any manipulations. State what population the sample is meant to represent when applicable. For studies involving existing datasets, describe the data and its source. |
| Sampling strategy        | Note the sampling procedure. Describe the statistical methods that were used to predetermine sample size OR if no sample-size calculation was performed, describe how sample sizes were chosen and provide a rationale for why these sample sizes are sufficient.                                                                                                                                                                                       |
| Data collection          | Describe the data collection procedure, including who recorded the data and how.                                                                                                                                                                                                                                                                                                                                                                        |
| Timing and spatial scale | Indicate the start and stop dates of data collection, noting the frequency and periodicity of sampling and providing a rationale for these choices. If there is a gap between collection periods, state the dates for each sample cohort. Specify the spatial scale from which the data are taken                                                                                                                                                       |
| Data exclusions          | If no data were excluded from the analyses, state so OR if data were excluded, describe the exclusions and the rationale behind them, indicating whether exclusion criteria were pre-established.                                                                                                                                                                                                                                                       |
| Reproducibility          | Describe the measures taken to verify the reproducibility of experimental findings. For each experiment, note whether any attempts to repeat the experiment failed OR state that all attempts to repeat the experiment were successful.                                                                                                                                                                                                                 |
| Randomization            | Describe how samples/organisms/participants were allocated into groups. If allocation was not random, describe how covariates were controlled. If this is not relevant to your study, explain why.                                                                                                                                                                                                                                                      |
| Blinding                 | Describe the extent of blinding used during data acquisition and analysis. If blinding was not possible, describe why OR explain why blinding was not relevant to your study.                                                                                                                                                                                                                                                                           |

Did the study involve field work? ☐ Yes ☐ No

## Field work, collection and transport

|                        |                                                                                                                                                                                                                                                                                                                                |
|------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Field conditions       | Describe the study conditions for field work, providing relevant parameters (e.g. temperature, rainfall).                                                                                                                                                                                                                      |
| Location               | State the location of the sampling or experiment, providing relevant parameters (e.g. latitude and longitude, elevation, water depth).                                                                                                                                                                                         |
| Access & import/export | Describe the efforts you have made to access habitats and to collect and import/export your samples in a responsible manner and in compliance with local, national and international laws, noting any permits that were obtained (give the name of the issuing authority, the date of issue, and any identifying information). |
| Disturbance            | Describe any disturbance caused by the study and how it was minimized.                                                                                                                                                                                                                                                         |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Antibodies                             |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

Antibodies used

Describe all antibodies used in the study; as applicable, provide supplier name, catalog number, clone name, and lot number.

Validation

Describe the validation of each primary antibody for the species and application, noting any validation statements on the manufacturer's website, relevant citations, antibody profiles in online databases, or data provided in the manuscript.

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

Cell line source(s)

State the source of each cell line used and the sex of all primary cell lines and cells derived from human participants or vertebrate models.

Authentication

Describe the authentication procedures for each cell line used OR declare that none of the cell lines used were authenticated.

Mycoplasma contamination

Confirm that all cell lines tested negative for mycoplasma contamination OR describe the results of the testing for mycoplasma contamination OR declare that the cell lines were not tested for mycoplasma contamination.

Commonly misidentified lines  
(See [ICLAC](#) register)

Name any commonly misidentified cell lines used in the study and provide a rationale for their use.

## Palaeontology and Archaeology

Specimen provenance

Provide provenance information for specimens and describe permits that were obtained for the work (including the name of the issuing authority, the date of issue, and any identifying information). Permits should encompass collection and, where applicable, export.

Specimen deposition

Indicate where the specimens have been deposited to permit free access by other researchers.

Dating methods

If new dates are provided, describe how they were obtained (e.g. collection, storage, sample pretreatment and measurement), where they were obtained (i.e. lab name), the calibration program and the protocol for quality assurance OR state that no new dates are provided.

☐ Tick this box to confirm that the raw and calibrated dates are available in the paper or in Supplementary Information.

Ethics oversight

Identify the organization(s) that approved or provided guidance on the study protocol, OR state that no ethical approval or guidance was required and explain why not.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals

Mus Musculus C57BL/6J/UKj (3 months, 9 months, 15 months, 24 months and 30 months of age) and Mus Musculus C57BL/6J (10 weeks of age)

Wild animals

No wild animals were used in this study.

Reporting on sex

all mice of main and metabolomics cohort were male, all mice of germ-free cohort were female, sex is reported in Methods section, sex was determined by examining externally visible gonads

Field-collected samples

No field-collected samples were used in this study.

## Ethics oversight

Aging/metabolomics mouse cohort: All studies were performed in strict compliance with the recommendations of the European Commission for the protection of animals used for scientific purposes and with the approval of the local government (Thüringer Landesamt für Verbraucherschutz, Germany; license: 02-024/15; TWZ-000-2017. Germfree mouse cohort: All animal protocols were approved by the Gothenburg Animal Ethics Committee (vote #2652-19).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

## Clinical trial registration

*Provide the trial registration number from ClinicalTrials.gov or an equivalent agency.*

## Study protocol

*Note where the full trial protocol can be accessed OR if not available, explain why.*

## Data collection

*Describe the settings and locales of data collection, noting the time periods of recruitment and data collection.*

## Outcomes

*Describe how you pre-defined primary and secondary outcome measures and how you assessed these measures.*

## Dual use research of concern

Policy information about [dual use research of concern](#)

### Hazards

Could the accidental, deliberate or reckless misuse of agents or technologies generated in the work, or the application of information presented in the manuscript, pose a threat to:

- | No                       | Yes                      |                            |
|--------------------------|--------------------------|----------------------------|
| <input type="checkbox"/> | <input type="checkbox"/> | Public health              |
| <input type="checkbox"/> | <input type="checkbox"/> | National security          |
| <input type="checkbox"/> | <input type="checkbox"/> | Crops and/or livestock     |
| <input type="checkbox"/> | <input type="checkbox"/> | Ecosystems                 |
| <input type="checkbox"/> | <input type="checkbox"/> | Any other significant area |

### Experiments of concern

Does the work involve any of these experiments of concern:

- | No                       | Yes                      |                                                                             |
|--------------------------|--------------------------|-----------------------------------------------------------------------------|
| <input type="checkbox"/> | <input type="checkbox"/> | Demonstrate how to render a vaccine ineffective                             |
| <input type="checkbox"/> | <input type="checkbox"/> | Confer resistance to therapeutically useful antibiotics or antiviral agents |
| <input type="checkbox"/> | <input type="checkbox"/> | Enhance the virulence of a pathogen or render a nonpathogen virulent        |
| <input type="checkbox"/> | <input type="checkbox"/> | Increase transmissibility of a pathogen                                     |
| <input type="checkbox"/> | <input type="checkbox"/> | Alter the host range of a pathogen                                          |
| <input type="checkbox"/> | <input type="checkbox"/> | Enable evasion of diagnostic/detection modalities                           |
| <input type="checkbox"/> | <input type="checkbox"/> | Enable the weaponization of a biological agent or toxin                     |
| <input type="checkbox"/> | <input type="checkbox"/> | Any other potentially harmful combination of experiments and agents         |

## Plants

|                       |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|-----------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Seed stocks           | Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.                                                                                                                                                                                                                                                                                          |
| Novel plant genotypes | Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied. |
| Authentication        | Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.                                                                                                                                                                                                                                       |

## ChIP-seq

### Data deposition

- ☐ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☐ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

|                                                                    |                                                                                                                                                                                                             |
|--------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data access links<br><i>May remain private before publication.</i> | For "Initial submission" or "Revised version" documents, provide reviewer access links. For your "Final submission" document, provide a link to the deposited data.                                         |
| Files in database submission                                       | Provide a list of all files available in the database submission.                                                                                                                                           |
| Genome browser session<br>(e.g. <a href="#">UCSC</a> )             | Provide a link to an anonymized genome browser session for "Initial submission" and "Revised version" documents only, to enable peer review. Write "no longer applicable" for "Final submission" documents. |

### Methodology

|                         |                                                                                                                                                                             |
|-------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Replicates              | Describe the experimental replicates, specifying number, type and replicate agreement.                                                                                      |
| Sequencing depth        | Describe the sequencing depth for each experiment, providing the total number of reads, uniquely mapped reads, length of reads and whether they were paired- or single-end. |
| Antibodies              | Describe the antibodies used for the ChIP-seq experiments; as applicable, provide supplier name, catalog number, clone name, and lot number.                                |
| Peak calling parameters | Specify the command line program and parameters used for read mapping and peak calling, including the ChIP, control and index files used.                                   |
| Data quality            | Describe the methods used to ensure data quality in full detail, including how many peaks are at FDR 5% and above 5-fold enrichment.                                        |
| Software                | Describe the software used to collect and analyze the ChIP-seq data. For custom code that has been deposited into a community repository, provide accession details.        |

## Flow Cytometry

### Plots

- Confirm that:
- ☐ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☐ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☐ All plots are contour plots with outliers or pseudocolor plots.
- ☐ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                    |                                                                                                                                                                            |
|--------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation | Describe the sample preparation, detailing the biological source of the cells and any tissue processing steps used.                                                        |
| Instrument         | Identify the instrument used for data collection, specifying make and model number.                                                                                        |
| Software           | Describe the software used to collect and analyze the flow cytometry data. For custom code that has been deposited into a community repository, provide accession details. |

Cell population abundance

Describe the abundance of the relevant cell populations within post-sort fractions, providing details on the purity of the samples and how it was determined.

Gating strategy

Describe the gating strategy used for all relevant experiments, specifying the preliminary FSC/SSC gates of the starting cell population, indicating where boundaries between "positive" and "negative" staining cell populations are defined.

☐ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

## Magnetic resonance imaging

### Experimental design

Design type

Indicate task or resting state; event-related or block design.

Design specifications

Specify the number of blocks, trials or experimental units per session and/or subject, and specify the length of each trial or block (if trials are blocked) and interval between trials.

Behavioral performance measures

State number and/or type of variables recorded (e.g. correct button press, response time) and what statistics were used to establish that the subjects were performing the task as expected (e.g. mean, range, and/or standard deviation across subjects).

### Acquisition

Imaging type(s)

Specify: functional, structural, diffusion, perfusion.

Field strength

Specify in Tesla

Sequence &amp; imaging parameters

Specify the pulse sequence type (gradient echo, spin echo, etc.), imaging type (EPI, spiral, etc.), field of view, matrix size, slice thickness, orientation and TE/TR/flip angle.

Area of acquisition

State whether a whole brain scan was used OR define the area of acquisition, describing how the region was determined.

Diffusion MRI

☐ Used

☐ Not used

### Preprocessing

Preprocessing software

Provide detail on software version and revision number and on specific parameters (model/functions, brain extraction, segmentation, smoothing kernel size, etc.).

Normalization

If data were normalized/standardized, describe the approach(es): specify linear or non-linear and define image types used for transformation OR indicate that data were not normalized and explain rationale for lack of normalization.

Normalization template

Describe the template used for normalization/transformation, specifying subject space or group standardized space (e.g. original Talairach, MNI305, ICBM152) OR indicate that the data were not normalized.

Noise and artifact removal

Describe your procedure(s) for artifact and structured noise removal, specifying motion parameters, tissue signals and physiological signals (heart rate, respiration).

Volume censoring

Define your software and/or method and criteria for volume censoring, and state the extent of such censoring.

### Statistical modeling & inference

Model type and settings

Specify type (mass univariate, multivariate, RSA, predictive, etc.) and describe essential details of the model at the first and second levels (e.g. fixed, random or mixed effects; drift or auto-correlation).

Effect(s) tested

Define precise effect in terms of the task or stimulus conditions instead of psychological concepts and indicate whether ANOVA or factorial designs were used.

Specify type of analysis: ☐ Whole brain ☐ ROI-based ☐ Both

Statistic type for inference

Specify voxel-wise or cluster-wise and report all relevant parameters for cluster-wise methods.

(See [Eklund et al. 2016](#))

Correction

Describe the type of correction and how it is obtained for multiple comparisons (e.g. FWE, FDR, permutation or Monte Carlo).

Models & analysis

|                                               |                                                                                                                                                                                                                                      |
|-----------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                           | Involvement in the study                                                                                                                                                                                                             |
| <input type="checkbox"/>                      | <input type="checkbox"/> Functional and/or effective connectivity                                                                                                                                                                    |
| <input type="checkbox"/>                      | <input type="checkbox"/> Graph analysis                                                                                                                                                                                              |
| <input type="checkbox"/>                      | <input type="checkbox"/> Multivariate modeling or predictive analysis                                                                                                                                                                |
| Functional and/or effective connectivity      | <div>Report the measures of dependence used and the model details (e.g. Pearson correlation, partial correlation, mutual information).</div>                                                                                         |
| Graph analysis                                | <div>Report the dependent variable and connectivity measure, specifying weighted graph or binarized graph, subject- or group-level, and the global and/or node summaries used (e.g. clustering coefficient, efficiency, etc.).</div> |
| Multivariate modeling and predictive analysis | <div>Specify independent variables, features extraction and dimension reduction, model, training and evaluation metrics.</div>                                                                                                       |

How the deposited data were processed for this re-analysis (not part of the article)

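RNA-seq of the colon, liver and brain of 52 male C57BL/6J/Ukj mice was analysed, with 10 mice each of 2, 9, 15 and 24 months and 12 mice of 30 months. Each library was mapped to its tissue, age group, mouse and sequencing run from the sample labels, and every library was used; no column of per-sample values was left out (0 columns). The faecal sequencing, the metabolomics, the germ-free mice and the metabolic models were not analysed here.

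The authors deposited raw counts, the whole number of reads they assigned to each gene in each library, with no normalization. The libraries were stranded and made from polyadenylated RNA, with reads of 100 bases in the colon and 75 bases in the liver and brain. The aligner, the counting program, the genome build and the annotation behind the counts are not given in the sources used here. For its own analysis the paper normalized counts by the variance-stabilizing transformation of DESeq2 with age and sequencing batch, and used FPKM values adjusted by Combat for its models. Its methods text does not state the model and threshold behind the aging-regulated genes in the part at hand. Genes were listed by 55471 Ensembl identifiers, of which 55230 were found in GENCODE release M21 (GRCm38), used here for gene symbols, coordinates and gene lengths. Where models overlap or genes have near-identical copies, the counting can have dropped reads or split them. Of the 215 protein-coding genes whose exons were over 90% covered by another model of the same strand, 0.930% reached 1 CPM in the median library of some tissue, against 70.9% of 20216 genes without such cover.

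Library totals on genes ran from 25559384 to 42156156 in the colon, from 10016815 to 50697892 in the liver and from 18336838 to 52593340 in the brain. When each library was thinned to the smallest total of its tissue, 3876 genes were called in the colon, 5733 in the liver and 5264 in the brain, of which 3724, 5585 and 4993 were also called at full depth. Genes tested for age that code for protein numbered 15012, 13301 and 15535.

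Counts were analysed in R 4.3.3 with edgeR 4.0.16 (quasi-likelihood F-test, TMM factors), after filterByExpr on the design with a minimum count of 10, a minimum total count of 15 and a minimum proportion of 0.7. Age in months was a number, coded so that its coefficient is the log2 change over the 28 months from 2 to 30 months, and the run was a second term in liver and brain. The Benjamini-Hochberg adjusted p threshold was 0.05. DESeq2 1.42.0 (Wald test) was run on the same designs as an alternative. Differences of the age trend between tissues were tested as the interaction of tissue and age in fits of 104 libraries.

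Gene lists, 23 in all, were written from general knowledge before the data were examined and tested with camera in limma 3.58.1 with a preset correlation of 0.01, over 41 pairs of a list and a tissue and, for tissue differences, over 26 pairs. Fry and camera with an estimated correlation were run beside it. List scores are means of z-scores of log2 CPM with a prior count of 2, compared by two-sided permutation tests with 100000 resamples, or exactly where a group had fewer than 10 mice, over 195 comparisons. The smallest p these resamples can give is 1e-05. Scores and figures were made in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. Short lists of B cell, neutrophil and red cell precursor genes were written after the age results and before the test that uses them; the closing section gives their results.

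Genes named in the text, apart from those used to examine single libraries in the closing section, follow a rule set before the data were examined. They are Nnt and Crb1, which the paper names; per tissue, the 3 rising and 3 falling called genes with the largest change, a mean log2 CPM of at least 1 and, in liver and brain, the same sign in both runs, leaving out immunoglobulin and T cell receptor segments and unnamed gene models; the 5 genes higher and the 5 lower in all 3 tissues with the largest smallest change and a mean log2 CPM of at least 1; per list and tissue, the 2 members with the smallest p; and the genes that check sex and tissue. A gene picked by this rule is not reported here. The score comparisons given with values were chosen from the 195 after they were seen.

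The count test was tested on simulated data drawn from the means, spreads and library sizes of the real genes, with 200 genes changed, 100 at each of 2 fold sizes. For the age trend, the test recovered 81% of the genes changed by 0.5 on the log2 scale and 97% of those changed by 1 in the colon (17618 genes), 55% and 88% in the liver (14929 genes) and 93% and 100% in the brain (18705 genes). Unchanged genes made up 3.26%, 2.72% and 3.98% of its calls. DESeq2 recovered 82% and 98%, 58% and 90%, and 94% and 100%, with 6.74%, 6.33% and 7.18% of unchanged genes among its calls. For tissue differences the recovery was 34% and 68% between liver and brain (19703 genes), 45% and 80% between colon and liver (18588 genes) and 70% and 93% between colon and brain (20657 genes). In the same simulations the cell division list raised by 0.5 was called in every tissue, and of the unchanged lists 0 of 17 in the colon, 0 of 12 in the liver and 0 of 12 in the brain had p of at most 0.05 under camera with no gene changed. With the 200 genes changed, 1 of 17 lists in the colon and 0 of 12 in liver and in brain had an adjusted p of at most 0.05. These data were drawn from the means and spreads of single genes, without a correlation between genes. The list results therefore cannot show how often camera calls an unchanged list whose genes move together. On real counts with permuted ages, camera called 9 to 28 pairs of a list and a tissue, against 28 with the real ages.

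Libraries with the same replicate number are different mice in the age comparison. Deviations from the group means of libraries with the same number had a median correlation of 0.069 in the colon, 0.057 in the liver and 0.046 in the brain over 100 pairs each, and 41, 29 and 33 of the pairs were over 0.1. Pairs with other numbers had medians of −0.0063, −0.0046 and −0.0097, so a weak effect shared by a number cannot be excluded. Because the mice differ, the numbers were not taken as pairs, and the fit with them as a block is an alternative. Between tissues the same mouse gave the libraries, and the mouse as a block is an alternative there. No pair of libraries of the same tissue and age group (246 pairs per tissue) had counts within sampling noise of each other; the smallest chi-square per degree of freedom was 2.58.

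Alternatives set before the data were examined were DESeq2, relative log expression factors and total counts in place of TMM, no filter on low counts, the paper's group mean ages, the replicate number as a block, 30 against 2 months only, leaving out the 24-month or the 2-month mice, no run term, each run alone, and adjusted p thresholds of 0.1 and 0.01. For lists they were fry and the estimated correlation, for scores the removal of the run effect and the mean log2 CPM, and for tissue differences the mouse as a block and relative log expression factors. Chosen after the data were seen were the fits without mouse 24M.N3, 24M.N10, both, 24M.N1 or 30M.N2, ages permuted within runs on the list score, fry for tissue differences, and tissue differences without mice 24M.N3 and 24M.N10 and within the mice of each run.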

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

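The tests of the hepatocyte share and of blood-forming cells in the liver of mouse 24M.N3, of marrow cells in the brain of mouse 24M.N1, of the run in the 9-month livers, of RNA without a poly(A) tail in the brain of mouse 15M.N5, of the tissue differences without mice 24M.N3 and 24M.N10, of the runs in the difference between colon and brain, and of chance under fry in the tissue differences were chosen only after the result was seen.

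List scores were searched for a library far from the others of its tissue and age group, by the gap between the extreme library and its neighbour divided by the range of the group. Of 164 groups of 10 libraries, 20 held such a library, where chance alone gives about 1 in 20 groups, or 8.2. For the library totals, 2 of 12 groups did: the liver of mouse 15M.N6, with the highest total of its group (gap over range 0.537), and the brain of mouse 15M.N10, also the highest (0.485). Of the 12 libraries that stood out in a list score, 3 had the lowest total of their group, which argues against low depth as the reason for most of them.

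The liver of mouse 24M.N3 had the lowest score of its group for bile acid synthesis (gap over range 0.510), mitochondrial biogenesis (0.534) and triacylglycerol synthesis (0.517), and the highest for phagocyte and microglia genes (0.499). It also had the lowest total of its group, with 21258504 counts. A lower share of hepatocytes alone would raise the genes of every other cell type alike. The extracellular matrix score of this liver lay only 0.0935 SD above the other 8 mice of its age (mouse 24M.N10 left out as well), whereas its phagocyte score lay 16.6 SD, its T cell score 3.63 SD and its cell division score 5.12 SD above them, which argues against a lower hepatocyte share as the whole reason. A candidate explanation is the presence of blood-forming cells in this liver. For each gene of a marrow list, the log2 CPM was set against the median of the other livers of the same age. The median over 12 red cell precursor genes was 5.90 in this liver and at most 0.476 in any other (mouse 24M.N10), and that over 12 neutrophil precursor genes 6.71, with mouse 30M.N4 next at 2.66. All 12 genes of both lists were higher than the median of the other livers. The most abundant were Hbb-bs at 2756.5 CPM (median of the other 9 livers of the age 98.6) and Hba-a1 at 389 CPM (34.9) for red cells, and S100a9 at 1983 CPM (9.51) and S100a8 at 1056 CPM (4.31) for neutrophils. Lcn2, Prtn3, Alas2 and Klf1, of the same lists, were higher still in another liver of the age. The median liver holds 5 of the 12 red cell and 3 of the 12 neutrophil genes at 1 CPM or more. The B cell precursor list was not highest in this liver but in that of mouse 24M.N10 (0.753, 6 of 8 genes higher); 2 of its 8 genes, Cd79a and Pax5, are also in the B cell list. Whether such cells belong to a disease of this mouse stays open.

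The liver of mouse 24M.N10 had the highest extracellular matrix score of the group (0.492), and its T cell, phagocyte, cell division and extracellular matrix scores lay 5.77, 7.46, 5.62 and 4.22 SD above the same 8 mice, while its bile acid synthesis score lay 4.19 SD below them. The genes of these lists did not rise alike: their median log2 difference from those mice was 3.29 for cell division, 2.76 for T cell, 1.31 for phagocyte and 0.85 for extracellular matrix genes. A lower share of hepatocytes alone would not give such a spread; as part of the reason it was not tested and stays open. Of the marrow lists, only that of B cell precursors was highest in it.

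Among the livers of 9 months, mouse 9M.N5 had the highest score of the MHC class II list (0.648) and of the T cell list (0.474), and mouse 9M.N10 the highest of the oxidative phosphorylation list (0.597). These are the 2 mice of the group whose liver was sequenced in Run 2. In each of the 3 scores, however, the other mouse of Run 2 lay within the range of the 8 mice of Run 1 (3 of 3): for MHC class II mouse 9M.N10 had −0.720 against 0.276 in mouse 9M.N5, with Run 1 from −1.09 to −0.610. This argues against the run alone as the source. At 30 months the 2 livers of Run 2 were higher than the 10 of Run 1 in all 3 scores, by 0.752 (MHC class II), 0.553 (T cell) and 0.949 (oxidative phosphorylation). With these differences taken off, the gaps over range fell to 0.134, 0.00676 and 0.00392, below the critical value, but the other mouse of Run 2 then lay below all mice of Run 1, which widens the range. A share of the run in these scores stays open, as does what else sets the 2 livers apart.

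The brain of mouse 15M.N5 had the highest nervous system development score of its group (0.486), and the lowest scores for nucleotide synthesis and salvage (0.757), phagocyte and microglia (0.563) and sphingolipid metabolism (0.541). The 5 genes Rn7sk, Rmrp, Rpph1, Gm26917 and Gm42418, whose transcripts lack a poly(A) tail, took 0.743% of its counts, against 0.0286% to 0.0555% in the other 9 brains of its age (median 0.0443%), consistent with a library whose selection for polyadenylated RNA was less complete. No biological explanation was tested.

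The brain of mouse 24M.N1 had the highest cell division score of its group (0.884). It also led all brains in the marrow lists. Its B cell precursor genes had a median of 1.10 above the other brains of its age (8 of 8 higher; next mouse 24M.N7 with 0.558), its neutrophil precursor genes 5.57 (12 of 12; next mouse 30M.N10 with 3.26) and its red cell precursor genes 3.49 (12 of 12; next mouse 30M.N10 with 1.52). Of the neutrophil genes, S100a9 reached 200.35 CPM (highest of the other 9 brains of the age 8.21), S100a8 138 CPM (5.22) and Ngp 98.3 CPM (2.99). Of the red cell genes, Slc4a1 reached 44.1 CPM (1.37), a gene named after its value was seen, but Hbb-bs at 226 CPM, Hba-a1 at 94.6 CPM and Alas2 at 25.2 CPM were lower than in another brain of the age (525, 199 and 43.9 CPM). By contrast, of the B cell precursor genes only Ebf1, Pax5 and Cd79a were above 1 CPM. The median brain holds 2 of the 8, 3 of the 12 and 4 of the 12 genes of these lists at 1 CPM or more, and Ngp, S100a8 and Ltf were also picked from these libraries as genes rising with age. Marrow of the skull carried over at dissection may have raised this library; dividing blood-forming cells inside the brain would leave the same lists high and stay open.

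The remaining libraries that stood out were the livers of mouse 15M.N5 (lowest bile acid synthesis score, 0.584, and lowest oxidative phosphorylation score, 0.503), mouse 2M.N9 (highest oxidative phosphorylation score, 0.543) and mouse 15M.N6 (highest triacylglycerol synthesis score, 0.572), the brains of mouse 9M.N7 (highest inflammatory cytokine response score, 0.479) and mouse 15M.N8 (highest interferon and virus response score, 0.485), and the colon of mouse 9M.N5 (lowest nervous system development score, 0.597). What sets these libraries apart was not determined.

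The age trend differed between tissues in an interaction test with edgeR for 6341 of 19877 genes between liver and brain (2459 higher in the brain, 3882 lower), for 6317 of 18935 between colon and liver (4329 higher in the liver, 1988 lower) and for 3128 of 20975 between colon and brain (1956 higher in the brain, 1172 lower). Of these genes 733, 468 and 273 were called in both tissues with opposite directions. In 22 assignments of ages permuted among the mice of a run, the real one included, the highest count of another assignment was 342, 348 and 14, so that chance can be excluded for each pair. Age differences in the makeup of the tissues stay open, as they were not measured.

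For the gene lists, 18 of 26 differences between tissues were called under camera. The change in the brain lay below that in the liver for MHC class II antigen presentation (median of the differences of its genes −2.18), T cell activation (−2.23), B cell and immunoglobulin (−1.66), inflammatory cytokine response (−1.04), phagocyte and microglia (−1.37), cell division (−1.41) and extracellular matrix (−0.43). The change in the liver lay above that in the colon for the same lists, by 2.05, 2.65, 2.27, 1.78, 2.03, 1.74 and 0.58. The change in the brain lay above that in the colon for interferon and virus response (0.28), inflammatory cytokine response (0.49), phagocyte and microglia (0.50) and extracellular matrix (0.23), the last a list that fell less in the brain (−0.084) than in the colon (−0.23). Chance cannot be excluded for the number of camera calls, since another assignment of ages reached 21 and 4 of 22 were as large as the real 18. Under fry, 17 differences were called against at most 0 in the other assignments (1 of 22 as large), so that chance can be excluded there.

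Between colon and liver the 7 called lists kept their call and direction within the mice of each run (7 of 7), which argues against runs as the source. They also kept both without mice 24M.N3 and 24M.N10 (7 of 7), though the differences of cell division, inflammatory cytokine response and phagocyte and microglia genes then shrank to 0.67, 1.10 and 1.30. These mice are therefore not the whole source, and 5702 genes were called between colon and liver without them. Between colon and brain, inflammatory cytokine response and phagocyte and microglia held within each run (2 of 2), whereas of interferon and virus response and extracellular matrix 0 of 2 held in both runs, and for these lists run and age cannot be told apart with the mice at hand. Between liver and brain 6 of the 7 lists were called in the mice of both runs.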

How the results depend on the processing

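The fits without mouse 24M.N3, 24M.N10, both, 24M.N1 or 30M.N2, the ages permuted within runs on list scores, fry for tissue differences, and tissue differences within the mice of each run or without mice 24M.N3 and 24M.N10 were chosen only after the result was seen. Where no construction of the setting is named, the cause was not tested.

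The number of aging-regulated genes kept within 1.5 times of the main count (4142 in the colon, 7071 in the liver, 6159 in the brain) under DESeq2 (4399, 7227 and 6398), relative log expression factors (4157, 7086 and 6264), total counts (4098, 6772 and 6041), no filter on low counts (4048, 8506 and 5785), the group mean ages (4193, 7083 and 6136) and without the 24-month mice (3238, 5976 and 4316). The same held for the fit without a run term (6137 in the liver, 4782 in the brain), for an adjusted p of at most 0.1 (5340, 8065 and 7489), and for the liver without mouse 24M.N3 (7507), mouse 24M.N10 (6710) or both (6900) and the brain without mouse 24M.N1 (5990) or 30M.N2 (6135). Replicate numbers that are shared between ages do not mark shared mice; with the number as a replicate block the counts were 3942, 7826 and 6159, and 532 genes changed in the same direction in all 3 tissues. Among lists and named genes, the replicate block changed the call of nervous system development genes in the colon, which were then called (−0.13), and of 1 gene, and it changed no other call.

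Several fits on part of the mice moved the counts by more. For 30 against 2 months only, 1003 genes (749 higher, 254 lower) were called in the brain and 1628 (1266 higher, 362 lower) in the liver, where 2 of the 12 mice of 30 months share the run of the 2-month mice. Without the 2-month mice the counts were 2297 in the colon (1215 higher, 1082 lower), 4438 in the liver (2332 higher, 2106 lower) and 2356 in the brain (1375 higher, 981 lower). Within Run 1 alone the brain gave 1577 calls (986 higher, 591 lower) against 5171 in the liver, and within Run 2 alone the liver gave 4034, of which 1558 were lower, against 5200 in the brain. At an adjusted p of at most 0.01, 2399 genes (1316 higher, 1083 lower) were called in the colon, and 1944 were lower in the brain.

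Genes called in all 3 tissues numbered 819, of which 446 were higher and 138 lower in each, 584 in the same direction together. They were 114 (105 higher, 1 lower, 106 together) for 30 against 2 months, 182 (130, 25 and 155) without the 2-month mice, 478 (293, 76 and 369) without the 24-month mice, 313 (232, 24 and 256) within Run 1, and 380 (254, 44 and 298) at an adjusted p of at most 0.01. Within Run 2 they were 505, with 58 lower and 385 together. At an adjusted p of at most 0.1 they were 1262, with 236 lower.

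Scaling by total counts raised the median change of all genes in the liver by 0.17 on the log2 scale, and changes there are given relative to the TMM scale. The split of the liver calls went from 3665 higher and 3406 lower (51.8% higher) to 5084 and 1688 (75.1%), and that of the brain from 3119 and 3040 (50.6%) to 3797 and 2244 (62.9%). Genes lower in all 3 tissues then numbered 48.

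Of 132 genes named by the rule, 86 kept their direction and side of the threshold under every setting they were run in. Calls were lost for 30 of them with 30 against 2 months only, for 25 without the 2-month mice, for 12 within Run 1, for 8 without the 24-month mice, for 5 within Run 2, for 3 each with no filter and with total counts, for 2 without a run term and for 1 each under DESeq2 and without mouse 24M.N3. Ifi27l2a in the liver reversed for 30 against 2 months only (−0.10, from 1.30), and 1 gene gained a call there.

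The list calls rest on the preset correlation of camera. With an estimated correlation 6 of 28 were called. The medians do not depend on the test, and the lists that lost their call had medians in the colon of 0.81 (B cell and immunoglobulin), 0.78 (MHC class II antigen presentation), 0.70 (T cell activation), 0.64 (interferon and virus response), 0.30 (phagocyte and microglia), 0.23 (inflammatory cytokine response), −0.33 (cell division), −0.45 (enteric neuron), −0.23 (extracellular matrix) and −0.044 (N-glycan synthesis). In the liver they were 3.41 (B cell and immunoglobulin), 3.25 (T cell activation), 2.29 (phagocyte and microglia), 1.80 (inflammatory cytokine response), 1.33 (cell division), 0.87 (interferon and virus response), 0.37 (extracellular matrix), −0.30 (mitochondrial biogenesis), −0.45 (oxidative phosphorylation) and −0.57 (bile acid synthesis), and in the brain 0.76 (B cell and immunoglobulin) and 0.47 (T cell activation). Under fry, all 28 were called, with goblet cell and mucus genes in the colon (−0.13) and triacylglycerol synthesis in the liver (−0.21) in addition. Ages permuted within runs on the list score also called goblet cell and mucus genes (−0.13).

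Cell division in the liver was no longer called for 30 against 2 months only (0.13), without the 24-month mice (0.42), without mice 24M.N3 and 24M.N10 (0.42), within Run 1 (0.46) and without a run term (0.87). In the brain it became called, downward, with no filter (−0.14), with no run term (−0.12) and without mouse 24M.N1 (−0.19). Extracellular matrix genes in the liver lost their call for 30 against 2 months only (0.016), within Run 2 (0.24) and without mice 24M.N3 and 24M.N10 (0.23), and in the colon the list turned upward without the 2-month mice (0.056). B cell and immunoglobulin genes in the brain were not called without the 2-month mice (0.36) and turned downward within Run 1 (−0.011). Without the 2-month mice the calls in the colon of the same list (0.0059) and of inflammatory cytokine response (0.13) were lost. For 30 against 2 months only, bile acid synthesis (−0.38) and N-glycan synthesis (−0.049) were not called. Nervous system development in the colon was called for 30 against 2 months only (−0.15), without the 24-month mice (−0.12) and with no filter (−0.11), and triacylglycerol synthesis in the liver with no filter (−0.22). DESeq2's fit, relative log expression factors, total counts, the group mean ages and leaving out mouse 24M.N3, mouse 24M.N10 or mouse 30M.N2 alone changed no list call.

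The count of genes that differ between runs, 7168 in the liver and 11199 in the brain, was 3511 and 6236 with the 9- and 30-month mice only, which are fewer. The score comparisons given with alternatives kept their direction and side of the threshold, apart from those of cell division in the liver and nervous system development in the brain that follow. The cell division score of the liver from 2 to 30 months, −0.24 over all libraries, was 0.14 with the run effect removed, neither past the threshold. The nervous system development score of the brain from 24 to 30 months, 0.49 over all libraries, reversed to −0.085 with the run effect removed. Its change from 2 to 30 months, −0.24 and not past the threshold, was past it with the run effect removed (−0.88) and as mean log2 CPM (−0.087). Comparisons across these ages mix runs.

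Between tissues, the main counts of 6341 genes (liver and brain), 6317 (colon and liver) and 3128 (colon and brain) became 5714, 5922 and 3095 with the mouse as a replicate block and 6549, 6654 and 3139 with relative log expression factors. The replicate block added 2 calls among the lists, interferon and virus response between liver and brain (0.23) and nervous system development between colon and brain (−0.049), and changed no other. Within the mice of Run 1, B cell and immunoglobulin genes between liver and brain (−1.27) and extracellular matrix genes between colon and brain (0.084) lost their call. T cell activation (0.52), cell division (0.43) and nervous system development (−0.12) between colon and brain and interferon and virus response between colon and liver (0.46) gained one. Interferon and virus response lost its call between colon and brain under fry (0.28) and within Run 2 (0.10), gained one between liver and brain within Run 2 (0.15) and was called downward between colon and liver there (−0.10), opposite to its call within Run 1.

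Depth limits the calls. Thinned to the smallest library of the tissue, with 10016815 counts in the liver, 18336838 in the brain and 25559384 in the colon, 5733, 5264 and 3876 genes were called. In simulated data, 55% of genes changed by 0.5 on the log2 scale over the age range were recovered in the liver, against 81% in the colon and 93% in the brain, so a change of that size in the liver can have been missed. These shares also carry the spread between mice of each tissue, and the thinning took unequal parts of the counts, so neither ranks the tissues by the effect of depth. The simulation changed only 200 genes, against 7071 called in the real liver data. Its adjusted p threshold was therefore stricter, and the shares recovered can be too low for the real data.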

Differences from the paper's values

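The counts the paper states in its text, of aging-regulated genes per tissue and of genes changed in the same direction in all 3 tissues, lay within 1.5 times of those found here, as did the number of genes shared by all 3 tissues in Fig. 6a. What follows are directions the paper states or shows for which a list went the other way or was not called in some tissue. For the brain pathways its text gives regulation without a direction. Most of the other lists kept the paper's direction.

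The paper states that cellular replication was suppressed across tissues. The cell division list was tested in all 3 tissues and fell with a call in 1 of them, the colon (median log2 change −0.33, camera adjusted p = 2.70e-12). In the liver it rose (median 1.33, camera adjusted p = 0.00193), and its median was above 0 in every setting. The liver call was lost for 30 against 2 months only (0.13), without the 24-month mice (0.42), within Run 1 (0.46), without a run term (0.87) and, in a fit chosen after seeing the values, without mice 24M.N3 and 24M.N10 (0.42). Its score changed by −0.24 from 2 to 30 months over both runs (permutation test, adjusted p = 0.522) and by 0.14 with the run effect removed, and among its members Spc25 fell (−1.22). In the brain it fell without a call (−0.13, camera adjusted p = 0.190), although its score changed from 2 to 30 months by −0.71 over both runs (permutation test, adjusted p = 4.46e-04) and by −0.52 with the run effect removed (permutation test, adjusted p = 0.00191). These comparisons cross the runs. With ages permuted within runs, the fall of the brain score over all ages (−0.35) did not pass the threshold (permutation test, adjusted p = 0.107). The brain list was called downward without a filter on low counts (−0.14), without a run term (−0.12) and without mouse 24M.N1 (−0.19), the last chosen after seeing the values and dropping none of the 28 calls.

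Fig. 5 shows nervous system development falling in both colon and brain. The list was called in the brain (median −0.15) but not in the colon (−0.086, camera adjusted p = 0.0746). It was called in the colon without a filter on low counts (−0.11), with the replicate number as a block (−0.13), for 30 against 2 months only (−0.15) and without the 24-month mice (−0.12), and its score fell by 0.45 from 2 to 30 months (permutation test, adjusted p = 0.00899).

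The paper states that barrier function of the colon was reduced. Of the 2 lists tested for it, tight junction genes had a median change of −0.0079 (camera adjusted p = 0.878) and goblet cell and mucus genes of −0.13 (camera adjusted p = 0.157). Goblet cell and mucus genes were called downward under fry and, in a test chosen after seeing the values, when ages were permuted within runs. Cldn4 (−1.13) and Agr2 (−0.36) fell. For motility, smooth muscle genes had a median change of −0.017 (camera adjusted p = 0.602), while enteric neuron genes fell (−0.45, camera adjusted p = 3.03e-09).

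The paper infers aging regulation of metabolic modules from aging-regulated reactions that are over-represented in them, whereas the fitted changes of listed pathway genes were tested here. Of the 3 colon pathways, N-glycan synthesis genes fell with a call (median −0.044), and fatty acid oxidation (−0.027) and sphingolipid genes (−0.014) did not. Of the 2 liver pathways, bile acid synthesis genes fell with a call (−0.57) and triacylglycerol synthesis genes fell without one (−0.21); they were called under fry and without a filter on low counts (−0.22). For the brain, the paper gives aging regulation of nucleotide and sphingolipid pathways, and none of the 3 lists tested was called under camera or any other setting: nucleoside and nucleotide transport −0.048, nucleotide synthesis and salvage 0.0044 and sphingolipid metabolism −0.023. The list tests ask for a shift in a common direction, and in each of these lists genes were called both upward and downward. They therefore cannot speak against regulation without a common direction.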

Other observations

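The tests of mouse 30M.N2, of liver RNA in the brain of mouse 30M.N7, of Ngp, S100a8 and Ltf without mouse 24M.N1, and of liver cell division without mice 24M.N3 and 24M.N10 were chosen only after the result was seen.

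Ages were permuted among the mice of a run, with the same assignment in each tissue, in 50 assignments with the real one included. The real counts of aging-regulated genes were 4142 in the colon, 7071 in the liver and 6159 in the brain, and the highest of the other assignments 5, 1883 and 803, so that chance can be excluded for each (1 of 50 as large). Chance can also be excluded for the genes upregulated (446, highest other 0) and downregulated (138, highest other 0) in all 3 tissues. For the 28 lists called under camera it cannot be excluded: another assignment reached 28, and 3 of 50 were as large as the real one. With fry the real number was 30 and the highest other 15, and with an estimated correlation 6 and 2, so that chance can be excluded for these. For the difference between runs, with the run labels permuted among all mice, the real counts were 7168 genes in the liver and 11199 in the brain and the highest others 1109 and 6, which excludes chance.

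Depth, gene length and GC content were tested as technical explanations of the age trend. With each library thinned to the smallest total of its tissue, 3876 genes in the colon, 5733 in the liver and 5264 in the brain were called, which argues against unequal depth as the source of the calls. Across protein-coding genes, which are not independent replicates, the fitted change had a Spearman's rho with exon length of −0.0077 in the colon, 0.013 in the liver and −0.14 in the brain, and with GC content of 0.13, 0.042 and 0.034. Under permuted ages, rho lay as far from 0 in 48, 41 and 30 of 50 assignments for length and in 22, 45 and 42 for GC content, and reached absolute values of 0.421, 0.306 and 0.435 for length and 0.317, 0.307 and 0.433 for GC content. The trends with length and GC content are therefore of a size that differences between libraries unrelated to age also give.

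The cell division list rose in the liver, and dividing lymphoid cells were considered as a source. Over the 52 livers, with the means of age group and run taken off, the cell division score had a Pearson's r of 0.585 with the T cell score (permutation p = 0.0040) and a Spearman's rho of 0.351 (permutation p = 0.0193). Within the 28 livers of Run 1 r was 0.529, and within the 24 of Run 2 0.616. Without mice 24M.N10 and 24M.N3, the farthest from the median of the T cell score, r was 0.266 (permutation p = 0.193), so that the relation over all mice leans on those 2, although Run 1, with its r of 0.529, holds neither of them. It was 1 of 4 relations computed, and the adjusted p of the family was 0.00521 for r and 0.0193 for rho. For phagocyte and microglia genes r was 0.651 (permutation p = 0.00489) and rho 0.479 (permutation p = 0.00176), with 0.516 and 0.670 within the runs, and r fell to 0.366 (permutation p = 0.140) without the same 2 mice. For B cell genes r was 0.431 (permutation p = 0.00521) and rho 0.381 (permutation p = 0.00837), with 0.667 and 0.421 within the runs and 0.300 (permutation p = 0.0425) without mice 24M.N10 and 30M.N6. For extracellular matrix genes r was 0.641 (permutation p = 2.00e-05) and rho 0.618 (permutation p = 1e-05, the smallest the resamples can give), with 0.836 and 0.612 within the runs and 0.663 (permutation p = 2.00e-05) without mice 24M.N10 and 2M.N9. The largest adjusted p of these 3 relations was 0.00521 for r and 0.0112 for rho. Without mice 24M.N3 and 24M.N10 the median change of the cell division list was 0.42 and no longer called, consistent with these mice carrying much of the rise. Dividing lymphoid cells and other dividing cells cannot be told apart here.

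The brain of mouse 30M.N2, labelled Run 1, had part of the pattern of Run 2. Libraries were placed by the 500 genes that differed most between runs in the liver, on a scale where the fitted level of Run 1 is 0 and that of Run 2 is 1. This brain lay at 0.517, the other 27 brains of Run 1 at most at 0.210 and the 24 of Run 2 at least at 0.592. On genes chosen in the brain it lay at 0.502. It was not alone between the runs: on genes of the own tissue the livers of mice 2M.N1 and 9M.N5, both of Run 2, lay at 0.372 and 0.509 (0.460 and 1.03 on genes chosen in the brain). The liver of the same mouse lay at 0.108, which argues against a property of the mouse. A wrong run label cannot be told apart from a mixture of libraries, since the place lies outside both groups. Without this library 6135 genes were called in the brain.

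Alb reached 195 CPM in the brain of mouse 30M.N7. Over the 50 most abundant liver genes whose median in the brain is under 1 CPM, which leaves out Alb, the summed CPM of this library was 0.235% of the median liver, against a median of 0.0306% over the brains and 0.177% for the next mouse, 2M.N3. Across these genes the level in this brain followed the level in the liver with a Spearman's rho of 0.927 (median over the brains 0.577), consistent with a small carry-over of liver RNA or reads into this library. Genes are not independent replicates.

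Ngp, S100a8 and Ltf led the increases in the brain among the genes that the naming rule allows. Without mouse 24M.N1, in which marrow genes were high, their changes were 2.71, 2.68 and 3.05, and all 3 genes kept their call, which argues against this library as their only source. Blood left in the vessels and cells in the tissue stay open, as neither was measured.

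Nnt has 2 gene models in GENCODE. All exons of the shorter one are covered by the longer one, and it had 0 counts in every library. Of 215 protein-coding genes whose exons are over 90% covered by another model of the same strand, 2 (0.930%) reached 1 CPM in the median library of some tissue, against 14342 of 20216 (70.9%) without such cover, consistent with reads on overlapping models being left uncounted. The longer model had a median of 0.320 CPM in the colon, 0.615 in the liver and 0.340 in the brain, and 47.5% of its exons are covered. Of the 1337 protein-coding genes with up to 50% of their exons covered, 1104 (82.6%) reached 1 CPM, against 70.9% of genes without cover. Of the 206 genes with over 50% to 90% covered, 88 (42.7%) did. The longer model lies close to the border of these 2 classes. The shares therefore cannot tell whether uncounted reads are the whole reason for its few counts. How far uncounted reads lowered its counts, beside a low level of the transcript in these mice, was not measured.

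Scores of the same list in different tissues of the same mouse were compared after the means of age group and run were taken off. Of 26 relations, none passed a Benjamini-Hochberg adjusted p of 0.05 by Pearson's r, and 7 had an unadjusted permutation p under 0.05. The smallest adjusted p was 0.0523 for Pearson's r and 0.106 for Spearman's rho, so no relation between tissues of the same mouse is reported.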
